# Transplanting rejuvenated blood stem cells extends lifespan of aged immunocompromised mice

**DOI:** 10.1038/s41536-022-00275-y

**Published:** 2022-12-29

**Authors:** Sara Montserrat-Vazquez, Noelle J. Ali, Francesca Matteini, Javier Lozano, Tu Zhaowei, Eva Mejia-Ramirez, Gina Marka, Angelika Vollmer, Karin Soller, Mehmet Sacma, Vadim Sakk, Loris Mularoni, Jan Philipp Mallm, Mireya Plass, Yi Zheng, Hartmut Geiger, M. Carolina Florian

**Keywords:** Ageing, Regeneration, Haematopoietic stem cells, Muscle stem cells

## Abstract

One goal of regenerative medicine is to rejuvenate tissues and extend lifespan by restoring the function of endogenous aged stem cells. However, evidence that somatic stem cells can be targeted in vivo to extend lifespan is still lacking. Here, we demonstrate that after a short systemic treatment with a specific inhibitor of the small RhoGTPase Cdc42 (CASIN), transplanting aged hematopoietic stem cells (HSCs) from treated mice is sufficient to extend the healthspan and lifespan of aged immunocompromised mice without additional treatment. In detail, we show that systemic CASIN treatment improves strength and endurance of aged mice by increasing the myogenic regenerative potential of aged skeletal muscle stem cells. Further, we show that CASIN modifies niche localization and H4K16ac polarity of HSCs in vivo. Single-cell profiling reveals changes in HSC transcriptome, which underlie enhanced lymphoid and regenerative capacity in serial transplantation assays. Overall, we provide proof-of-concept evidence that a short systemic treatment to decrease Cdc42 activity improves the regenerative capacity of different endogenous aged stem cells in vivo, and that rejuvenated HSCs exert a broad systemic effect sufficient to extend murine health- and lifespan.

## Introduction

Aging is associated with loss of stem cell regenerative capacity in many tissues. A central goal of regenerative medicine is to restore or rejuvenate tissues by preserving the activity of endogenous stem cells over time. While it is generally accepted that stem cell exhaustion contributes to the decline of tissue homeostasis during aging and several promising strategies have been proposed targeting stem cells for tissue rejuvenation^1,2^, systemic rejuvenation remains a challenge. Moreover, it is still not completely clear to what degree do stem cells contribute to overall organism health- and lifespan^3^.

Cell polarity is critical for asymmetric cell division, which underlies the self-renewal and differentiation capacity of somatic stem cells over time^4,5^. Cdc42 is a small RhoGTPase that cycles between an active (GTP-bound) and an inactive (GDP-bound) state and plays a central role in cell polarity establishment in most organisms ranging from yeast to mammals^6,7^. With physiological aging, Cdc42-GTP levels increase in several tissues in mice and humans. The constitutive gain of function of Cdc42 in mice is achieved by genetic deletion of *Cdc42GAP* (or *Arhgap1* also known as *p50RhoGAP*), which is an ubiquitously expressed negative regulator of Cdc42, that catalyzes GTP hydrolysis by Cdc42 leading to Cdc42 inactivation. In *Cdc42GAP* knock-out mice, Cdc42-GTP is not hydrolyzed and levels of active Cdc42 persist elevated in the cells, without affecting activity levels of other small RhoGTPases. Importantly, *Cdc42GAP* knock-out results in a premature aging-like phenotype in mice that affects several organs and overall mouse fitness^8^. In detail, Cdc42GAP mice present with 2- to 3-fold higher Cdc42-GTP levels in different tissues and compared to wild-type littermates their lifespan is significantly shorter. They also show a reduction in body mass, loss of subdermal adipose tissue, severe lordokyphosis, muscle atrophy, osteoporosis, impaired wound-healing and hair regeneration, anemia, and other hematopoietic phenotypes. Consistently, the increased activity of Cdc42 with aging has also been shown to impair the function of several somatic stem cells in different tissues, and as a consequence, to negatively affect at least blood, skin, and intestine tissue homeostasis and regeneration^9–16^.

Recently, we reported that the systemic treatment of aged mice with a Cdc42 activity-specific inhibitor (CASIN)^17^ for only 4 consecutive days significantly extends their average and maximum lifespan^18^. Considering the importance of Cdc42 activity in cell polarity and for stem cell function^9–16^, here we investigated whether this brief systemic treatment with CASIN improves the capacity of endogenous aged stem cells to regenerate tissues and the extent to which this affects murine health- and lifespan.

## Results

### Systemic inhibition of Cdc42 activity improves aged mouse fitness

To approach the question of how targeting Cdc42 activity eventually extends murine health- and lifespan, we started by considering that the constitutive gain of function of Cdc42 in mice (Cdc42GAP mice) results in a premature aging-like phenotype that affects overall mouse fitness^8^. Therefore, we wondered if, together with increased lifespan^18^, overall fitness of aged mice was improved by inhibiting Cdc42 activity. Systemic CASIN treatment was performed on >80-week-old C57Bl6 mice for 4 consecutive days (1 i.p. injection every 24 h) according to the previously published protocol^18^. As expected^19,20^, while overall locomotor activity was reduced in aged mice compared to the young ones, locomotor activity was markedly improved in the group of aged mice treated with CASIN (Supplementary Movie 1). To quantitatively estimate overall mouse fitness, we used the endurance assay and the grip strength test comparing young, aged, and aged CASIN-treated mice (indicated as ‘CASIN’ mice from now on; Fig. 1a). Results showed that CASIN mice remained significantly longer on the running wheel compared to aged control mice (Fig. 1b and Supplementary Movie 2) and they performed very similar to young mice. While we detected no changes in body weight (Supplementary Fig. 1a), CASIN treatment overall improved >2-fold mouse endurance and 1.5-fold grip strength compared to aged control mice (Fig. 1c, d). Together, we concluded that after the treatment with CASIN, aged mice improved their locomotor activity, endurance, and grip strength in line with an overall improvement of their healthspan.

**Fig. 1:**
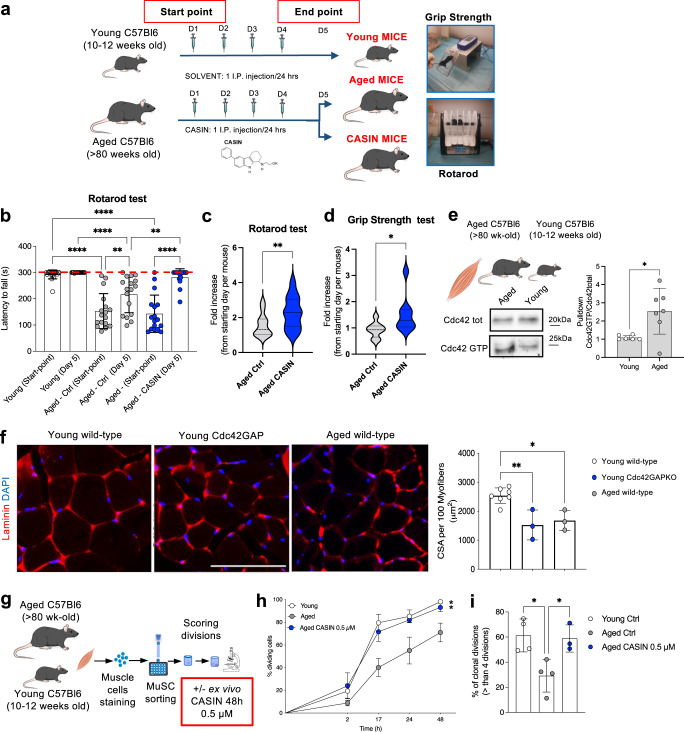
Systemic inhibition of Cdc42 activity improves aged mouse fitness. **a** Experimental design for the fitness training combined with the CASIN-treatment scheme. **b**–**d** Rotarod latency to fall, endurance measurement and grip strength test fold increase (Young, *n* = 20; Aged/CASIN, *n* = 17/15). The red dotted line in panel **b** represents the end of the experimental recording time (300 s). **e** Pulldown Cdc42GTP/Cdc42 total in muscle tissues (Young, *n* = 6; Aged, *n* = 7). All blots derive from the same experiment and were processed in parallel. **f** Representative histological analysis of skeletal muscle sections and CSA quantification. Scale bar, 300 µm. **g** Experimental scheme for single MuSC growth kinetics. **h** Growth curve of single MuSCs from young, aged and CASIN mice (*n* = 3). **i** Quantification of single MuSC clonal divisions on day 6 (Young, *n* = 4; Aged, *n* = 4; CASIN, *n* = 3). Columns are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; one-way ANOVA, multiple comparison with Tukey test for **b**, **c**; *t*-test for **d**–**f**; Dunnett’s *vs* aged for **h**, **i**. Source data are provided as a Source Data file. Mouse cartoon: CreativeBucket:stock.adobe.com. Muscle cartoon: smart.servier.com.

### CASIN increases the regenerative potential of aged skeletal muscle stem cells

Next, we explored potential mechanisms which might mediate the fitness improvement of aged mice after inhibiting Cdc42 activity. Since endurance and grip strength are associated among others to improved skeletal muscle function^21,22^, we wondered if Cdc42 activity increases in this tissue with aging and if increased Cdc42 activity levels are sufficient to drive aging in the skeletal muscle. By pulldown and western blot assays, we detected a 2.1-fold increase in Cdc42-GTP levels in skeletal muscle cells harvested from aged mice (Fig. 1e and Supplementary Figure 2a). To gain further mechanistic support, we measured the myofiber cross-sectional area (CSA), which is correlated to myofiber number and mass and decreases in conditions of sarcopenia and aging, in aged, young wild-type and young Cdc42GAP mice (which have constitutive high level of active Cdc42). Consistently with the premature aging phenotype^8^, data showed significantly reduced myofiber cross-sectional area (CSA) in both Cdc42GAP and aged mice (Fig. 1f), suggesting an effect of increased Cdc42 activity in inducing premature aging of the skeletal muscle.

Skeletal muscle homeostasis tightly depends on skeletal muscle stem cells (MuSCs), which are indispensable to preserve tissue regeneration over time^23,24^. With aging, a progressive loss in total MuSC pool size and a decline in both MuSC and skeletal muscle function and mass is observed^21,22,25,26^. Therefore, we wondered if increased Cdc42 activity is associated to a decline in MuSC function. While young Cdc42GAP mice showed no decline in MuSC number (Supplementary Figure 1b), constitutive activation of Cdc42 reduced the frequency of young MuSC divisions and decreased their myogenic colony capacity after 6 days of culturing (Supplementary Figure 1c–e). This data implies a role for increased Cdc42 activation in the impairment of MuSC function. Since Cdc42 activity is increased in aged skeletal muscle cells, we tested whether decreasing Cdc42-GTP levels in aged MuSCs affects their divisional kinetics and clonogenic capacity. Consequently, we treated FACS-sorted aged MuSCs in vitro with CASIN to specifically target and reduce Cdc42-GTP levels. We tested in vitro doses within the window of concentrations detected in serum according to the previously published in vivo treatment^18^ (dose range 0.5–5 µM) and assayed MuSC divisional kinetics and their myogenic colony capacity after 6 days of culturing. Consistently with our hypothesis, decreasing Cdc42 activity in aged MuSCs by ex vivo CASIN treatment already at 0.5 µM doses significantly increased divisional kinetics and myogenic colony capacity of aged stem cells, to resemble young MuSCs (Fig. 1g–i). Additionally, we performed myofiber isolation to count proliferating cell clusters^27,28^. We measured a reduced number of clusters with >10 cells on aged myofibers compared to young, which was partially restored when cultured in the presence of CASIN (Supplementary Fig. 1f, g). Therefore, we concluded that Cdc42 activity is increased in aged skeletal muscles, that increased Cdc42 activity triggers aging-like phenotypes in young skeletal muscle and MuSCs, and that ex viv*o* treatment of aged MuSCs with CASIN improved MuSC activity in vitro.

Encouraged by this data, we hypothesized that the fitness improvement of aged mice after systemic CASIN treatment (Fig. 1b–d) could be, at least in part, associated to a reduction of Cdc42 activity in the skeletal muscle and in MuSCs in vivo. Thus, we repeated the systemic treatment of aged mice with CASIN and 24 h after the last injection we harvested the skeletal muscle tissue from their hindlimb muscles (*tibialis anterioris* (TA) and *gastrocnemius*) (Fig. 2a). Western blot and pull-down analyses confirmed a significant reduction of Cdc42 activity in the skeletal muscle tissue of CASIN mice to the level measured in young mice (Fig. 2b and Supplementary Fig. 2b). Histological myofiber CSA quantification displayed a significant increase in mean myofiber CSA area in CASIN compared to aged mice, which showed CSAs comparable to young mice (Fig. 2c). Further, to challenge the resident MuSCs and assess their regenerative capacity, we injected Notexin (Ntx) in the TA of young and aged mice and treated some of the aged mice with CASIN during the days immediately following the injury (Fig. 2d). Ntx is known to locally damage the myofibers and activate endogenous MuSCs to regenerate the tissue. Compared with the aged control group, CASIN mice showed a significant increase in the numbers of overall (Pax7^+^cells) and activated (Pax7^+^MyoD^+^ cells) MuSCs and of differentiating myoblasts (MyoD^+^ cells) at the site of injury (Fig. 2e, f). Consistently, we detected more MuSCs by flow cytometry analysis in the TA of Ntx+CASIN mice compared to aged Ntx control mice (Fig. 2g, h). Importantly, this increase in MuSC number and activation was mirrored by a functional health improvement since Ntx+CASIN mice remained significantly longer on the running wheel and significantly increased their endurance on the rotarod compared to before the treatment, while no changes were observed in aged Ntx control mice (Supplementary Fig. 3 and Fig. 2i, j). Therefore, systemic treatment with CASIN reduces Cdc42 activity and increases the regenerative potential of endogenous aged MuSC after injury, contributing to improving healthspan of aged mice.

**Fig. 2:**
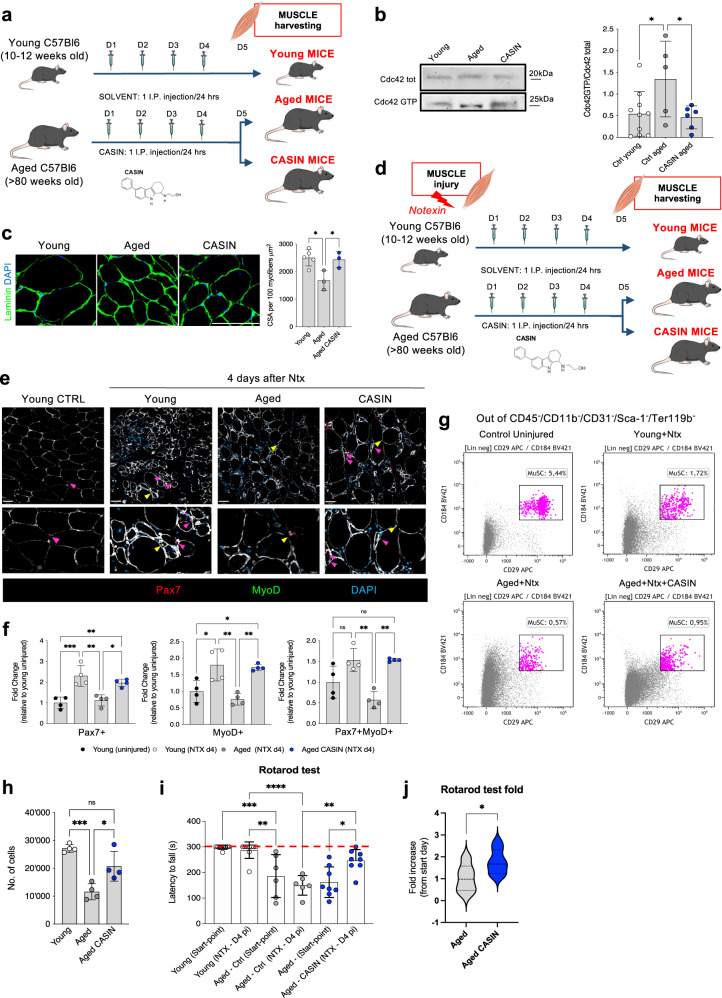
Systemic inhibition of Cdc42 activity improves the regenerative potential of aged MuSCs. **a** Experimental design. **b** Pulldown Cdc42GTP/Cdc42 (Young, *n* = 9; Aged, *n* = 5; CASIN, *n* = 6). All blots derive from the same experiment and were processed in parallel. **c** Immunofluorescent images and CSA quantification of myofibers in TA muscle. Scale bars, 200 µm. (Young, *n* = 5; Aged, *n* = 3; CASIN, *n* = 3). **d** Experimental scheme for Notexin+CASIN treatment. **e**, **f** Representative histology analyses and quantification of muscle cells positive for Pax7, MyoD, or both markers in the TA of Notexin±CASIN treated mice on day 4. Magenta arrowheads indicate Pax7^+^ MuSCs and yellow arrowheads indicate Pax7^+^MyoD^+^ MuSCs (*n* = 4). Scale bars, 42 µm. **g**, **h** Representative flow cytometry analysis and quantification of total MuSCs in Notexin±CASIN treated mice on day 4. (*n* = 4). **i**, **j** Rotarod latency to fall and fold change (Young, *n* = 9; Aged, *n* = 6; CASIN, *n* = 8). The red dotted line in panel **i** represents the end of the experimental recording time (300 s). Columns are mean ±SD. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001; one-way ANOVA, multiple comparisons with Tukey test for **b**, **c**, **e**–**g**; *t*-test for **h**. Source data are provided as a Source Data file. Mouse cartoon: CreativeBucket:stock.adobe.com. Muscle cartoon: smart.servier.com.

### Systemic inhibition of Cdc42 activity increases hematopoietic stem cell polarity and restores stem cell localization in bone marrow of aged mice

Increased Cdc42 activity is associated to aging and rejuvenation of the hematopoietic system, which tightly depends on the activity of hematopoietic stem cells (HSCs)^9,10,12^. HSCs or blood stem cells reside in the bone marrow (BM) and preserve homeostasis of the hematopoietic system over time. Therefore, we wondered whether systemic CASIN treatment of aged mice affects directly blood stem cells. To address this, the BM of aged CASIN and control mice was harvested 24 h after the end of the treatment and hematopoietic stem and progenitor cells in BM were analyzed by different approaches. Since the important role of Cdc42 activity for cell polarity establishment in general^7^ and previous report showing loss of cell polarity in aged HSCs^9,10,14,29–33^, blood stem cells were sorted for cell polarity immunofluorescence (IF) staining (Fig. 3a). Some of the bones were also processed for whole-mount histological analyses to image HSCs directly within their BM microenvironment^34^. By IF, both Cdc42 and tubulin cell polarity were significantly increased in HSCs from CASIN mice (Fig. 3b, c). Whole-mount histological reconstruction of HSCs in high-resolution 3D fluorescence staining^34^ showed increased frequency of H4K16ac epigenetic polarity in stem cells of CASIN mice (Fig. 3d, e and Supplementary Fig. 4a, b). To note, H4K16ac levels and polarity have been previously associated with HSC regenerative capacity and chromatin architecture^29,35,36^. The data clearly supports that a systemic treatment with CASIN affects this epigenetic mark in HSCs (Fig. 3d, e). We detected no changes in HSC and hematopoietic progenitor cell frequency in BM of CASIN mice compared to aged control (Supplementary Figure 4c, d) by flow cytometry and based on histological Ki67 staining, we detected no changes in HSC proliferation rate across samples (Fig. 3f, g and Supplementary Fig. 4e). We and others showed previously that HSC localization in the BM is not random and is predictive of HSC function. While young quiescent HSCs lie close to BM arteriolar vessels and to the endosteum, in aged mice quiescent BM stem cells localize mainly close to sinusoidal vessels^37,38^. Interestingly, quiescent Ki67^−^ HSCs were found significantly closer to arteries and to the endosteum in young and CASIN mice than in aged mice (Fig. 3h, i and Supplementary Fig. 4f, g). Altogether, these data demonstrate that systemic CASIN treatment restores Cdc42 and H4K16ac polarity and the localization of quiescent aged HSCs to the levels seen in young mice.

**Fig. 3:**
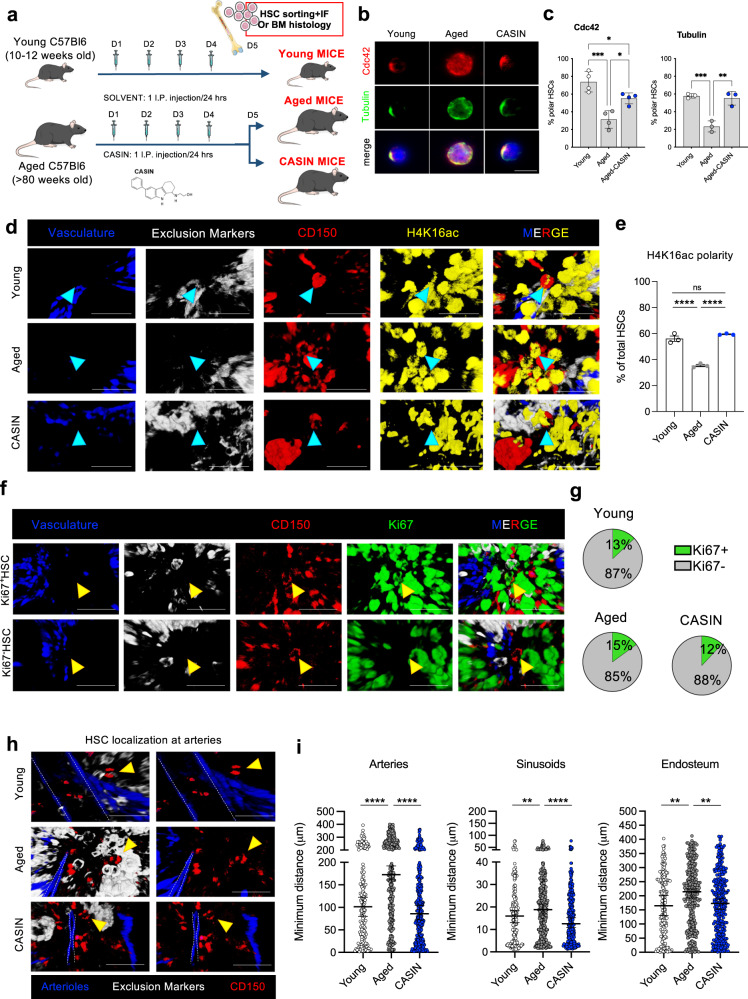
Systemic inhibition of Cdc42 activity increases hematopoietic stem cell (HSC) polarity and restores stem cell localization in BM of aged mice. **a** Experimental design. **b** Representative IF images of single FACS-sorted HSCs from young, aged, and CASIN mice stained for Cdc42 (red), tubulin (green) and the nucleus (DAPI, blue). Scale bars, 10 µm. **c** IF quantification of the percentages of HSCs polar for Cdc42 and tubulin (*n* = 4). Columns are mean ±SD. **d** Histological analysis of H4K16ac polarity in HSCs (arrowed). Scale bars, 20 µm. **e** Quantification of the percentage of HSCs polar for H4K16ac in young, aged, and CASIN mice (*n* = 3). Columns are mean ±SE. **f** Histological analysis of HSC proliferation rate by Ki67 staining. Scale bars, 20 µm. **g** Quantification of the percentage of HSCs Ki67^−^ and Ki67^+^ (*n* = 3). 203, 374, and 371 total HSCs for young, aged, and CASIN respectively were analyzed. **h** Quiescent HSC proximity to arteries in young, aged and CASIN mice. Scale bars, 35 µm. **i** Quantification of the minimum distance of HSCs to the closest artery, sinusoid, and endosteum (*n* = 3). Values are median with 95% CI. Columns are mean ±SE. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001; one-way ANOVA, multiple comparisons with Tukey test for **c**, **e**; Mann–Whitney test two tails for **i**. Source data are provided as a Source Data file. Mouse cartoon: CreativeBucket:stock.adobe.com. Bone and cells cartoon: smart.servier.com.

### Systemic inhibition of Cdc42 activity increases the regenerative potential of aged blood stem cells

Since aged HSCs in CASIN mice display an improved and youthful phenotype as for Cdc42 and H4k16ac polarity and BM localization, we decided to challenge their regenerative capacity by performing serial competitive transplantations into lethally irradiated recipient mice (Fig. 4a). Competitive transplantations are the gold standard assay to measure the regenerative capacity of blood stem cells. Aged HSCs engraft recipient mice less efficiently than young stem cells and show a myeloid differentiation skewing and reduced reconstitution of lymphoid cells (B and T cells). This phenotype is an intrinsic characteristic of aged blood stem cells, which is not improved by several rejuvenating interventions, like caloric restriction, physical exercise or parabiosis^39^ and largely account for the functional decline of the immune system in the elderly. Notably, aged HSCs sorted from CASIN mice reconstituted both primary and secondary recipients significantly better than aged HSC sorted from control mice (Fig. 4b, c). Moreover, B cell frequency was significantly higher in mice transplanted with aged HSCs from CASIN mice in both primary and secondary transplantations (Fig. 4b, c). Myeloid cell frequency was decreased compared to control only in primary recipients and only at 24 weeks after transplant (Fig. 4b, c). We did not detect differences in the BM compartment between samples, beside a significant decrease in the total BM engraftment in aged and CASIN primary transplanted mice and a decrease in LMPPs and an increase in HSCs only for CASIN recipients compared to young (Supplementary Fig. 5a, b). Altogether, we conclude that CASIN increases the regenerative potential and the lymphoid B cells differentiation capacity in peripheral blood of aged blood stem cells, while lymphoid-primed progenitors in BM didn’t show to increase in CASIN recipients compared to aged.

**Fig. 4:**
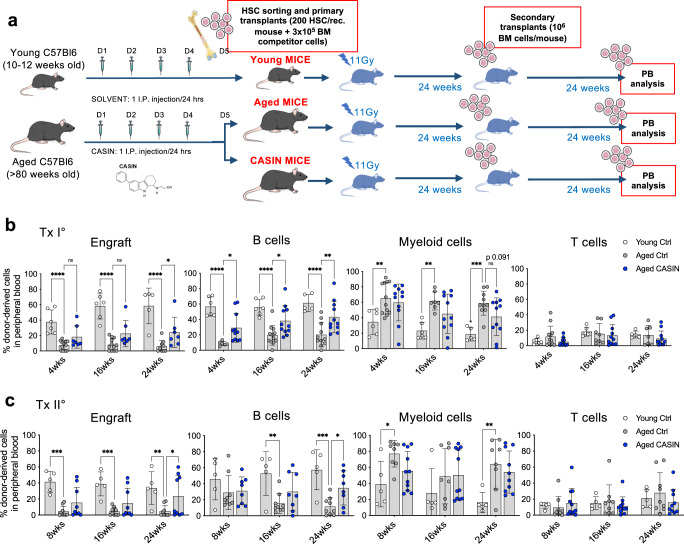
Systemic inhibition of Cdc42 activity increases the regenerative potential of aged blood stem cells. **a** Experimental design of serial competitive transplants in irradiated recipients. 200 sorted HSCs were transplanted alongside 3 × 10^5^ bone marrow competitor cells. PB: peripheral blood. **b**, **c** Flow cytometry quantification of peripheral blood profile of recipient mice in primary (Tx I°) and secondary (Tx II°) transplants. (Young, *n* = 5/6; Aged, *n* = 9/12; CASIN, *n* = 7/12). Columns are mean ±SD. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001; one-way ANOVA, multiple comparisons with Dunnett’s test. Source data are provided as a Source Data file. Mouse cartoon: CreativeBucket:stock.adobe.com. Bone and cells cartoon: smart.servier.com.

### CASIN treatment restores a youthful transcriptional heterogeneity in aged HSCs and improves connectivity across hematopoietic stem and progenitor cell clusters

To further understand the improved phenotype of aged HSCs after in vivo CASIN treatment, we performed scRNA-seq of Lineage^−^(Cd11b^−^, Ter119^−^, Cd8^−^, Cd5^−^, B220^−^, Gr1^−^), C-kit^+^, Sca1^+^ BM cells (LSKs), which include all hematopoietic stem and progenitor cells in the BM (Supplementary Fig. 6a). 

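RNA of single LSK cells was sequenced from 3 young, 3 aged and 3 CASIN samples, each as its own library of 10x Genomics 3′ chemistry, in 2 sequencing batches. The CASIN samples came from aged mice given 4 injections of 25 mg/kg at intervals of 24 h, and cells were harvested on day 5. Batch 1 held young replicates 1 and 2, aged replicate 1 and CASIN replicates 1 and 2. Batch 2 held young replicate 3, aged replicates 2 and 3 and CASIN replicate 3. A comparison within a batch therefore always has a single sample on at least 1 side, except for young against CASIN in batch 1. Transcripts of the sex chromosomes split the samples along the same batches, so a difference between batches may hold a difference between the sexes. The authors mapped the reads to GRCm38 with the Ensembl annotation, counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger and deposited these counts without normalization for the barcodes called as cells. The libraries held 37559262, 32293588 and 26973206 UMIs in the young samples, 19237354, 40394304 and 38040514 UMIs in the aged samples, and 20235579, 21660600 and 42780953 UMIs in the CASIN samples. From these counts, the filters of the paper's methods were run again. The samples were integrated and clustered with the paper's settings, except in the cell cycle scores and in the step that corrects the samples. The cell cycle scores regressed out came from the S and G2/M lists of Seurat, since the paper's phase lists were not at hand. The anchors between samples corrected principal components of the uncorrected values, whereas the paper took its components from the integrated dataset. Clusters were named by the marker genes that the paper lists. To compare conditions, UMIs were summed over the cells of a cluster in each sample, so that samples and not cells were the replicates. The sums were fitted with edgeR's quasi-likelihood model with TMM normalization and a term for the sequencing batch, and p-values were adjusted with the Benjamini-Hochberg method over all genes tested. Per-sample values of 3 samples against 3 were compared with a two-sided exact permutation test, which cannot give a p below 0.1. This test permuted the samples without regard to the batch.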

A total of 15,856 LSK cells were obtained after the quality control and filtering (Supplementary Dataset 1), which divided into 13 clusters by using Seurat’s functions^40^ (Fig. 5a). 

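Of 32387 barcodes in the 9 libraries, the filters kept 15856 cells, with 19517 genes found in at least 3 of them. They were 2151, 2203 and 1201 cells of the young samples, 1561, 1679 and 1740 of the aged samples and 1112, 1792 and 2417 of the CASIN samples. The sequencing batches differed in what the filters removed. In batch 1, 73.8% of the barcodes were kept, and in batch 2, 34.4%. The limit of 10% mitochondrial RNA was exceeded by 22.9% of the barcodes of batch 1 and by 63.8% of those of batch 2, and the median mitochondrial share before filtering was 3.35% and 14.0%. Barcodes over this limit had a median of 918 UMIs in batch 1 and of 3325 UMIs in batch 2. Among the other filters tried, a mitochondrial limit of 5% moved the number of cells most, to 10782. At the resolution of 0.4, the integrated data divided into 13 clusters, and at a resolution of 0.8 into 17.

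**Figure D1:**
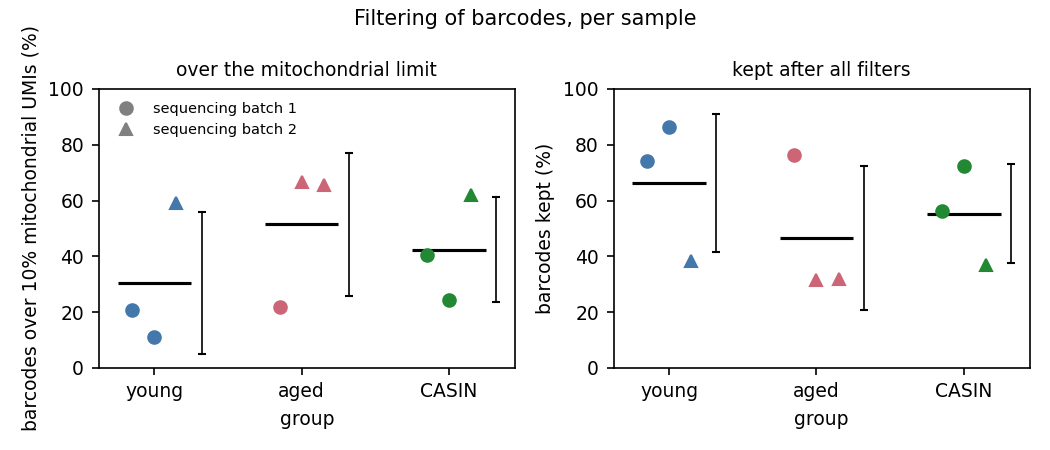
Share of barcodes over 10% mitochondrial UMIs (left) and share kept after all filters (right) in each of the 9 samples, in percent. Circles are samples of sequencing batch 1 and triangles of batch 2; lines and bars are the mean and SD of a group. All triangles lie below the circles of their group on the right.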

The cell clusters were annotated based on previously reported marker genes (Fig. 5a, b, Supplementary Fig. 6b–e, Supplementary Dataset 2, and “Methods”section). Overall, we identified 3 clusters of HSCs, which presented with slightly different transcriptional programs (more quiescent, HSC-1; more active, HSC-2; less regenerative, HSC-3; see “Methods” section), while being all three equally associated with a primitive HSC signature^41^.

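At the resolution of 0.4, 3966 cells, 25.0% of all LSK cells, formed the cluster with the markers of HSC-1 and were called HSC-1-like. The cluster with the markers of HSC-3 held 807 cells, called HSC-3-like. No cluster of this resolution had the markers of HSC-2 in front, and whether the changed integration lies behind this was not tested. HSC-2-like cells were taken from the resolution of 0.8, where 1049 cells formed such a cluster. Of these, 862 also belong to the HSC-1-like cluster of the lower resolution, so that the HSC-1-like and HSC-2-like values share most cells of the smaller class. Between 222 and 828 HSC-1-like cells and between 58 and 148 HSC-3-like cells came from each sample. HSC-2-like cells numbered 120 to 239 in the samples of batch 1 and 24, 36, 44 and 51 in those of batch 2. The sums of UMIs behind each sample's values were 2535353 to 7606988 in HSC-1-like, 305390 to 2603585 in HSC-2-like and 699117 to 1397910 in HSC-3-like cells.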

**Fig. 5:**
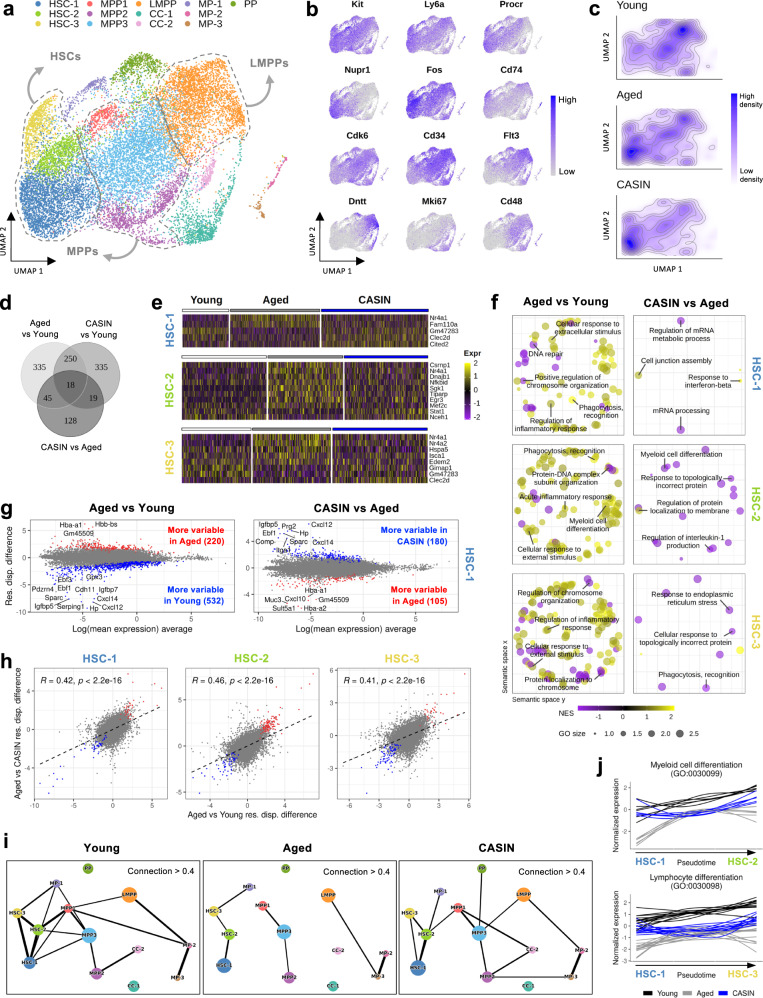
CASIN treatment restores a youthful transcriptional heterogeneity in aged HSCs and improves connectivity across hematopoietic stem and progenitor cell clusters. **a** UMAP with clusters obtained for LSK cells of young, aged and CASIN mice (defined in Supplementary dataset 2). **b** Expression levels of several marker genes. **c** Density in the UMAP for the young, aged and CASIN cells. **d** Venn diagram of the common DE genes in the three pairwise comparisons. **e** Single-cell expression levels of the top genes that are DE between CASIN and aged samples in clusters HSC-1, HSC-2, and HSC-3. **f** Gene Ontology (GO) terms obtained in the GSEA of the DE genes. NES: normalized enrichment score. GO size: size of the gene set. **g** Residual dispersion difference against average logarithmic mean expression for every gene for the HSC-1 cluster. Top 15 significantly differentially variable genes shown. **h** Spearman correlation of the residual dispersion difference of aged over young and aged over CASIN. Genes that are more (red) or less (blue) variable in both comparisons are highlighted. **i** PAGA plots representing the connections between clusters for young, aged and CASIN cells. The thickness of the lines represents the strength of the connections. Only connection values >0.4 are represented. **j** Expression pattern over pseudotime of several genes (Supplementary Dataset 10) involved in the indicated GO processes. Data are provided in Supplementary Dataset 1–10.

Many previous studies and our own data (Supplementary Fig. 4c, d) showed a 2- to 5-fold increase in HSC number and frequency with age. We used compositional analysis with scCODA^42^ to determine if the scRNA-seq profiling detects a similar increase in the proportion of HSCs in the aged LSK compartment. Interestingly, only the HSC-1 cluster, which is characterized by the most dormant gene signature, showed a significant cell number increase in both the aged and CASIN groups compared to the young samples, while cell number in LMPPs cluster is not significantly reduced in both aged and CASIN samples (Fig. 5c, Supplementary Fig. 6f, and Supplementary Dataset 3). Hence, we concluded that only cluster HSC-1 expand with aging regardless of CASIN. 

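Cells were counted per cluster in a clustering made without the 752 genes that differed between conditions over all LSK cells, while genes that differed only within a class stayed in. In this clustering, HSC-1-like cells made up 17.1% ± 1.80 (SD, n = 3) of the young LSK cells, 27.1% ± 9.04 of the aged and 30.4% ± 1.90 of the CASIN cells. In edgeR's model of the numbers of cells, the share was higher in aged than in young samples by a log2 fold change of 0.70 (standard error 0.21, adjusted p = 0.0133 over 11 clusters) and higher in CASIN than in young samples by 0.84 (standard error 0.20, adjusted p = 0.00131). Between CASIN and aged samples the log2 fold change was 0.14 (standard error 0.20, adjusted p = 0.956). Each of the first 2 differences had p = 0.1 in the exact permutation test. The difference between aged and young was 21.3 percentage points in batch 1 and 2.92 in batch 2, and that between CASIN and young was 13.5 and 12.9. The difference of CASIN from aged samples was -7.83 in batch 1 and 10.0 in batch 2, so its direction differed between the batches. Without aged replicate 1, the log2 fold change of aged over young was 0.26 (adjusted p = 0.173) and that of CASIN over aged was 0.57 (adjusted p = 9.92e-05), so that the second passed the threshold and the first did not. The first also missed it without young replicate 1 (adjusted p = 0.184) or 2 (0.214), and the difference of CASIN from young missed it without young replicate 1 (0.0549), young replicate 2 (0.0736) or CASIN replicate 3 (0.0879). Over all alternatives, the adjusted p ran from 0.00451 to 0.214 for aged over young, from 9.92e-05 to 0.999 for CASIN over aged and from 0.000228 to 0.167 for CASIN over young. LMPP-like cells made up 28.3% ± 3.29 of the young, 21.7% ± 4.16 of the aged and 21.0% ± 5.05 of the CASIN cells (n = 3 each). Their log2 fold change was -0.33 in aged over young (adjusted p = 0.247) and -0.44 in CASIN over young (adjusted p = 0.0945), and without aged replicate 1 the first was 0.07.

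**Figure D2:**
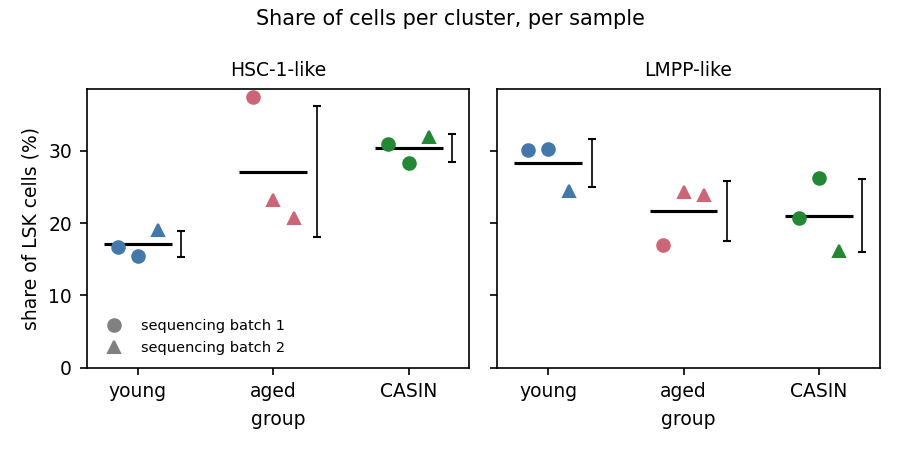
Share of HSC-1-like and of LMPP-like cells among LSK cells in each sample (percent; circles, sequencing batch 1; triangles, batch 2), with the mean and SD of the 3 samples of each group. The aged mean of 27.1% HSC-1-like cells has the largest SD, 9.04, against 1.80 in young and 1.90 in CASIN samples.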

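Among the other clusters of the same count, only the primed progenitors (PP-like) passed the adjusted threshold between CASIN and young samples besides the cycling CC-1-like cells. PP-like cells fell from 4.84% to 2.87% of the LSK cells (log2 fold change -0.77, adjusted p = 0.0156) and CC-1-like cells from 8.14% to 5.55% (log2 fold change -0.58, adjusted p = 0.0436). Between aged and young samples, PP-like cells had an unadjusted p of 0.0200 and CC-1-like cells one of 0.0177, and neither passed after adjustment (adjusted p = 0.0677 for both). HSC-2-like cells formed a cluster only at the resolution of 0.8, with 5.40% of the young and 4.83% of the aged cells (log2 fold change 0.42 with the batch as a term, adjusted p = 0.216). HSC-3-like cells formed none without the differing genes, and in the clustering from all variable genes their log2 fold change of aged over young was 0.27 (adjusted p = 0.129). From the HSC-1 cluster's increase in both the aged and the CASIN group, the paper concludes that this cluster alone expands with age, whether or not CASIN was given.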

Some previous studies reported also a characteristic decrease in the proportion of HSCs in G1/S phase in aged compared to young mice by scRNA-seq profiling^43^. Therefore, we assessed for changes in the proportion of the different cell cycle phases for the three HSC clusters. 

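Cell cycle genes were scored with the S and G2/M lists of Seurat after each cell had been thinned to 4000 UMIs, so that all cells had the same depth, and cells with fewer UMIs were left out (24 to 28 in the young, 26 to 68 in the aged and 6 to 63 in the CASIN samples). Among HSC-2-like cells, the S score was above 0 and the highest in 24.8% ± 8.24 (SD, n = 3) of the young, 15.7% ± 7.29 of the aged and 11.5% ± 3.42 of the CASIN cells. The difference of aged from young was -9.11 percentage points (exact permutation test, p = 0.3), with -20.9 within batch 1 and 2.92 within batch 2. The same difference was -12.2 percentage points in HSC-1-like cells (exact p = 0.2; -15.3 and -1.36 within the batches) and -13.9 in HSC-3-like cells (exact p = 0.1; -16.5 and -5.02). Without thinning, these differences were -9.71, -12.3 and -12.3 percentage points in HSC-2-like, HSC-1-like and HSC-3-like cells (exact p = 0.3, 0.2 and 0.1). The lists of Macosko et al. on which the paper's phases rest are not printed in it, so these cells cannot be matched to its G1/S class.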

We detected a decrease of cells in G1/S in aged compared to young only for cluster HSC-2, which encompasses a minor fraction of total HSCs. Interestingly, we measured a significant increase in the proportion of cells in G0 in CASIN samples for all HSC clusters, supporting that CASIN treatment preserves quiescence of aged stem cells, a characteristic in general associated with higher regenerative capacity^44^ (Supplementary Fig. 6g and Supplementary Dataset 3).

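Cells without an S or a G2/M score above 0 stood closest to the G0 class of the paper. They made up 76.4% ± 8.07 (SD, n = 3) of the young, 90.2% ± 0.293 of the aged and 92.6% ± 3.15 of the CASIN HSC-1-like cells. CASIN samples exceeded aged ones by 2.41 percentage points (exact permutation test, p = 0.4), by 1.16 within batch 1 and 4.84 within batch 2. In HSC-2-like cells the shares were 68.4% ± 6.56, 73.4% ± 15.5 and 86.8% ± 2.34. The difference of CASIN from aged was 13.4 percentage points (exact p = 0.4), with -4.77 within batch 1 and 23.2 within batch 2. In HSC-3-like cells the shares were 74.1% ± 10.3, 88.1% ± 1.95 and 87.2% ± 5.10, and CASIN differed from aged by -0.894 percentage points (exact p = 0.9), by -4.51 within batch 1 and 3.66 within batch 2. Without thinning, the differences of CASIN from aged were 3.15 (exact p = 0.1, the smallest the design allows), 13.8 (exact p = 0.2) and -1.59 (exact p = 0.9) percentage points in HSC-1-like, HSC-2-like and HSC-3-like cells, and with 2000 UMIs per cell they were 1.53, 9.61 and 0.770 (exact p = 0.8, 0.2 and 0.9). Between aged and young samples, the share was higher by 13.8 percentage points in HSC-1-like cells and by 14.0 in HSC-3-like cells, each with exact p = 0.1. Within batches 1 and 2 it was higher by 18.4 and 4.70 in HSC-1-like and by 21.0 and 2.70 in HSC-3-like cells. In HSC-2-like cells the difference was 5.01 (exact p = 0.8), with 26.0 within batch 1 and -10.4 within batch 2.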

Differences in HSCs’ gene expression at the transcriptional level between aged and young mice have been reported in previous studies^43,45^. To determine if CASIN treatment has any effect on gene expression, we analyzed the differentially expressed (DE) genes between aged and young samples and compared them with the DE genes between CASIN and aged samples for each cluster. We obtained a total of 648 DE genes between aged and young samples and 210 DE genes between CASIN and aged samples (|log2FC|> 0.25 and Tippett’s combined p-value < 0.05 for Wilcoxon Rank Sum test; Fig. 5d, e, Supplementary Fig. 7, and Supplementary Dataset 4). 

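With samples as replicates, 1016 of 11517 genes tested in HSC-1-like cells differed between aged and young samples with an adjusted p below 0.05, 698 higher and 318 lower in aged. Of these, 1002 changed in the same direction within each batch. In HSC-2-like cells 600 of 9893 genes differed (442 higher, 158 lower), 528 of them in the same direction within each batch, and in HSC-3-like cells 146 of 8354 (125 higher, 21 lower), 143 of them in the same direction within each batch. Between CASIN and aged samples, no gene passed in HSC-1-like or HSC-2-like cells, where 420 and 319 genes had an unadjusted p below 0.05. In HSC-3-like cells 1 gene passed and 356 had an unadjusted p below 0.05. The 1 gene, Cd83, was singled out only after its values were seen. It was lower in CASIN by a log2 fold change of -4.55 (standard error 0.68, adjusted p = 0.0102), with 48.3 and 31.6 CPM in aged replicates 2 and 3, 1.41 CPM in CASIN replicate 3 and no UMI in the aged and CASIN samples of batch 1. Over 12 classes of cells, 1300 genes differed between aged and young samples in at least 1 class, 15 between CASIN and aged samples and 1927 between CASIN and young samples. Of the alternatives run, leaving out the batch term moved the count between aged and young HSC-1-like cells most, from 1016 to 10 genes. Leaving out 1 sample at a time gave 280 to 1382 such genes in HSC-1-like and 74 to 942 in HSC-2-like cells, both lowest without aged replicate 1 and highest without young replicate 3, and 55 to 225 in HSC-3-like cells, lowest without young replicate 1 and highest without young replicate 3. The same fits gave 0 to 9, 0 to 95 and 0 to 21 genes between CASIN and aged samples, each highest without aged replicate 1. When known changes were added to simulated counts of these depths, a log2 fold change of 1 was recovered in 68% of genes between aged and young and in 64% between CASIN and aged in HSC-1-like cells, and a change of 0.5 in 18% and 11%. All 103, 184 and 84 genes that the paper lists between aged and young in HSC-1, HSC-2 and HSC-3 changed here in the same direction, 98, 129 and 46 of them with an adjusted p below 0.05. Of its 5, 13 and 8 genes between CASIN and aged, all changed in the same direction and 5, 9 and 7 had an unadjusted p below 0.05. The paper took these genes from the same libraries and required an absolute log2 fold change above 0.25 in both batches, so the shared direction is built in. Among the genes with the largest changes between aged and young that kept their direction in both batches were Kcnb2, Rcvrn, Gpr183, Mt2 and Limch1 in HSC-1-like cells, Mt2, Matn4, Cldn5, Gpr183 and Chrm3 in HSC-2-like cells and Gpr183, Clca3a1, Mt2, Matn4 and Gstm2 in HSC-3-like cells. Mt2, a metallothionein, had 1.43 ± 1.89 CPM (SD, n = 3) in young and 41.4 ± 23.6 CPM in aged HSC-1-like cells (adjusted p = 7.09e-05). Kcnb2 had no UMI in the young HSC-1-like cells, which allows up to 1.18 CPM in the sample with the fewest UMIs, and 4.53 ± 1.21 CPM in the aged (adjusted p = 0.000519).

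**Figure D3:**
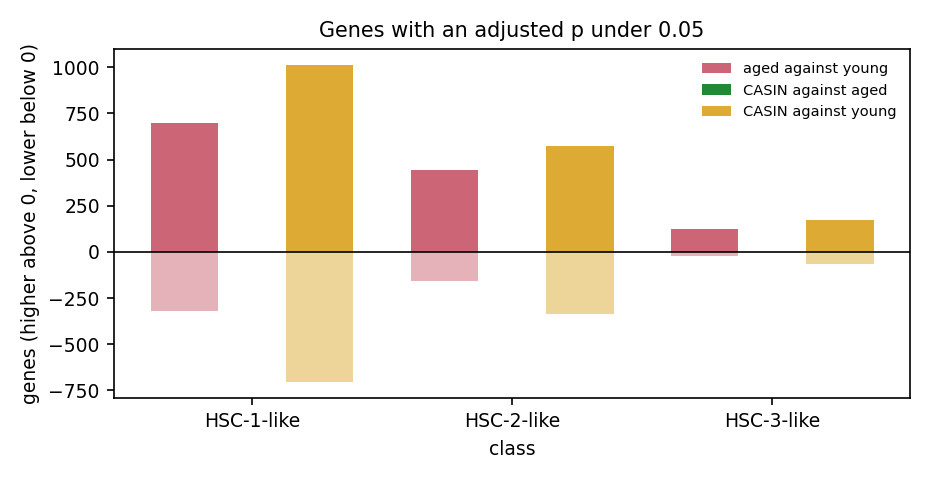
Numbers of genes with an adjusted p below 0.05 (higher genes above 0, lower genes below) between aged and young, CASIN and aged, and CASIN and young samples in the HSC-like classes. Between CASIN and aged samples there are 0, 0 and 1 such genes, too few for a visible bar, and 698, 442 and 125 genes are higher in aged than in young samples.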

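The nuclear receptor genes Nr4a1 (ENSMUSG00000023034, chromosome 15 of GRCm38 from 101254269 to 101274795) and Nr4a2 (ENSMUSG00000026826, chromosome 2 from 57106830 to 57124003) encode transcription factors. In HSC-1-like cells, Nr4a1 had 212 ± 58.9 CPM (SD, n = 3) in young, 669 ± 284 CPM in aged and 419 ± 27.5 CPM in CASIN samples. Its log2 fold change was 1.51 in aged over young (standard error 0.23, adjusted p = 0.00152) and -0.53 in CASIN over aged (standard error 0.22, adjusted p = 0.999, unadjusted p = 0.0347 from edgeR). Within batch 1 the latter was -0.36 and within batch 2 it was -0.79. In HSC-2-like and HSC-3-like cells, Nr4a1 changed by -0.34 and -0.90 in CASIN over aged (unadjusted p = 0.0460 and 0.00490), again without passing the adjusted threshold over all genes. Nr4a2 changed by 2.14 in aged over young HSC-1-like cells (adjusted p = 0.000476). In CASIN over aged it changed by -0.40, -0.27 and -0.65 in HSC-1-like, HSC-2-like and HSC-3-like cells (unadjusted p = 0.142, 0.386 and 0.0191). Within the batches the value in HSC-1-like cells was -0.31 and -0.70. Without aged replicate 1, the value in HSC-2-like cells was 0.30.

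**Figure D4:**
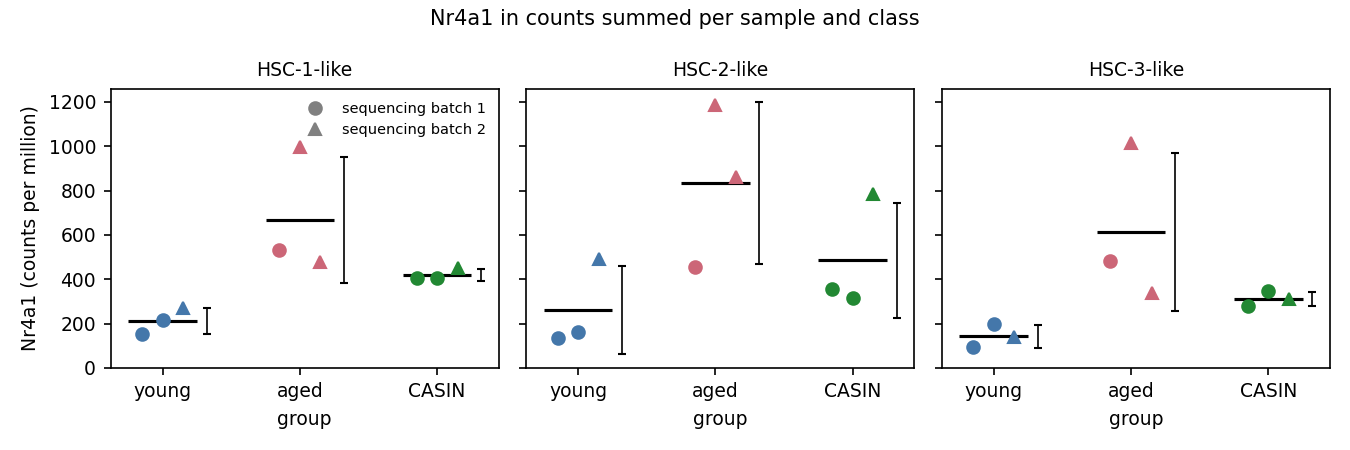
Nr4a1 in CPM in HSC-1-like, HSC-2-like and HSC-3-like cells of each sample (circles, sequencing batch 1; triangles, batch 2), with the mean and SD of each group. In HSC-1-like cells the means are 212, 669 and 419 CPM in young, aged and CASIN samples.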

Focusing on the DE genes between CASIN and aged control mice that revert to youthful level, *Nr4a1* and *Nr4a2* were downregulated in eight and four of our clusters respectively, including all HSC clusters (Fig. 5e, Supplementary Fig. 7, and Supplementary Dataset 4). These transcription factors and their activity is not regulated by ligand binding and are thus regulated via their expression levels and have been described to be involved in proliferation/quiescence and inflammation ^46,47^. 

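Dnajb1 (ENSMUSG00000005483, chromosome 8 of GRCm38 from 83608193 to 83612653) encodes a heat shock protein, Hspa5 (ENSMUSG00000026864, chromosome 2 from 34771970 to 34777547) a chaperone of the endoplasmic reticulum and Edem2 (ENSMUSG00000038312, chromosome 2 from 155701677 to 155729475) a protein of its degradation pathway. In HSC-3-like cells, CASIN over aged gave log2 fold changes of -0.43 for Dnajb1 (unadjusted p = 0.0197), -0.55 for Hspa5 (unadjusted p = 0.0155) and -0.62 for Edem2 (unadjusted p = 0.00230), all from edgeR and with adjusted p of 0.815 or more over all genes. Edem2 had 73.6 ± 7.18 CPM (SD, n = 3) in aged and 49.7 ± 2.05 CPM in CASIN samples of this class, and fell by 0.65 within batch 1 and by 0.55 within batch 2 on the log2 scale. Without regard to the batch, the mean of Dnajb1 in this class was 116 ± 74.7 CPM in aged and 130 ± 77.1 CPM in CASIN samples. In HSC-2-like cells the changes were -0.39, -0.24 and -0.39 (unadjusted p = 0.0325, 0.266 and 0.0711). In aged over young samples, Dnajb1 rose by 1.00, 0.89 and 0.77 in HSC-1-like, HSC-2-like and HSC-3-like cells (adjusted p = 0.00348, 0.00337 and 0.0256). Hspa5 and Edem2 did not pass between aged and young in any HSC-like class, and Hspa5 was lower in aged within batch 1 and higher within batch 2 in all of them. Cdc42 (ENSMUSG00000006699), whose product CASIN inhibits, changed by -0.02, -0.01 and -0.09 in CASIN over aged (unadjusted p = 0.796, 0.939 and 0.512). Adjusted over the 6 genes Nr4a1, Nr4a2, Dnajb1, Hspa5, Edem2 and Cdc42 alone, 5 of them passed between CASIN and aged in HSC-3-like cells and 0 in HSC-1-like or HSC-2-like cells, where the lowest adjusted values were 0.104 and 0.138. The study chose all of these genes but Cdc42 on the same samples, so this count is not independent evidence.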

*Dnajb1*, *Hspa5,* and *Edem2*, which are involved in the folding and assembly of proteins and the degradation of misfolded proteins in the endoplasmic reticulum and are activated under conditions of stress, were also downregulated after CASIN treatment in clusters HSC-2 and HSC-3 (Fig. 5e, Supplementary Fig. 7, and Supplementary Dataset 4). 

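GO gene sets were not at hand, and the 8 gene lists of Supplementary Dataset 10 were tested in their place with limma's camera, whose correlation between genes is preset to 0.01. The study picked these lists on the same samples, so they are not independent evidence. In aged over young HSC-1-like cells, 6 of the 8 lists passed after adjustment. The myeloid differentiation list of HSC-1 and MPP1 had a mean log2 fold change of -0.22, with 2 of 10 genes higher (adjusted p = 0.0179), and the list of HSC-1 and HSC-2 had -0.15, with 1 of 6 genes higher (adjusted p = 0.0834). The lymphocyte differentiation list had -0.64, with 0 of 13 genes higher (adjusted p = 8.11e-08). In HSC-2-like cells 1 list passed, while these myeloid lists had 0.071 and 0.38 and did not, and in HSC-3-like cells 8 passed, with -0.18 and -0.24 for these lists. Between CASIN and aged samples 0 lists passed in HSC-1-like cells, 2 in HSC-2-like and 5 in HSC-3-like cells. There, the myeloid differentiation list of HSC-1 and HSC-2 changed by -0.29 in HSC-2-like cells (adjusted p = 0.0593) and by 0.24 in HSC-3-like cells (adjusted p = 0.0163). Under fry, which estimates the correlation from the samples, 7, 1 and 6 lists passed between aged and young in HSC-1-like, HSC-2-like and HSC-3-like cells and 0 passed between CASIN and aged in any of them.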

Gene Set Enrichment Analysis (GSEA) detected an upregulation of many pathways (for example inflammation, phagocytosis, myeloid differentiation) in all HSC clusters upon aging and it showed the downregulation of some specific pathways after CASIN, like myeloid differentiation, IL-1 production, phagocytosis, and mRNA processing. Notably few pathways were upregulated: the response to interferon-β and cell junction assembly in cluster HSC-1 and the regulation of protein localization in cluster HSC-2 (Fig. 5f and Supplementary Dataset 5). 

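A list of 24 genes that respond to the handling of tissue, such as Fos, Jun and the heat shock genes, shares no gene with the lists of the study, while it holds Nr4a1 and Dnajb1. Several of its genes, such as Fos and Jun, also named the HSC-2-like cluster, so its value there is not independent of the clustering. It was higher in aged than in young samples by a mean log2 fold change of 0.76 in HSC-1-like, 0.94 in HSC-2-like and 0.95 in HSC-3-like cells (camera, adjusted p = 7.27e-10, 6.09e-22 and 2.29e-18; fry, adjusted p = 0.00814, 0.00454 and 0.0152). In CASIN over aged samples it changed by -0.36, -0.31 and -0.33 (camera, adjusted p = 4.46e-10, 3.68e-06 and 3.94e-07), with 2 of 24, 3 of 24 and 3 of 22 tested genes higher in CASIN. None of these last 3 calls held under fry (adjusted p = 0.359, 0.232 and 0.282). Over all LSK cells the list changed by 0.88 in aged over young and by -0.53 in CASIN over aged. Its median change in CASIN over aged was 0.00397 over the 11 classes with samples of both groups in batch 1 and -0.85 over the 12 such classes in batch 2.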

Overall, these results reveal selected changes in the transcriptome of HSCs in CASIN treated mice that are indicative of a downregulation in stress response and myeloid differentiation and of changes in the regulation of protein folding and localization, inflammatory response, and phagocytosis. However, GSEA results show that the transcriptional changes induced by CASIN are overall subtle compared to the transcriptional difference between young and old cells. 

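The genes that were higher in aged than in young samples were followed in CASIN samples. Of the 698 such genes in HSC-1-like cells, 42.7% were lower in CASIN than in aged samples, with a median log2 change of 0.04. In HSC-2-like cells 67.9% of 442 genes were lower in CASIN, with a median of -0.14, and in HSC-3-like cells 68.8% of 125 genes, with a median of -0.13. Because the aged samples enter both differences, some fall is built into these medians. Choosing the 200 genes with the largest rise in batch 1 and following them in batch 2 gave a median of 0.21 in HSC-1-like, 0.45 in HSC-2-like and 0.19 in HSC-3-like cells. Choosing them in batch 2 and following them in batch 1 gave -0.04, -0.06 and -0.03. From selected changes after CASIN, the paper proposes lower stress response and myeloid differentiation, and it states that the effect of CASIN on the transcriptome is small beside the difference between young and old cells.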

Given the clear functional improvement, it might be possible that these discreet selected transcriptional changes are enough to increase the regenerative potential of HSCs. We can’t exclude broader epigenetic or transcriptional remodeling not yet detectable so early after the end of the treatment.

Next, we interrogated our dataset for HSC heterogeneity, since with aging hematopoietic clonality increases and HSC might become more homogeneous. Therefore, we tested the three HSC clusters for differential transcriptional variability between the conditions according to BASiCS^48^, using a regression model to improve the estimation of gene expression dispersion^49^. 

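BASiCS was not at hand, and the variability of each gene was measured per sample in another way. Each cell was thinned to 4000 UMIs, the same number of cells was drawn from every sample (220 HSC-1-like, 24 HSC-2-like and 58 HSC-3-like cells, in 20 draws), and the log2 of the variance over the mean was taken relative to its trend on the mean. Genes needed a mean of at least 0.2 thinned UMIs, which 2705, 2748 and 2713 genes met. With limma and a term for the batch, 3 genes in HSC-1-like, 0 in HSC-2-like and 4 in HSC-3-like cells had an adjusted p below 0.05 between aged and young samples, where 168, 159 and 189 genes had an unadjusted p below 0.05. Between CASIN and aged samples 2, 0 and 0 genes passed, and 60, 107 and 125 genes had an unadjusted p below 0.05. A simulated 4-fold rise or fall of the dispersion was recovered in 72% of the changed genes with 200 cells per sample. Among changed genes with a mean above 1 UMI the share was 94.6%. The simulation held no batch effect, and the 24 and 58 cells drawn for HSC-2-like and HSC-3-like cells were not simulated. When 1 sample at a time was left out, there were 1 to 7, 0 to 2 and 1 to 5 genes between aged and young samples and 0 to 4, 0 and 0 between CASIN and aged samples, and the fit with no batch term gave 1, 0 and 0 between aged and young samples. Between the sequencing batches, 153, 52 and 44 genes passed.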

We identified a total of 1659 and 903 genes with differential variability in one or more HSC clusters between young and aged samples and between CASIN and aged samples, respectively (absolute residual dispersion difference >0.5 and posterior probability’s expected FDR < 0.05; Supplementary Dataset 6). By calculating the difference in the residual dispersions obtained for the aged and the young cells, we determined that, in all clusters, the number of genes becoming less variable with age (negative difference) was higher than the number of genes with increased variability (positive difference; 70.7%, 58.9%, and 77% showed a negative difference of the total number of genes with significant differences in variability for HSC-1, HSC-2, and HSC-3, respectively; Fig. 5g, Supplementary Fig. 8a, and Supplementary Dataset 6). These results indicate a lower transcriptional heterogeneity in aged HSCs. 

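Few genes passed the adjusted threshold, so the direction was also counted over genes whose residual variability differed by more than 0.5 on the log2 scale between the means of the samples. In HSC-1-like cells 8 such genes were less and 15 more variable in aged than in young samples, so that 34.8% were less variable. In HSC-2-like cells 35 genes were less and 95 more variable (26.9%), and in HSC-3-like cells 23 less and 49 more (31.9%). With 1 sample left out at a time, the shares were 17.2% to 45.0%, 14.7% to 45.2% and 24.3% to 44.9% in HSC-1-like, HSC-2-like and HSC-3-like cells. With the batch difference removed from the values, a setting added after they were seen, 50.0%, 53.2% and 36.4% were less variable. Over all genes tested, 45.6%, 47.2% and 45.9% were less variable in aged in the model with a batch term.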

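The median residual variability over the 2705 genes was -0.00641 ± 0.0357 (SD, n = 3) in young, 0.0203 ± 0.0348 in aged and -0.00929 ± 0.0205 in CASIN HSC-1-like cells. The difference of aged from young was 0.0268 (exact permutation test, p = 0.3) and the mean of the within-batch differences was 0.00664. In HSC-2-like and HSC-3-like cells aged exceeded young by 0.0321 and 0.0283 (exact p = 0.3 in both), and by 0.0204 and 0.0126 within batches. CASIN differed from aged by -0.0296, -0.0113 and -0.0137 in the HSC-1-like, HSC-2-like and HSC-3-like cells (exact p = 0.2, 0.6 and 0.7), and by -0.0139, 0.00708 and 0.00243 in the means of the within-batch differences. The batches differed by more than the conditions, with means of -0.0230 ± 0.00401 in the 5 samples of batch 1 and 0.0323 ± 0.0136 in the 4 samples of batch 2 in HSC-1-like cells. From the larger number of genes that became less variable with age in its own measure, the paper concludes that aged HSCs are transcriptionally less heterogeneous.

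**Figure D5:**
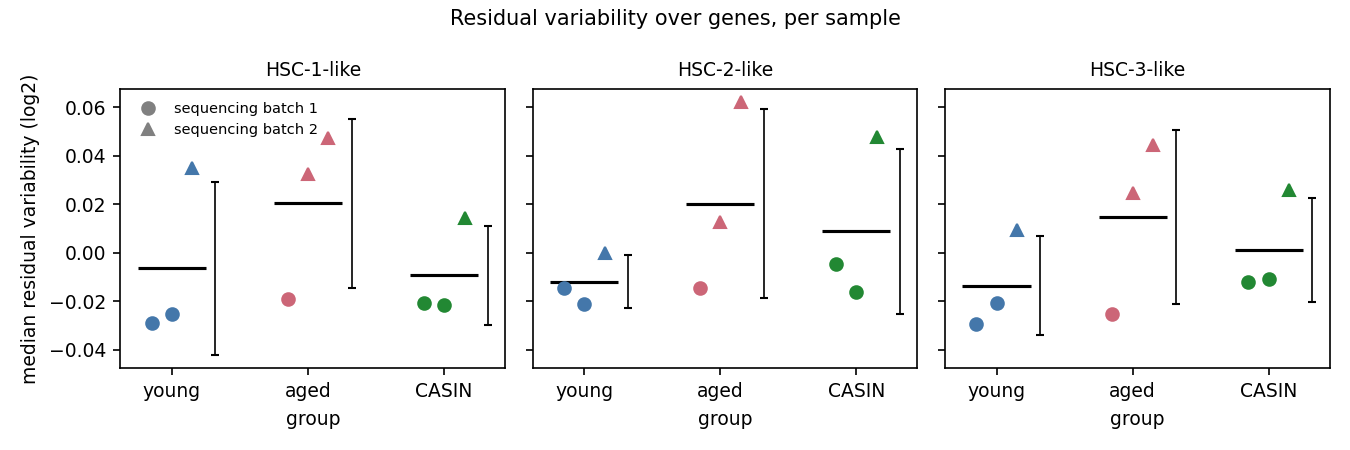
Median residual variability over genes in HSC-1-like, HSC-2-like and HSC-3-like cells of each sample (log2 units; circles, sequencing batch 1; triangles, batch 2), with the mean and SD of each group. The samples of batch 2 lie above those of batch 1, with means of 0.0323 and -0.0230 in HSC-1-like cells.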

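Genes whose residual variability moved by more than 0.5 between aged and young as well as between CASIN and aged samples numbered 8 in HSC-1-like, 35 in HSC-2-like and 16 in HSC-3-like cells. CASIN moved 75.0%, 100% and 93.8% of them back toward the young value. In 100 random relabelings of the samples within batches, in which no treatment stands behind the groups, the same share was 98.0%, 98.8% and 95.6% on average, since the aged samples enter both differences. With 1 sample left out at a time, such genes numbered 3 to 38, 29 to 158 and 12 to 55, each highest without aged replicate 1. The share moved back was then 60.0% to 94.7%, 96.2% to 100% and 78.6% to 98.2%.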

Focusing on the genes that showed differential variability after CASIN, we measured that for most of these genes (96.2%, 94.4%, and 96.3% for HSC-1, HSC-2, and HSC-3, respectively; Supplementary Fig. 8b) CASIN reverted the effects of aging on transcriptional variability. 

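Across the 2705 genes of HSC-1-like cells, the difference of aged over young and that of aged over CASIN in residual variability had a Pearson correlation of 0.467 and a Spearman correlation of 0.507. In HSC-2-like cells these were 0.568 and 0.547, and in HSC-3-like cells 0.504 and 0.513. The correlation runs across genes, which are not independent replicates, and the same 3 aged samples stand in both differences. Between groups simulated without any change, the Pearson correlation was 0.497, 0.503 and 0.504 on average in HSC-1-like, HSC-2-like and HSC-3-like cells. The central 95% of 100 simulations ran from 0.437 to 0.563, from 0.470 to 0.536 and from 0.459 to 0.561, so that the observed 0.568 of HSC-2-like cells lay above it. Of 100 random relabelings of the samples within batches, 99, 82 and 66 reached a value as high as the observed one. With the batch difference removed from the values, a setting added after they were seen, the Pearson correlation was 0.369, 0.583 and 0.509, and 94, 30 and 16 relabelings reached it. When different aged samples were used for the 2 differences, it was -0.0416, -0.0386 and 0.00648.

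**Figure D6:**
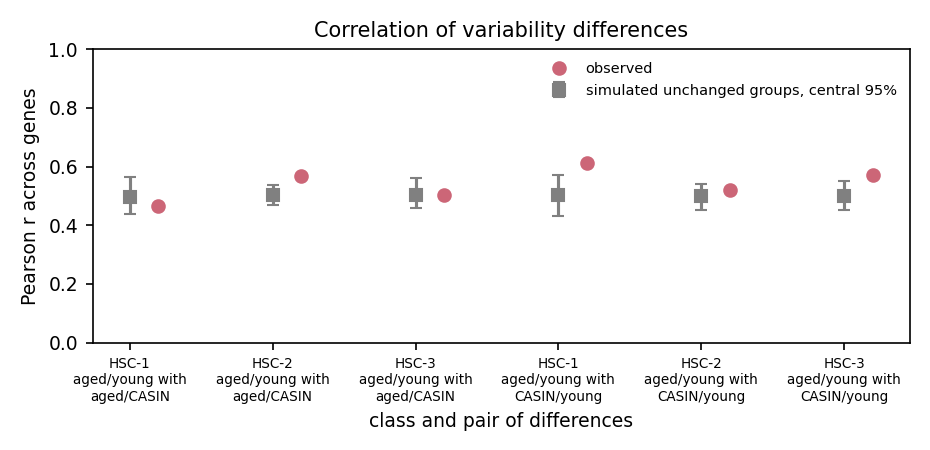
Pearson correlation across genes between differences in residual variability in each HSC-like class (red, observed) and in groups simulated without change (gray, mean and central 95%). The left 3 places pair aged over young with aged over CASIN, the right 3 pair aged over young with CASIN over young. The observed values on the left are 0.467, 0.568 and 0.504.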

To further confirm this, we calculated the correlation between the residual dispersion differences in aged over young and in aged over CASIN, obtaining a significantly positive correlation in all the HSC clusters (*R* = 0.42, 0.46, and 0.41; Fig. 5h). 

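The difference of aged over young and that of CASIN over young share the young samples in the same way. Their Pearson correlation across genes was 0.612 in HSC-1-like, 0.520 in HSC-2-like and 0.571 in HSC-3-like cells, and their Spearman correlation was 0.558, 0.471 and 0.507. Simulated groups without change gave Pearson correlations of 0.504, 0.499 and 0.499 on average, and the central 95% of them ended at 0.571, 0.542 and 0.549. Of 100 random relabelings of the samples within batches, 2, 1 and 1 reached a value as high. With the batch difference removed from the values, a setting added after they were seen, the Pearson correlation was 0.697, 0.556 and 0.590, and 2, 14 and 13 relabelings reached it.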

The correlation between aged over young and CASIN over young is also positive (*R* = 0.6, 0.5, and 0.57 in each cluster; Supplementary Fig. 8c), indicating that the variability levels in the CASIN group are in a midpoint between the aged and the young levels. Overall, this data indicates a clear effect of CASIN on the transcriptional variability of aged HSCs increasing it to resemble the higher transcriptional heterogeneity of the young samples.

Further, we wondered if HSC priming and differentiation capacity might be affected by CASIN treatment^50^. Therefore, we focused on assessing the relative gene expression trajectories of the different HSC/multipotent progenitors (MPP) clusters. To this end, we used Partition-based Graph Abstraction (PAGA) ^51^, which quantifies the transcriptional relationship between cells and measures overall connectivity between clusters. The stronger the connection between clusters, the higher the possibility of cells to progress from one cluster to the other, which can serve as a surrogate transcriptome-based estimation of the differentiation capacity of HSCs to MPPs. We observed a general and strong decrease in the connections between the clusters in the aged samples compared to the young (Fig. 5i and Supplementary Dataset 7). 

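PAGA connectivity was computed per sample, with 30 neighbours, 25 principal components, 1112 cells drawn from every sample and the mean of 10 draws, with the HSC-2-like cells of the higher resolution set apart from the HSC-1-like cells. Between HSC-1-like and HSC-2-like cells it was 1 in all young samples and 0.820 ± 0.203 (SD, n = 3) in the aged (difference -0.180, exact permutation test p = 0.1, permuted within batches p = 0.333). Between HSC-1-like and HSC-3-like cells it was 1 in all young and 0.726 ± 0.104 in the aged samples (-0.274, exact p = 0.1, permuted within batches p = 0.111, with -0.216 within batch 1 and -0.304 within batch 2). HSC-2-like and HSC-3-like cells had 0.854 ± 0.249 in young and 0.420 ± 0.233 in aged samples (exact p = 0.2). From HSC-1-like to MPP1-like, MPP2-like and MPP3-like cells, the differences were -0.109, -0.235 and -0.161 (exact p = 0.6, 0.3 and 0.2). MPP1-like cells were few, with 20 to 97 per sample before the draws. The mean over all pairs of clusters was 0.322 ± 0.0602 in young and 0.293 ± 0.0415 in aged samples (difference -0.0285, exact p = 0.7). The means of the within-batch differences were -0.160 for HSC-1-like and HSC-2-like, -0.260 for HSC-1-like and HSC-3-like, -0.295 for HSC-2-like and HSC-3-like, -0.0395, -0.121 and -0.0997 for HSC-1-like and the 3 MPP-like clusters, and -0.00136 for all pairs. Without aged replicate 3, which had 0.588, the HSC-1-like and HSC-2-like difference was -0.0648. The HSC-1-like and MPP1-like difference was -0.0135 without aged replicate 3 and -0.00130 without young replicate 1, and without the latter the mean over all pairs was higher in aged samples by 0.000702. When each sample's own principal components were used, the HSC-1-like and HSC-3-like difference was -0.0185, and with all cells of a condition in 1 graph it was -0.499. With 1 graph per condition and that condition's own principal components, this pair had 1 in both groups, a value that no connectivity exceeded.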

While in young samples clusters were overall well connected to each other, with aging the connectivity across HSC, MPP and more differentiated clusters were broken, which suggests a reduced differentiation capacity of aged hematopoietic cells. Interestingly, in CASIN samples, clusters showed a general increase in the connection values compared to the aged group (Fig. 5i and Supplementary Dataset 7), with the connection values among HSCs increasing between 14 and 45% and the connections between HSC-1 and progenitors increasing of 115%. 

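In CASIN samples, the connectivity between HSC-1-like and HSC-2-like cells was 0.997 ± 0.00550 (SD, n = 3). It was higher than in the aged by 0.177 (exact permutation test, p = 0.1, and p = 0.333 with labels permuted within batches). That between HSC-1-like and HSC-3-like cells was 0.818 ± 0.189 (difference 0.0929, exact p = 0.4; 0.132 within batch 1 and -0.0733 within batch 2), and that between HSC-2-like and HSC-3-like cells was 0.776 ± 0.366 (0.355, exact p = 0.2). Connectivity did not exceed 1, the value of CASIN replicates 1 and 2 for HSC-1-like and HSC-2-like cells. The rise of this pair was therefore limited by saturation. From aged to CASIN, the values rose by 21.6% for HSC-1-like and HSC-2-like, by 84.5% for HSC-2-like and HSC-3-like and by 42.0% for HSC-1-like and MPP1-like cells, from 0.309 ± 0.165 to 0.439 ± 0.135 (exact p = 0.4). With 1 sample left out at a time, the rises were 6.59% to 34.0%, 56.4% to 171% and 8.49% to 68.3%, the first and the last of these pairs lowest without aged replicate 3. The group means also hold the batch, since CASIN has 2 samples in batch 1 and the aged group 1: HSC-2-like and HSC-3-like cells had 0.932 ± 0.136 (SD) in the 5 samples of batch 1 and 0.373 ± 0.133 in the 4 of batch 2. The means of the within-batch differences of CASIN from aged were 0.156 for HSC-1-like and HSC-2-like, 0.183 for HSC-2-like and HSC-3-like (0.297 within batch 1 and 0.0679 within batch 2), 0.0699 for HSC-1-like and MPP1-like cells and 0.0136 for all pairs. Between HSC-1-like and MPP2-like cells the value rose by 0.125 (exact p = 0.2), with 0.0533 within batch 1 and 0.0435 within batch 2. Between HSC-1-like and MPP3-like cells the value fell by 0.112 (exact p = 0.2), with -0.226 within batch 1 and -0.0485 within batch 2. The mean over all pairs of clusters was 0.326 ± 0.0259 in CASIN samples, 0.0328 above the aged (exact p = 0.2). Values of the 3 CASIN samples between HSC-1-like and HSC-3-like cells ran from 0.623 to 1, and the difference of their mean from the aged was 0.00205 to 0.191 when 1 sample was left out. From the higher connections after CASIN, the paper concludes that the relationships between clusters were partly restored, and it proposes that HSCs regained capacity to commit and differentiate.

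**Figure D7:**
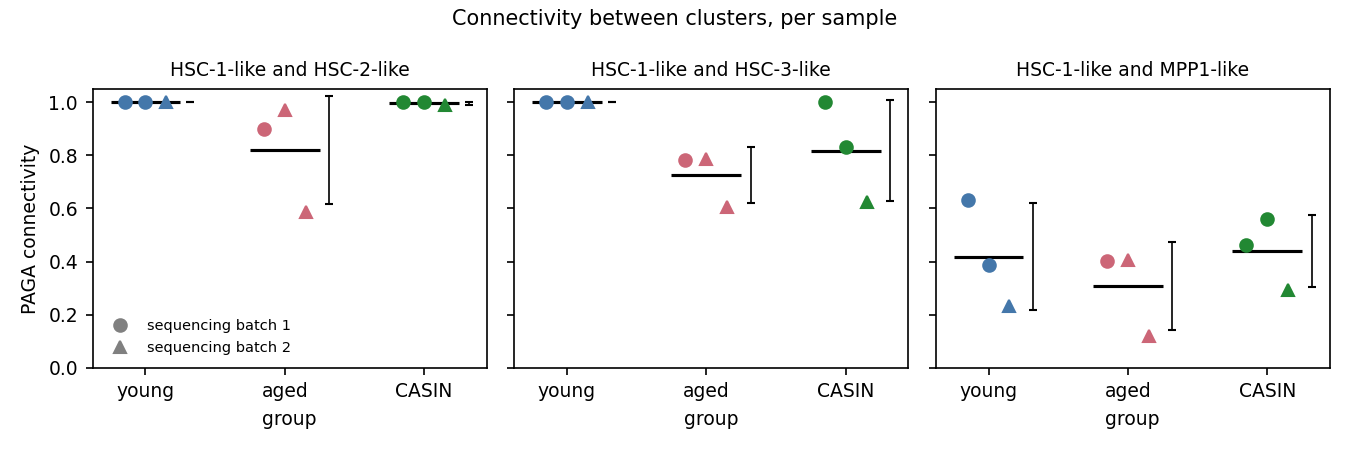
PAGA connectivity between HSC-1-like and HSC-2-like, HSC-3-like or MPP1-like cells in each sample (circles, sequencing batch 1; triangles, batch 2), with the mean and SD of each group. For HSC-1-like and HSC-2-like cells the means are 1, 0.820 and 0.997 in young, aged and CASIN samples.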

In conclusion, CASIN partially restored the relationships between cell clusters, suggesting an improved capacity of HSCs to commit and differentiate, which represents a critical aspect underscoring the regenerative capacity of blood stem cells.

Next, we identified the genes driving the changes in the connection values after CASIN treatment by selecting those with significantly different patterns of expression along trajectories in aged and CASIN samples using TradeSeq^52^ (Supplementary Dataset 8) followed by GSEA (Supplementary Dataset 9). Data revealed the expression of genes involved in myeloid cell differentiation pathways to be increased in the transitions from HSC-1 to HSC-2, HSC-1 to MPP1, and HSC-2 to MPP1 (Fig. 5j, Supplementary Fig. 8d and Supplementary Dataset 10), with CASIN samples resulting in a youthful expression pattern for these pathways. 

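tradeSeq was not at hand, and the change along a transition was measured per sample as the mean log2 CPM of a gene list in the later cluster minus that in the earlier one. For the myeloid differentiation list from HSC-1-like to HSC-2-like cells, this change was 0.11 ± 0.22 (SD, n = 3) in young, 0.84 ± 0.61 in aged and 0.31 ± 0.05 in CASIN samples (exact permutation test, p = 0.3 for aged against young and 0.4 for CASIN against aged). In batch 1 it was 0.15 in the aged sample, below the 0.23 and 0.24 of the young and the 0.29 and 0.27 of the CASIN samples, and in batch 2 it was 1.31 and 1.06 in the aged, -0.14 in the young and 0.37 in the CASIN sample. From HSC-1-like to MPP1-like cells it was 0.05 ± 0.23, -0.17 ± 0.32 and 0.10 ± 0.18 (exact p = 0.4 and 0.2). For the myeloid leukocyte differentiation list from HSC-2-like to MPP1-like cells it was -0.11 ± 0.39, -0.92 ± 0.48 and 0.01 ± 0.28 (exact p = 0.1 in both comparisons, the smallest the design allows). The aged samples of batch 2 hold 36 and 44 HSC-2-like cells, which limits the precision of transitions that involve this class. MPP1-like cells numbered 20 to 97 per sample, which limits transitions to them in the same way.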

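Lymphocyte differentiation genes changed from HSC-1-like to HSC-3-like cells by 0.05 ± 0.09 (SD, n = 3) in young, 0.16 ± 0.11 in aged and 0.32 ± 0.14 in CASIN samples (exact permutation test, p = 0.3 for aged against young and for CASIN against aged). B cell activation genes changed from HSC-1-like to HSC-2-like cells by -0.01 ± 0.17, 0.36 ± 0.26 and -0.03 ± 0.28 (exact p = 0.2 in both comparisons). Here the aged sample of batch 1 had 0.12, against 0.13 and 0.05 in the young and 0.05 and 0.20 in the CASIN samples, and those of batch 2 had 0.64 and 0.31, against -0.20 in the young and -0.35 in the CASIN sample. From HSC-1-like to MPP1-like cells they changed by 0.29 ± 0.06, 0.15 ± 0.25 and 0.03 ± 0.25 (exact p = 0.5 and 0.6).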

Similar results were observed for lymphocyte differentiation and B cell activation in the transitions from HSC-1 to HSC-2, HSC-3 and MPP1 (Fig. 5j, Supplementary Fig. 8d, and Supplementary Dataset 10). Moreover, in the transitions from HSC-1 to HSC-2 and from HSC-1 to MPP1 we also detected a decrease in the expression pattern of genes associated to TGF-β signaling in young and in CASIN samples, while TGF-β signaling remained sustained in the aged clusters (Supplementary Fig. 8d and Supplementary Dataset 10). These data suggest that CASIN might improve the differentiation capacity of aged HSCs by better coordinating gene expression changes across cell clusters with respect to both myeloid and lymphoid priming as well as by downregulating TGF-β signaling.

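Genes of the response to TGF-β changed from HSC-1-like to HSC-2-like cells by 0.13 ± 0.13 (SD, n = 3) in young, 0.29 ± 0.13 in aged and 0.02 ± 0.10 in CASIN samples (exact permutation test, p = 0.2 for aged against young and 0.1 for CASIN against aged). From HSC-1-like to MPP1-like cells the change was 0.48 ± 0.31, 0.66 ± 0.22 and 0.29 ± 0.27 (exact p = 0.5 and 0.2). Within a class, this list of HSC-1 and HSC-2 was higher in aged than in young HSC-3-like cells by 0.45, with 6 of 6 genes higher (camera, adjusted p = 0.00267), and lower in CASIN than in aged by a mean log2 fold change of -0.33, with 0 of 6 genes higher (adjusted p = 0.00133). In HSC-1-like cells it passed in neither comparison, and in HSC-2-like cells only between CASIN and aged samples, where it was lower. Under fry, no list passed between CASIN and aged samples in these classes.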

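MPP1-like cells had a median of 5908 UMIs and of 7.28% mitochondrial UMIs, against 9775 UMIs and 4.33% in HSC-1-like cells. Igkc was the leading gene of their cluster. Each sample held 20 to 97 of these cells, so the values of this class rest on few and shallow cells. In MPP1-like cells, the myeloid leukocyte differentiation list had a mean log2 fold change of -0.68 in aged over young (camera, adjusted p = 0.0168) and of 0.46 in CASIN over aged samples (adjusted p = 0.0865). The lymphocyte differentiation list had -0.63 and 0.07 (adjusted p = 2.54e-05 and 0.691). The TGF-β list of HSC-1 and MPP1 had 0.61 and -0.38 (adjusted p = 0.00161 and 0.0376). From such patterns the paper proposes that CASIN improves differentiation by coordinating myeloid and lymphoid priming and by lowering TGF-β signaling.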

### Blood stem cells from CASIN mice extend median and maximum lifespan of aged immunocompromised mice

Previously, we showed that systemic CASIN treatment extends median and maximum lifespan of aged mice^18^ and now we demonstrate a direct effect of this same treatment on aged HSCs. Since the hematopoietic system is the carrier for many rejuvenation factors, we wondered whether in vivo rejuvenated blood stem cells exert any effect on murine lifespan. To address this point, we decided to transplant aged HSCs harvested after systemic CASIN treatment into aged immunocompromised and *Kit*^*W-41J*^ mutant mice (NBSGW), which can be efficiently engrafted by congenic murine cells without irradiation^10^ (Fig. 6a). This experimental setting allows to use aged mice as recipients without stressing them with pre-conditioning treatments (for example irradiation or sub-lethal irradiation or parabiosis) that might reduce or alter their lifespan. We non-competitively transplanted more donor stem cells compared to the competitive transplantation setting used above (see Fig. 4a). This higher number of donor HSCs allowed on average equal high engraftment of recipients of both aged and CASIN mice, excluding that differences in engraftment levels or a low engraftment level would bias the survival outcome^53^ (Fig. 6b). Notably, aged NBSGW mice transplanted with HSCs from CASIN mice survived significantly longer than mice transplanted with aged control HSCs (Supplementary Fig. 8e). Importantly, while mice transplanted with aged control HSCs showed no changes in lifespan compared to the cohort of not transplanted mice, aged mice receiving HSCs from aged CASIN treated mice presented with a significant increase in median (+24.8%) and maximum (+34.0%) lifespan (Fig. 6c). Therefore, our data support that blood stem cells rejuvenated by CASIN treatment are sufficient to extend lifespan of aged immunocompromised mice.

**Fig. 6:**
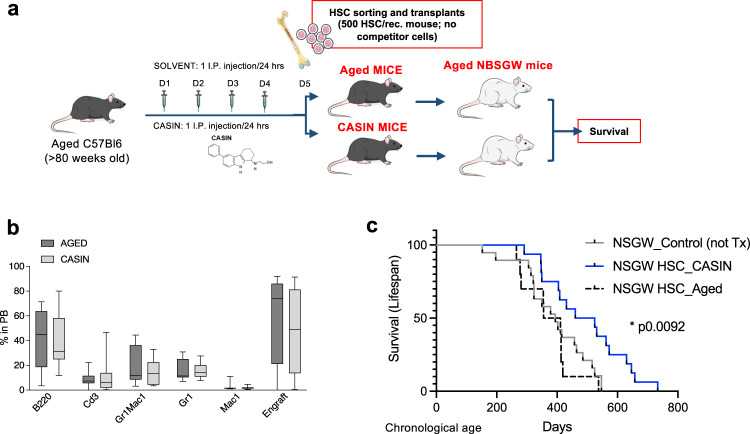
Blood stem cells from CASIN mice extend murine median and maximum lifespan. **a** Experimental design for non-competitive transplants in not-preconditioned immunocompromised aged mice. 500 sorted HSCs were transplanted without competitor cells in aged NBGSW mice. **b** Flow cytometry quantification of peripheral blood profile at 4 months after transplantation of aged NBSGW recipient mice. (Aged, *n* = 7; CASIN, *n* = 9). Columns are mean ±SE. **c** Survival after Tx and overall lifespan of NBGSW mice. (Aged, *n* = 10; CASIN, *n* = 16; Not transplanted, *n* = 19). Survival analysis with Mantel Cox test. Source data are provided as a Source Data file. Mouse cartoon: CreativeBucket:stock.adobe.com. Bone and cells cartoon: smart.servier.com.

## Discussion

The ability to restore or rejuvenate aged tissues by targeting endogenous stem cells is a central goal of regenerative medicine. However, systemic rejuvenation of aged stem cells remains a challenge and it is still unclear to what degree do stem cells contribute to overall organism health- and lifespan. Here, we show that a brief systemic treatment of aged mice with the Cdc42-activity inhibitor CASIN^17^ improves the regenerative potential of endogenous aged MuSCs and HSCs in vivo. We report that after CASIN treatment aged MuSCs divisional kinetic and myogenic capacity in vitro are enhanced and, after injuring the muscle in vivo with Ntx, tissue regeneration is improved. Supporting that the MuSC improvement after CASIN might contribute to extend mouse healthspan, CASIN mice performed better than aged control mice in endurance and strength tests in steady-state and also after Ntx damage. Moreover, we report on systemic CASIN affecting Cdc42 and tubulin polarity as well as H4K16ac epigenetic polarity in aged HSCs. The data on H4K16ac obtained by histological analyses of whole mount BM sections aligns to those previously reported on the DNA-methylation-based epigenetic clock^18^ and strongly support at least some traits of epigenetic rejuvenation in HSCs after systemic CASIN treatment. Furthermore, the histological analysis shows an intriguing effect of CASIN also on aged HSC localization, which after the treatment is closer to arteries and endosteum, like young blood stem cells. At the transcriptional level, stress response and inflammation constitute the major signaling pathways targeted by CASIN in vivo. Consistently, we have previously reported a significant reduction in the levels of inflammatory cytokines (IL1α, IL1β, and INFγ) in peripheral blood serum of aged mice after in vivo CASIN treatment^18^. These same cytokines were also shown by others to play critical roles in aging of the blood and other tissues^54,55^.

The hematopoietic system is the carrier for many rejuvenation factors, and this leaves open the possibility that rejuvenating aged HSCs might represent an effective strategy to improve aging of the whole organism. Here we show that upon transplantation rejuvenated blood stem cells are sufficient to increase murine lifespan of aged immunocompromised mice. Altogether these results raise critical considerations for refining the targets and goals of anti-aging strategies focusing on a possible central role of HSCs and of the hematopoietic system^56^. To note, previous data associated increased Cdc42 activity to aging in humans and in aged human HSCs, supporting the translational potential of these findings^12,57,58^.

These data, together with the recent data supporting an improved activity of aged intestinal and hair follicle stem cells after CASIN treatment^13,15^ support that the increased activity of Cdc42 with aging impairs the function of several somatic stem cells in different tissues^59^. Therefore, systemic treatment with CASIN can elicit distinct positive biological effects in vivo, which might depend on the doses and way of administration. Besides, recently Cdc42 activity has been shown to limit the lifespan of the budding yeast, hinting at a phylogenetically conserved mechanism of the Cdc42-polarity axis in affecting organism aging^6^.

Overall, our data supports that aged stem cells exert a relevant function in the decline of organism fitness with aging. Further, we provide proof-of-concept evidence that increasing the regenerative potential of endogenous aged somatic stem cells might indeed represent an important strategy for rejuvenating tissues and improving health- and lifespan in the elderly.

## Methods

### Mice

Young and aged C57BL/6 mice were obtained from the internal divisional stock (derived from mice obtained from both The Jackson Laboratory and Janvier), as well as from NIA/Charles River. The NBSGW mice (JAXStock No.026622) were maintained as homozygotes. Cdc42GAP mice were described previously^8^. All mice were housed in the animal barrier facility under pathogen-free conditions at the University of Ulm and at the Biomedical Research Institute of Bellvitge (IDIBELL). Throughout the manuscript, young C57BL/6 mice are between 10 and 16 weeks old and aged C57BL/6 mice are at least 80 weeks old. C57BL/6 mice were randomized for sex.

For the lifespan study NBSGW mice were randomized for sex and equal number of male and female mice were used across samples. The average lifespan of NBSGW mice in our hands is 56 weeks and therefore mice older than 32 weeks were considered “old”. Mice that didn’t show engraftment at any time point were excluded from the study. Mice that failed to recover from blood sampling and mice that died due to laboratory errors were excluded. Mice that needed to be euthanized because they were scored as “weak and about to die” according to our approved animal license protocol for evaluating mouse health status remained part of the dataset. Allocation to control or treated group was done randomly (5–10 mice each experimental group in two different experimental batches).

Median lifespan, 95% confidence intervals and survival analysis were calculated by Prism GraphPad v9.3.1. All animals were maintained according to the recommendations of the European Convention for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (ETS 123). Animals were housed in groups of up to 4 animals per cage in Macrolon Type II (long) cages with bedding and paper nesting material. The animals had access to food (V1124-3, ssniff®) and water *ad libitum*. Animals were kept at a day/night rhythm of 12/12 h throughout the entire experiment.

### Ethical compliance for mouse experiments

All mouse experiments were performed in compliance with the ethical regulations according to: (1) the German Law for Welfare of Laboratory Animals and were approved by the Institutional Review Board of the Ulm University, as well as by the state government of Baden‐Württemberg, Regierungspraesidium Tuebingen; (2) the Spanish Law for Animal Protection and Welfare Code and were previously approved in the project AR18008/10399 by IDIBELL’s Ethical Committee for Animal Experimentation (CEEA-IDIBELL) as well as by Generalitat of Catalunya.

### CASIN treatment in vivo

All C57Bl6 young and aged mice were subjected to health check-up and weighed prior to enter the study. We didn’t stratify the mice based on sex and equal number of male and female mice were used in each group. After this initial assessment, mice were randomized to either the CASIN or the control group. CASIN injections were perfomed i.p. for 4 days, one injection every 24 h at a dose of 25 mg/kg in cyclodextrin (H5784, Sigma Aldrich). Young and aged control mice were injected with equivalent amount of cyclodextrin only. CASIN was prepared fresh before injection by dissolving the drug directly in beta-cyclodextrin solution. I.p. injections were done in the morning every 24 h for 4 consecutive days. The same stock of CASIN was used for the whole study. CASIN was kindly provided by Dr. Yi Zheng as lyophilized powder and belonged to the same production batches characterized in ref. ^17^.

### Western blot and Cdc42-GTPase effector domain pull-down assays

For western blot and pull-down assays, hindlimb muscles were minced with a scalpel and tissue pieces were moved into MACS M-tubes (Milteny Biotech). Tissue pieces were centrifuged (520 × *g* 5 min 4 °C), weighted and then for each 100–200 mg of tissue 2 mL of cold protein lysis buffer was added. The protein lysis buffer was Mg^2+^ lysis/wash buffer (Upstate cell signaling solutions) containing 10% glycerol, 25 mM sodium fluoride, 1 mM sodium orthovanadate and a protease inhibitor cocktail (Roche Diagnostics). Tissues were lysed by running the gentleMACS Protein Program according to the manufacturer protocol (Milteny Biotech). Afterwards, protein lysates were left on ice for 1 h and then centrifuged at 17,000 × *g* for 10 min 4 C. The supernatant was collected and stored at −20 °C or used immediately for pull down.

Relative levels of GTP-bound Cdc42 were determined by an effector pull-down assay. Briefly, samples were incubated with PAK-1 binding domain/agarose beads and bound (activated) as well as unbound (non-activated) Cdc42 fractions were probed by immunoblotting with an anti-Cdc42 antibody (Millipore, rabbit polyclonal). Activated protein was normalized to total protein and/or β-actin (Sigma) and the relative amount was quantified by densitometry. Representative uncropped blots are in Source Data file. More information on the antibodies used is provided in the Source Data file.

### Muscle flow cytometry and single cell sorting

Muscles from both hindlimbs (TA, EDL, gastrocnemius, plantaris, soleus) and/or Notexin-injured TA muscles from young, aged, and CASIN mice where indicated were harvested. Following mincing and enzymatic digestion with Skeletal Muscle Dissociation Kit mouse and rat (130-098-305, Miltenyi Biotec) and gentleMACS octo dissociator (130-095-937, Miltenyi Biotec), the digested tissue was centrifuged at 520 × *g* at 10 min. The pellet was resuspended with DMEM (high glucose, pyruvate, 41966029, Invitrogen) +10%FBS (F2442, Sigma Aldrich) and filtered through MACS Smartstrainers 70 µm (130-098-462, Miltenyi Biotec) and 30 µm (130-098-458, Miltenyi Biotec). The cell suspension was stained with lineage negative antibodies for 20 min at 4 °C. Incubation with FcBlock (CD16/CD32, Clone 93, 14-0161-81, Invitrogen) was done for 15 min at 4 °C. Finally, stainings with the antibodies, Brilliant Violet 421- conjugated CD184 and APC- conjugated CD29 was performed for 60 min at 4 °C. Single cells were sorted directly in Terasaki plates for further analyses or subjected to flow cytometry analyses. Prior to sorting, the Terasaki plates (72 well with lid 83.3 × 58 × 10 mm, 654102, Greiner Bio-One) were coated with 5 ul/well of PBS + Ca/Mg (L 1815, Biochrom) containing collagen (1 mg/ml, 9007-34-5, Sigma Aldrich) and laminin (50 μg/ml, Cat# 23017-015, Invitrogen) for at least one hour at 37 °C. On top of the coating media, 15 μl/well of culture medium Ham’s F-10 Nutrient Mix (11550-043, Thermo Fisher Scientific) along with 20% Horse serum (H1270, Sigma Aldrich), 1% Pen/Strep (P11-010, PAA laboratories) and 2.5 ng/ml of recombinant murine FGF basic (450-33, Peprotech) for further culture. More information on the antibodies used is provided in the Source Data file.

### CASIN treatment ex vivo

CASIN (10 mM in DMSO, M60040-2, Xcessbio) at a concentration of 0.5 µM and 5 µM in culture medium was used to treat isolated myofibers and sorted MuSCs from aged mice overnight for 24 h and 48 h respectively.

### Growth curve and clonal division analysis

Single sorted MuSCs from young and aged mice in Terasaki plates were analyzed for their growth kinetics and clonal divisions at different time-points, 2 h, 17 h, 24 h, 48 h and day 6 where indicated.

### Immunostainings of skeletal muscle tissue samples

Control and injured TA muscles were harvested and processed from young, aged, and CASIN mice as described in ref. ^60^. In brief, the harvested TA muscles were fixed in 4% for 2 h at 4 °C, washed twice in PBS (P04-36500, PAN-Biotech). Later, they were then transferred into 20% sucrose (S0389, Sigma-Aldrich) in PBS overnight at 4 °C followed by 3–4 h in 30% sucrose. The TA muscles were placed in Tissue Tek Cryomold 25 mm × 20 mm × 5 mm (4557, Sakura) and OCT compound (4583, Sakura) and immediately frozen in liquid nitrogen-cooled Iso- pentane (M32631, Sigma-Aldrich) and/or dry ice. In all, 8 μm cryosections were cut with a cryostat (HM560M, Thermo Fischer Daigonstic GmbH) on superfrost slides (10417002, Thermo-Scientific). For stainings, the cryosections were thawed at RT, washed once with PBS. Antigen Retrieval with Citrate Buffer pH 6.0 (C9999, Sigma-Aldrich) was performed. Fixation with 4% PFA for 10 mins, permeabilization with 0.5% Triton X 100 for 8 min and blocking with 20% Normal Goat Serum (X090710-8, Dako) at RT. Primary antibodies were diluted in PBS O/N at 4 C, washed twice with PBS. Secondary antibodies were diluted in PBS for 1 hr at RT, washed again twice with PBS and mounted using Fluorescence Mounting Medium (S3023, Dako). More information on the antibodies used is provided in the Source Data file.

### FACS staining and sorting of HSC

Mononuclear BM cells were isolated by low-density centrifugation (Histopaque 1083, Sigma) and stained with a cocktail of biotinylated lineage antibodies. Biotinylated antibodies used for lineage staining were all rat anti-mouse antibodies: anti-CD11b (clone M1/70), anti-B220 (clone RA3-6B2), anti-CD5 (clone 53-7.3), anti-Gr-1 (clone RB6-8C5), anti-Ter119 and anti-CD8a (Clone 53-6.7) (all from eBioscience). After lineage depletion by magnetic separation (Dynalbeads, Invitrogen), cells were stained with anti-Sca-1 (clone D7) (eBioscience), anti-c-kit (clone 2B8) (eBioscience), anti-CD34 (clone RAM34) (eBioscience), anti-CD127 (clone A7R34) (eBioscience), anti-Flk-2 (clone A2F10) (eBioscience), and Streptavidin (eBioscience). Early haematopoiesis FACS analysis data were plotted as percentage of long-term haematopoietic stem cells (LT-HSCs, gated as LSK CD34^−/low^Flk2^−^), short-term haematopoietic stem cells (ST-HSCs, gated as LSK CD34^+^Flk2^−^), and lymphoid-primed multipotent progenitors (LMPPs, gated as LSK CD34^+^Flk2^+^) distribution among LSKs (Lin^neg^c-kit^+^sca-1^+^ cells). In order to isolate HSCs, lineage depletion was performed to enrich for lineage negative cells. Lineage negative cells were then stained as aforementioned and sorted using a BD FACS Aria III (BD Bioscience). More information on the antibodies used is provided in the Source Data file.

### Immunofluorescence staining of sorted HSCs

FACS-sorted HSCs were immunostained according to ref. ^9^. Briefly, freshly sorted HSCs were seeded on fibronectin-coated glass coverslips. For polarity staining, HSCs were incubated 12–16 h in HBSS + 10%FBS at 37 °C, 5%CO_2_, 3%O_2_. Cells were fixed with BD Cytofix Fixation Buffer (BD Biosciences). After fixation cells were gently washed with PBS, permeabilized with 0.2% Triton X-100 (Sigma) in PBS for 20 min and blocked with 10% Donkey Serum (Sigma) for 30 min. Primary and secondary antibodies incubations were performed for 1 h at room temperature. Samples were imaged with an AxioObserver Z1 microscope (Zeiss) equipped with a 63X PH objective. As for polarity scoring, the localization of each single stained protein was considered polarized when a clear asymmetric distribution was visible by drawing a line across the middle of the cell or the nucleus. On average, a total of 20–50 HSCs were singularly analyzed per sample. Data are plotted as percentage of the total number of cells scored per sample. More information on the antibodies used is provided in the Source Data file.

### HSC competitive transplantation

For competitive HSC transplantation, young and aged±CASIN C57BL/6 mice (Ly5.2^+^) were used as donors. 200 HSCs were sorted into Terasaki plates and maintained for 16 h in HBSS + 10%FBS in a water-jacketed incubator at 37 °C, 5%CO_2_, 3%O_2_. Stem cells were then mixed with 3×10^5^ BM cells from young (2–4-month-old) BoyJ competitor mice (Ly5.1^+^) and transplanted into BoyJ recipient mice (Ly5.1^+^). Peripheral blood chimerism was determined by FACS analysis every 8 weeks up to 24 weeks post primary transplants. The transplantation experiment was performed three times with a cohort of 5 recipient mice per group each transplant. In general, transplanted mice were regarded as engrafted when PB chimerism was higher or equal to 1.0% and contribution was detected in all lineages. Secondary transplants were performed using 10^6^ total BM cells from primary transplanted mice injected i.v. directly into irradiated BoyJ recipient mice (Ly5.1^+^).

### HSC non-competitive transplantation in NBSGW mice

For non-competitive HSC transplantation in immunocompromised mice, aged (>34-week-old) NBSGW mice (Ly5.2^+^) were used as recipients. In all, 500 HSCs were FACS sorted from aged C57BL/6 mice expressing constitutive red fluorescenct protein (RFP)^61^ (RFP^+^Ly5.2^+^) into Terasaki plates and maintained for 16 h in HBSS + 10%FBS in a water-jacketed incubator at 37 °C, 5%CO_2_, 3%O_2_. Stem cells were then transplanted into recipient mice. PB chimerism was determined by FACS analysis for RFP^+^ cells every 4 weeks up to 24 weeks post-transplant. The transplantation experiment was performed two times with a cohort of 5–10 recipient mice per group each transplant. In general, transplanted mice were regarded as engrafted when PB chimerism was higher or equal to 0.5% and contribution was detected in all lineages.

### Flow cytometry of PB

PB cell immunostaining was performed according to standard procedures and samples were analyzed on a LSRII flow cytometer (BD Biosciences). For PB lineage analysis the antibodies used were all from eBioscience: anti-CD3ε (clone 145-2C11), anti-B220 (clone RA3–6B2), anti-Mac-1 (clone M1/70), and anti-Gr-1 (clone RC57BL/6-8C5). Lineage FACS analysis data are plotted as the percentage of B220^+^, CD3^+^, and Myeloid (Gr-1^+^, Mac-1^+^, and Gr-1^+^ Mac-1^+^) cells among total white blood cells. WBC, RBC, Ly, NE, Mo counts were generated by using the hemocytometer Hemavet 950, DREW SCIENTIFIC Inc, (FL 33014), USA. More information on the antibodies used is provided in the Source Data file.

### Myofibers Immunostainings

After 24 h in culture, Myofibers were stained according to ref. ^60^. Myofibers were washed with PBS twice and fixed with 4% PFA for 8 min at RT, followed by 2 times PBS wash. Permeabilization with 0.5% Triton X100 (T 8787, Sigma-Aldrich) for 8 min at RT, blocking with 20% Horseserum in PBS for 1 h at RT. Primary antibodies were diluted in PBS O/N at 4 C. Myofibers were washed twice with PBS + 0.05% Triton × 100. Secondary antibodies were diluted in PBS for 1 hr at RT, washed again twice with PBS + 0.05% Triton × 100 and mounted using Fluorescence Mounting Medium (S3023, Dako). More information on the antibodies used is provided in the Source Data file.

### Endurance test

The endurance of the mice was tested with Rotarod instrument (Ugo Basile, Gemonio, Italy, model 47600), having a rod of 3 cm in diameter and five lanes with a width of 5 cm each. Accelerated (Ramp Mode) rotarod tests (5–20 rpm with 120 secs as ramp time) were performed for maximum of 5 min (300 s) to evaluate the muscle endurance strength. Latency of fall is measured when the mouse falls off the rod. Prior to the analysis, the mice were trained for 3–5 min. Three measurements were performed which were averaged later for each mouse. The maximum time for the endurance test was 5 min (300 s) for each measurement and 10 min of resting period was given after each measurement.

### Notexin induced injury (regeneration assay)

For examining the effect of CASIN on regeneration in aged mice, firstly, the mice were anesthetized with 100 mg/kg bodyweight of Ketanest (Ampulle 25 mg/ml, 37087, Pfizer), Rompun 2% (Xylazin, Bayer) in 0.9% NaCl (Fresenius Kabi Deustchland) 15 μl of Notexin (100 µg, L8104, Latoxan) was injected in either one (regeneration) or both (endurance) TAs. The contralateral TA muscle was used as the uninjured control. Mice were injected subcutaneously with an analgesic 1 ml Temgesic® (Buprenorphin 0,3 mg/ml, 700248 (PZN)00345928). After 4 days of injury, the TA muscles were harvested and processed for further analyses.

### Myofiber isolation

Myofibers from EDL (Extensor Digitorum Longus) of young and aged mice were isolated in accordance with ref. ^62^. The isolated myofibers digested using Collagense Type I (Cat# SCR103, Sigma-Aldrich) were grown cultured in 8-well Chamber Slide (177445PK, Thermo Fisher Scientific) coated with Corning® Matrigel® (734-0272, VWR) in DMEM,1% Pen/Strep, 1% Chick embryo extract (092850145, MP Biomedicals) at 37 °C. After 24 h in culture with and without CASIN, the myofibers were fixed for immunostainings.

### iFAST3D whole mount immunofluorescence staining of BM

Whole mount histology protocol was performed as previously described^34,37^. Vasculature was stained by intravenous injection of APC-anti-CD31 (clone MEC13.3, BioLegend) and Alexa Fluor 647-anti-CD144 (clone BV13, BioLegend) antibodies. Subsequently, bones were harvested after post-mortem heart perfusion with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS). Bones were post-fixed in 4% PFA/PBS-solution for 24 h at 4 °C and they were embedded in an optimum cutting temperature compound (OCT, Tissue-Tek) and were snap frozen in liquid nitrogen and stored at −80 °C. Bones were shaved along the longitudinal axis on a cryostat (Leica CM3050S) until the BM cavity was exposed. The bones were collected for the staining step by melting the optimum cutting temperature compound in PBS at room temperature. Shaved bones were fixed again in 4% PFA/PBS at room temperature for 30 min. Shaved bones were blocked and permeabilized with buffer containing 20% donkey serum and 0.5% Triton X-100 in PBS with 1% Penicillin/Streptomycin solution (P/S). Immunostaing of the BM cavity was performed by incubatin the shaved bones with a fluorescently labelled antibody PE-anti-CD150 (clone TC15-12F12.2, BioLegend), Biotin-labelled primary antibodies anti-CD41 (clone MWReg30), anti-CD48 (clone HM48-1), anti-CD11b (clone M1/70), anti-B220 (clone RA3-6B2), anti-CD5 (clone 53–7.3) anti-Gr-1 (clone RB6-8C5), anti-Ter-119, and anti-CD8a (Clone 53–6.7) (eBioscience) and anti-H4K16ac (07-329, Millipore) for 1–3 days at 4 °C and stained with Streptavidin-eFluor 450 (eBioscience) and AF488 anti-rabbit antibody for 1.5 h at room temperature. Shaved bones were incubated with FITC-anti-Ki-67 (clone SolA15, ebioscience) for 3 h at room temperature for proliferation analysis. More information on the antibodies used is provided in the Source Data file.

### iFAST3D whole mount histology image acquisition and analyses

Immunostained images from cross-sections, sorted HSCs and myofibers were captured and analyzed using Light microscope (CKX31) for growth curve and clonal divisions, Epifluorescence microscope with ×10 and ×40 (objectives Zeiss AxioObserver Z1 microscope), Confocal microscope (LSM710, Zeiss) equipped with 20x and 63x. ImageJ and its plugins (National Institutes of health, USA) were used for processing images, measuring cross-sectional areas (CSA) and Pax7^+^, MyoD^+^ cells. For the iFAST3D whole mount histological analyses^34^, shaved bones were imaged with Zeiss LSM 880 confocal microscope and analyzed with the image analysis software Volocity (v7.0, Quorum Technologies). HSCs were manually labeled using the point tool of the Volocity software after their identification based on the following objective criteria: a diameter from 5–6 to 10-12 µm, the exclusive expression of CD150 after cleaning the signal from its background (remove noise and contrast/enhancement functions of the Volocity software) and no overlap with any signal derived from the exclusion markers staining nor from the one associated with vasculature, evaluated after removing the background signal (remove noise and/or contrast/enhancement functions of the Volocity software). Subsequently, H4K16ac polarity and Ki67 staining were evaluated in the identified HSCs and HSCs were differentially labeled using the point tool of the Volocity software accordingly on displaying a polar or an apolar distribution of the H4K16ac or being positive or negative for Ki67 expression. The nearest distances from the identified HSCs to multiple niche cell types and structures were measured. The definition of arteriole includes arterial and arteriolar cell. Arterioles and sinusoids were distinguished by morphology and orientation. The minimum distance between HSCs and sinusoids and arterioles was calculated from the centroid of the identified HSC to the edge of the nearest vessel type by using the line tool of the Volocity software. The minimum distance from the endosteum was calculated from the centroid of the identified HSC to the edge of the bone observed in bright field in touch with the immunostained BM by using the line tool option of the Volocity software. Proximity evaluation was performed considering: HSC in proximity to arteries or sinusoids if the minimum distance between the HSC and the vessel calculated using the line tool of the Volocity software was <10 µm and in proximity of the endosteum if the minimum distance between the HSC and the bone surface calculated using the line too of the Volocity software was <50 µm. Percentage of HSCs in proximity of the defined structures and distance measure were subsequently used for the analysis.

### Statistical analysis

For statistical analysis GraphPad Prism version 9.3.1 was used. Details about the number of biological replicates and statistical tests applied are included in the figure legends.

### Single-cell RNA sequencing of LSK cells

#### Quality control and filtering of the count matrices

Sequenced reads were mapped to the reference genome (GRCm38/mm10, annotation Ensembl 93, July 2018), filtered, and counted using Cell Ranger software v3.1.0 (10x Genomics).

Count matrices were pre-processed using R v4.0.2 and Seurat package v4.0.2^40^. Genes expressed in <3 cells were discarded. Cells with >10% of mitochondrial RNA, >6000 genes, <1000 UMI counts, or >40,000 UMI counts were also discarded. We further discarded cells that deviate from the regression line defined by the number of genes and number of counts in logarithmic scale with a residual error >0.4. We obtained a total of 15,856 cells and 19,517 genes to continue with the analysis. More information on the number of cells, genes, and UMI counts for every sample can be found at Supplementary Dataset 1.

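The cells kept from the young samples had 3715 ± 880, 3407 ± 788 and 3598 ± 967 genes (mean and SD over cells), those of the aged samples 3030 ± 778, 3365 ± 953 and 3179 ± 940, and those of the CASIN samples 3644 ± 866, 2902 ± 820 and 3127 ± 878. Their mean UMI count ran from 11097 in CASIN replicate 2 to 16327 in young replicate 1.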

### Cell cycle scoring

The genes defined by Macosko et al.^63^ associated to G1/S, S, G2/M, and M phases of the cell cycle, based on the cell cycle genes previously defined by Whitfield et al.^64^ in HeLa cells, were used to score each cell for the average expression of each set of genes. According to Whitfield et al., G1/S genes were characterized for being involved in DNA replication, packaging, and repair; S genes were involved in nucleotide metabolism and histones; G2/M genes produced tubulin and mitotic spindle assembly proteins; and M genes participated in mitotic surveillance. Before scoring, gene sets were filtered by calculating the Pearson correlation between the raw expression of each gene and the average expression of all the genes associated to the same phase and keeping only the genes with correlations higher than 0.3, as defined by Macosko et al.^63^. The scores for each cell cycle phase were calculated using the AddModuleScore function of Seurat and the log-normalized data and a cell cycle phase was assigned to each cell according to the highest score. G0 phase was assigned when all scores were negative.

### Sample integration, dimensionality reduction, and clustering

Gene counts for each sample were separately normalized using Seurat’s SCTransform function^65^, regressing out the effect of the number of genes, the number of UMI counts, the percentage of mitochondrial RNA and the scores for the cell cycle phases in every cell and returning 3000 variable genes for each sample. Integration was performed following Seurat’s integration workflow, using 3000 integration features and canonical correlation analysis with 30 dimensions. We generated the UMAP using the integrated dataset, 35 principal components (PCs), and 500 epochs. Clustering was performed with Seurat’s FindNeighbors and FindClusters functions, using 35 PCs, Louvain algorithm and a resolution of 0.4, chosen after evaluating several resolutions with the clustree package v0.4.3^66^.

### Cluster annotation

To annotate the clusters, we looked for their marker genes using the FindConservedMarkers function of Seurat, with the two sequencing batches as the grouping variable and using the log-normalized gene counts and the Wilcoxon Rank Sum test. We only tested those genes expressed at least in 10% of the cells in either of the two populations and we considered them as markers if they had a positive log2 fold change (log2FC) higher than 0.25 and a maximum p-value lower than 0.01. We compared the obtained marker genes with the genes described in the literature to assign a cell type to each cluster.

Genes associated to hematopoietic stem cells (HSC), like *Procr*^67^, *Fgd5*^68^, *Sult1a1*^68^, and *Nupr1*^69^ were mainly expressed in the three clusters at the left side of the UMAP, consequently labeled as HSC-1, HSC-2, and HSC-3 (Fig. 5a, b and Supplementary Dataset 2). The expression of these genes is especially high in HSC-1, which also shows a very low expression of *Cdk6* and *Cd34* and higher expression of *Meg3* (Fig. 5b, Supplementary Fig. 6b, and Supplementary Dataset 2), a signature that was described to be characteristic of dormant HSCs^70^. 

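Per 10000 UMIs of a cell, HSC-1-like cells had 0.824 ± 0.140 UMIs of Cdk6 (mean and SD over the 9 samples), below the 1.08 ± 0.368 of HSC-3-like and the 2.48 ± 0.570 of MPP3-like cells. Cd34 had 1.01 ± 0.697 UMIs in HSC-1-like, 1.63 ± 0.635 in HSC-3-like and 3.21 ± 0.970 in MPP3-like cells. Meg3 helped to name the HSC-like clusters and is left out here.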

HSC-2 cluster is characterized by a high expression of the AP-1 transcription factor complex genes, like *Fos* and *Jun* (Fig. 5b, Supplementary Fig. 6b, and Supplementary Dataset 2), that are known to act in response to stress and whose high expression has been suggested to be associated with an increased capacity of HSCs for differentiation and commitment^71^. Interestingly, HSC-3 cluster is enriched in *Cd74* and other Major Histocompatibility Complex II (MHC II) genes, like *H2-Aa*, *H2-Eb1* and *H2-Ab1* (Fig. 5b, Supplementary Fig. 6b, and Supplementary Dataset 2). A recent study by Becker-Herman et al.^72^ showed that an absence of *Cd74* leads to an increased HSC repopulation and self-renewal capacity, suggesting that this cluster might group the less repopulating HSCs. To further confirm the annotation of these HSC clusters, we calculated Jaccard indexes comparing our markers with the signatures defined by Pei et al.^41^ for differentiation-inactive and multilineage HSCs. We used the the matchSCore2 package^73^ to calculate for every cluster the Jaccard similarity index comparing the 200 marker genes with higher log2FC (including genes with a Tippett’s combined p-value lower than 0.05) with the genes in the signatures. For all HSC clusters, we obtained positive indexes only for the “differentiation-inactive” signature and zeros for the “multilineage” one (Supplementary Figure 6c).

The central clusters in the UMAP were labeled as multipotent progenitors (MPP) because they present a higher expression of *Cd34* compared to HSCs, indicating a more differentiated state. They were assigned to the different subtypes of MPPs according to the expression of the marker genes *Cd150*, *Cd34*, *Cd48,* and *Ftl3*^67^ (Supplementary Fig. 6d). 

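Slamf1, the gene of Cd150, had 0.349 ± 0.377 UMIs per 10000 UMIs of a cell in MPP1-like, 0.113 ± 0.0874 in MPP2-like, 0.0891 ± 0.133 in MPP3-like and 0.0180 ± 0.0220 in LMPP-like cells (mean and SD over the 9 samples). For Cd48 the values were 0.217 ± 0.262, 0.708 ± 0.489, 0.474 ± 0.388 and 0.878 ± 0.453, and for Flt3 they were 0.877 ± 0.585, 0.331 ± 0.143 and 0.555 ± 0.243 in the MPP-like clusters. None of these 3 genes was used to name the MPP-like clusters, which were named by the other markers of Supplementary Dataset 2, while Flt3 helped to name the LMPP-like cluster and is left out there.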

MPP1 (Cd150^+^Cd34^+^Cd48^−^Flt3^−^) is a cell type supposed to give rise to more lineage-biased MPPs. This cluster also presents a high expression of several differentiation-associated lncRNAs like *Malat1* and *Neat1*^74^ (Supplementary Fig. 6b and Supplementary Dataset 2). MPP2 (Cd150^+^Cd34^+^Cd48^+^Flt3^−^) is characterized by the expression of *Itga2b* and *Pf4* (Supplementary Fig. 6b and Supplementary Dataset 2), which are markers of megakaryocytes^75^ and^76^, supporting that this might be a megakaryocyte-biased cluster. The cluster MPP3 (Cd150^−^Cd34^+^Cd48^+^Flt3^−^) is expected to be biased towards the granulocyte/macrophage fate, although it shows very few specific marker genes (Supplementary Fig. 6b and Supplementary Dataset 2). Finally, the lymphoid multipotent progenitor (LMPP) cluster (Cd150^−^Cd34^+^Cd48^+^Flt3^+^) presents a high expression of *Dntt* and *Satb1* known to be characteristic of lymphoid biased progenitors^77^ (Supplementary Fig. 6b and Supplementary Dataset 2).

The rest of the clusters were annotated as cycling cells (CC), for showing high expression of cell cycle genes (Supplementary Fig. 6b and Supplementary Dataset 2) and a large proportion of cells in G2/M and M phases (Supplementary Fig. 6e); myeloid progenitors (MP), expressing genes like *Rsad2*^78^, *Ifit1*^79^, *Lgals1*^80^, *Irf8*^81^, *Elane*^82^, *Ctsg*^82^ and *Mpo*^82^ (Supplementary Fig. 6b and Supplementary Dataset 2); and other primed progenitors (PP) that did not express clear marker genes. A summary of the main marker genes, gates and references used for annotation can be found in Supplementary Dataset 2.

### Cluster proportions and compositional analysis

Cluster proportions were calculated using R and represented using the ggplot2 package v3.3.3. Python v3.8.10 and the scCODA package v0.1.2^42^ were used to assess the statistical credibility of the differences in cluster cell number between conditions. The model was run 10 times with young condition as the reference group and 10 times with aged condition as the reference group. In all runs, MP-1 was used as the reference cluster, for being one of the clusters showing less variability in its proportion between the samples. Those clusters for which a non-zero effect parameter (EP) was obtained in >6 runs were considered to have credible differences. A similar procedure was followed to assess the statistical credibility of the differences in the cell cycle phases cell number between conditions for clusters HSC-1, HSC-2, and HSC-3. For each of these clusters, the model was run 10 times with young and 10 times with aged condition as the reference group. The cell cycle phase showing less variability in its proportion between the samples was used as the reference phase (M for HSC-1 and HSC-3 and S for HSC-2). As before, if a non-zero EP was obtained in >6 runs, the differences in cell number for that cell cycle phase were considered credible.

### Differential expression analysis

For each cluster, differentially expressed genes in the three pairwise comparisons between the conditions were found using the FindConservedMarkers function of Seurat on the log-normalized gene counts. Only genes expressed in >10% of the cells in eiShather of the two cell populations were tested. Genes were considered differentially expressed between two conditions if they had an absolute log2FC higher than 0.25 in the two sequencing batches and a Tippett’s combined *p*-value <0.05 for Wilcoxon rank-sum test. Plots were generated using the R packages ggplot2 v3.3.3, patchwork v1.1.1^83^, ggrepel v0.9.1^84^, VennDiagram v1.6.20^85^ and ComplexHeatmap v2.4.3^86^.

### Gene Set Enrichment Analysis

For each of the pairwise comparisons in each of the clusters, we applied Gene Set Enrichment Analysis (GSEA)^87^ to the complete list of genes in our dataset ordered by the log2FC obtained in the differential expression analysis, using the gseGO function of the package clusterProfiler v3.16.1^88^ with default parameters and the packages AnnotationDbi v1.50.3 and org.Mm.eg.db v3.11.4^89^ for interoperability between different gene annotations. Gene Ontology (GO) biological processes were considered enriched if the obtained permutation test’s p-value adjusted with Benjamini-Hochberg (BH) method was lower than 0.05. The resulting tables were further simplified using clusterProfiler’s simplify function with default parameters and pathways were plotted using Revigo^90^ and ggplot2 v3.3.3.

### Differential transcriptional variability analysis

The tool BASiCS v2.4.0^48,49^, in R v4.1.0, was used to find genes showing different levels of transcriptional variability between conditions in each of the HSC clusters. For each cluster and condition, we fitted the regression between over-dispersion and mean expression using the BASiCS_MCMC function with the recommended settings and without adding spike-in genes. The function BASiCS_TestDE was used to determine which genes are differentially variable between conditions in each HSC cluster, considering as significant those genes with a difference in the residual over-dispersion >0.5 and an expected false discovery rate (FDR) of the posterior probability <0.05. We also calculated the Spearman correlation between the difference in the residual over-dispersion of aged over young and aged over CASIN, as well as for aged over young and CASIN over young. Results were plotted using ggplot2 v3.3.5, ggrepel v0.9.1^84^, patchwork v1.1.1^83^, and VennDiagram v1.6.20^85^.

### Cluster connectivity analysis

We computed Partition-based Graph Abstraction (PAGA)^51^ for each of the conditions using python v3.7.9 and scanpy 1.8.0^91^, after previously computing each neighborhood graph with 30 nearest neighbors and 25 PCs. The pseudotime of cells in the trajectories between interesting pairs of clusters was computed using scanpy, again with 25 PCs. For every trajectory, the package tradeSeq v1.6.0^52^, with R v4.1.0, was used to fit a regression between the expression values and the cells ordered by pseudotime for each gene and each condition (using 6 knots) and to look for genes with different patterns of expression between conditions (with absolute log2FC higher than 0.25 and Wald test’s BH adjusted p-value lower than 0.05). GSEA was applied to the complete list of genes ordered by the Wald statistic obtained in the previous test using the gseGO and simplify functions of clusterProfiler v.4.0.5^92^, with default parameters and positive score type, and packages AnnotationDbi v1.54.1^93^ and org.Mm.eg.db v3.13.0^89^ for intercompatibility between different gene annotations. The genes involved in interesting GO biological processes were clustered according to the similarities in their expression patterns using tradeSeq’s clusterExpressionPatterns function with 30 points and a minimum cluster size of 3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures 1-8

Reporting Summary

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

The source data underlying Figs. 1–4 and 6 and Supplementary Figs. 1, 4, 5, and 8e are provided as a Source Data file. Data for Fig. 5 and Supplementary Figs. 6, 7, and 8a–d are provided as Supplementary Datasets. All data and codes are deposited under the repository 10.34810/data163. scRNA-seq data are deposited at GEO (accession number GSE197070). Dilutions and catalog numbers of all commercial antibodies are provided in the Source Data file.

# Supplementary material for: Transplanting rejuvenated blood stem cells extends lifespan of aged immunocompromised mice
**Source:** NPJ Regen Med. 2022 Dec 29;7:78. doi: 10.1038/s41536-022-00275-y
**Supplement:** Supplementary file 1 — Supplementary Figures 1-8

## Supplementary Figure 1

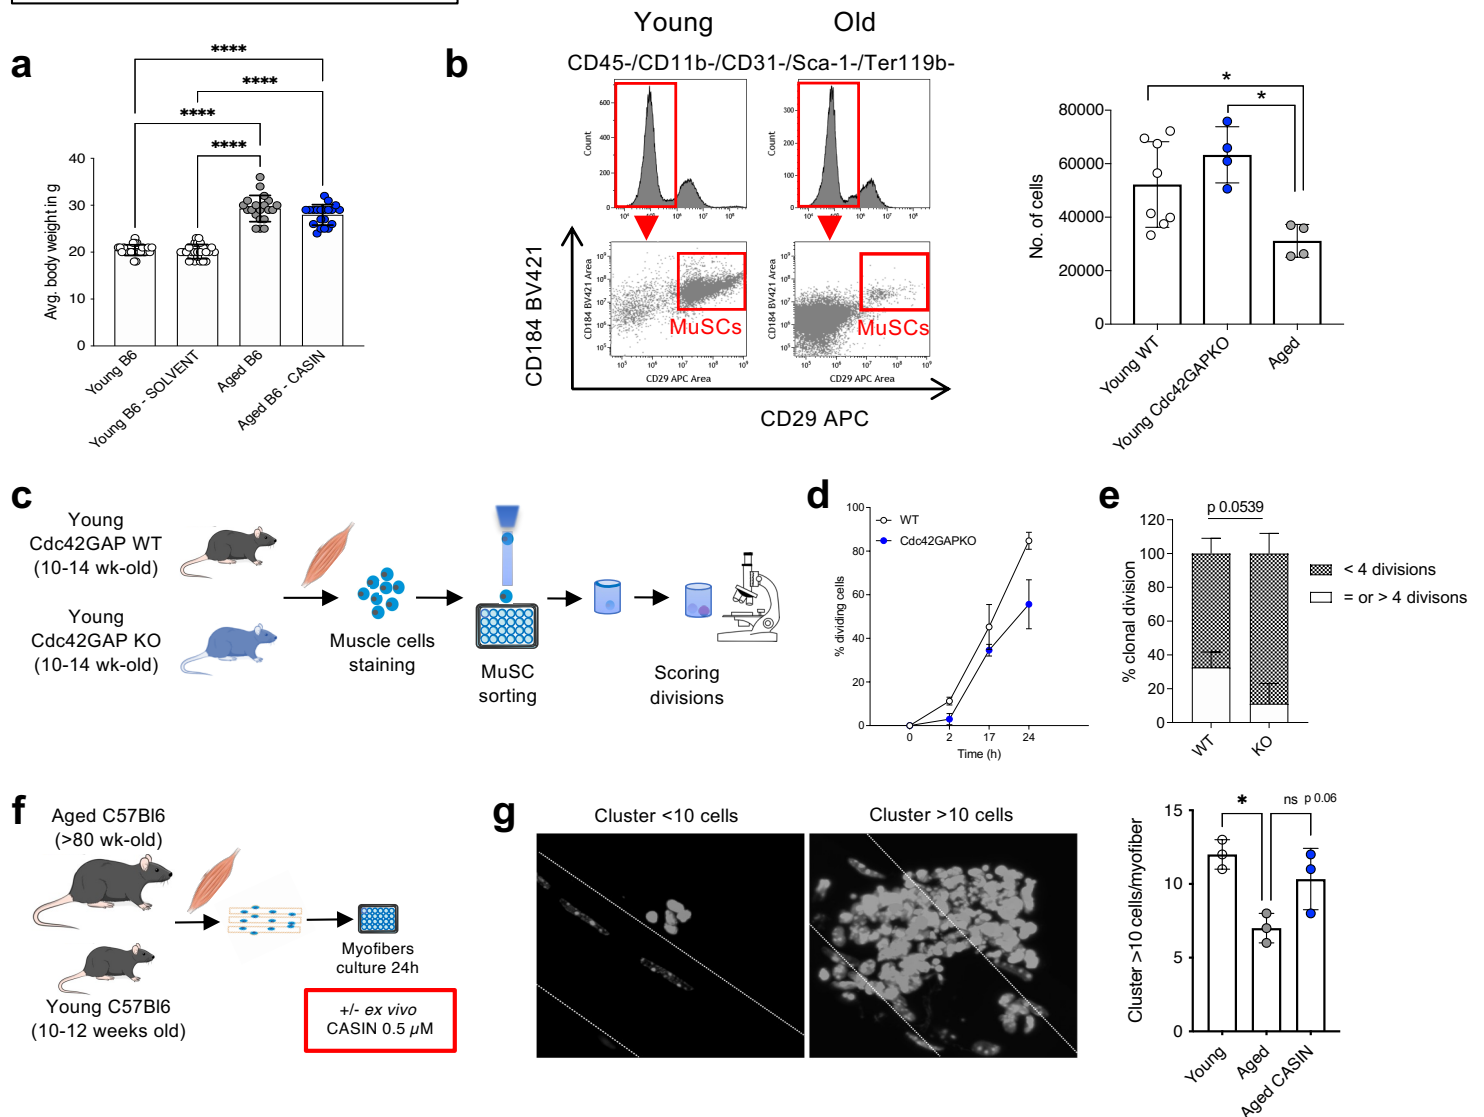

### Supplementary Figure 1. MuSC from Cdc42GAP mice show some premature aging-like phenotypes and treating aged MuSCs with CASIN improves stem cell function in vitro.

**a** Body weight measurements of young and aged mice before and after injections (Young,  $n=25$ ; Aged  $n=20$ ). **b** Representative flow cytometry panels for MuSCs isolated from muscle tissue (hindlimbs) of young wild-type, Cdc42GAP and aged mice ( $n=8-4$ ). **c** Experimental scheme of single MuSC isolation for growth kinetics. **d** Kinetic growth curve for MuSC isolated from hindlimbs of young wild-type and Cdc42GAP mice (wild-type,  $n=2$ ; Cdc42GAP,  $n=3$ ). **e** Quantification of clonal divisions on day 6 for single MuSCs isolated from young wild-type and Cdc42GAP mice (wild-type,  $n=3$ ; Cdc42GAP,  $n=4$ ). **f** Myofiber isolations and in vitro CASIN treatment scheme. **g** Representative images showing the clusters on myofibers after 24h in culture as categorized and relative quantification ( $n=3$  mice). Values are given as mean  $\pm$  SD. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ ; two-way ANOVA, multiple comparison Tukey test for **a**, **b** and **g**. Student t test for **e**. Source data are provided as a Source Data file. Mouse cartoon: CreativeBucket:[stock.adobe.com](https://www.creativecommons.org/licenses/by/4.0/). Muscle cartoon: [smart.servier.com](https://www.smart.servier.com)

## Supplementary Figure 2

**a**

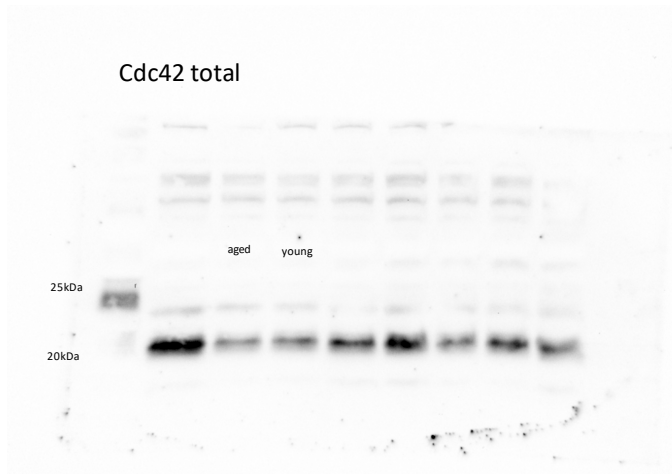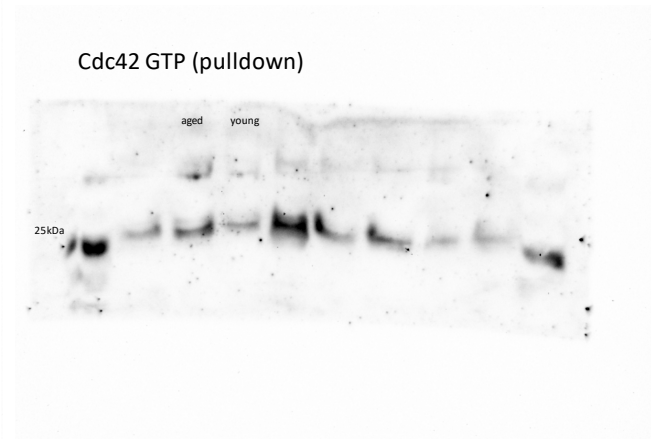

**b**

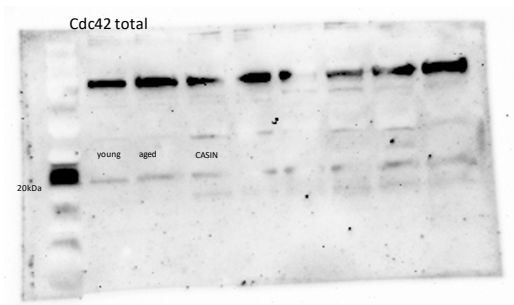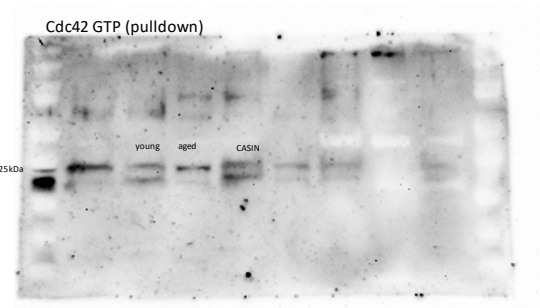

### **Supplementary Figure 2. Representative western blot and pulldown. a**

Representative blots for Cdc42 total and Cdc42GTP (pulldown) in cells harvested from the skeletal muscle tissue of young and aged mice. **b** Representative blots for Cdc42 total and Cdc42GTP (pulldown) in cells harvested from the skeletal muscle tissue of young, aged and aged+CASIN mice.

## Supplementary Figure 3

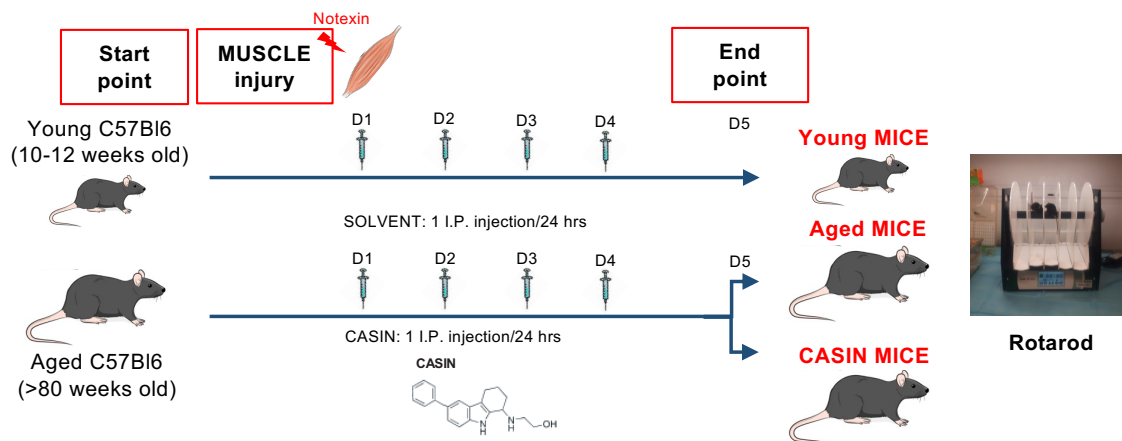

**Supplementary Figure 3. Systemic inhibition of Cdc42 activity improves aged mouse fitness and the regenerative potential of aged MuSCs.** Cartoon scheme depicting the experimental set up for the rotarod test coupled to the Ntx injury. Young and aged mice were first assayed for their endurance resistance at day 0. Afterwards, mice were injured with Ntx on both legs and half of the aged mice were randomly selected for CASIN treatment for the 4 days following the Ntx injury. On day 5 all mice were assayed again for their endurance resistance on the rotarod. Mouse cartoon: CreativeBucket:[stock.adobe.com](https://www.stock.adobe.com). Muscle cartoon: [smart.servier.com](https://www.smart.servier.com)

## Supplementary Figure 4

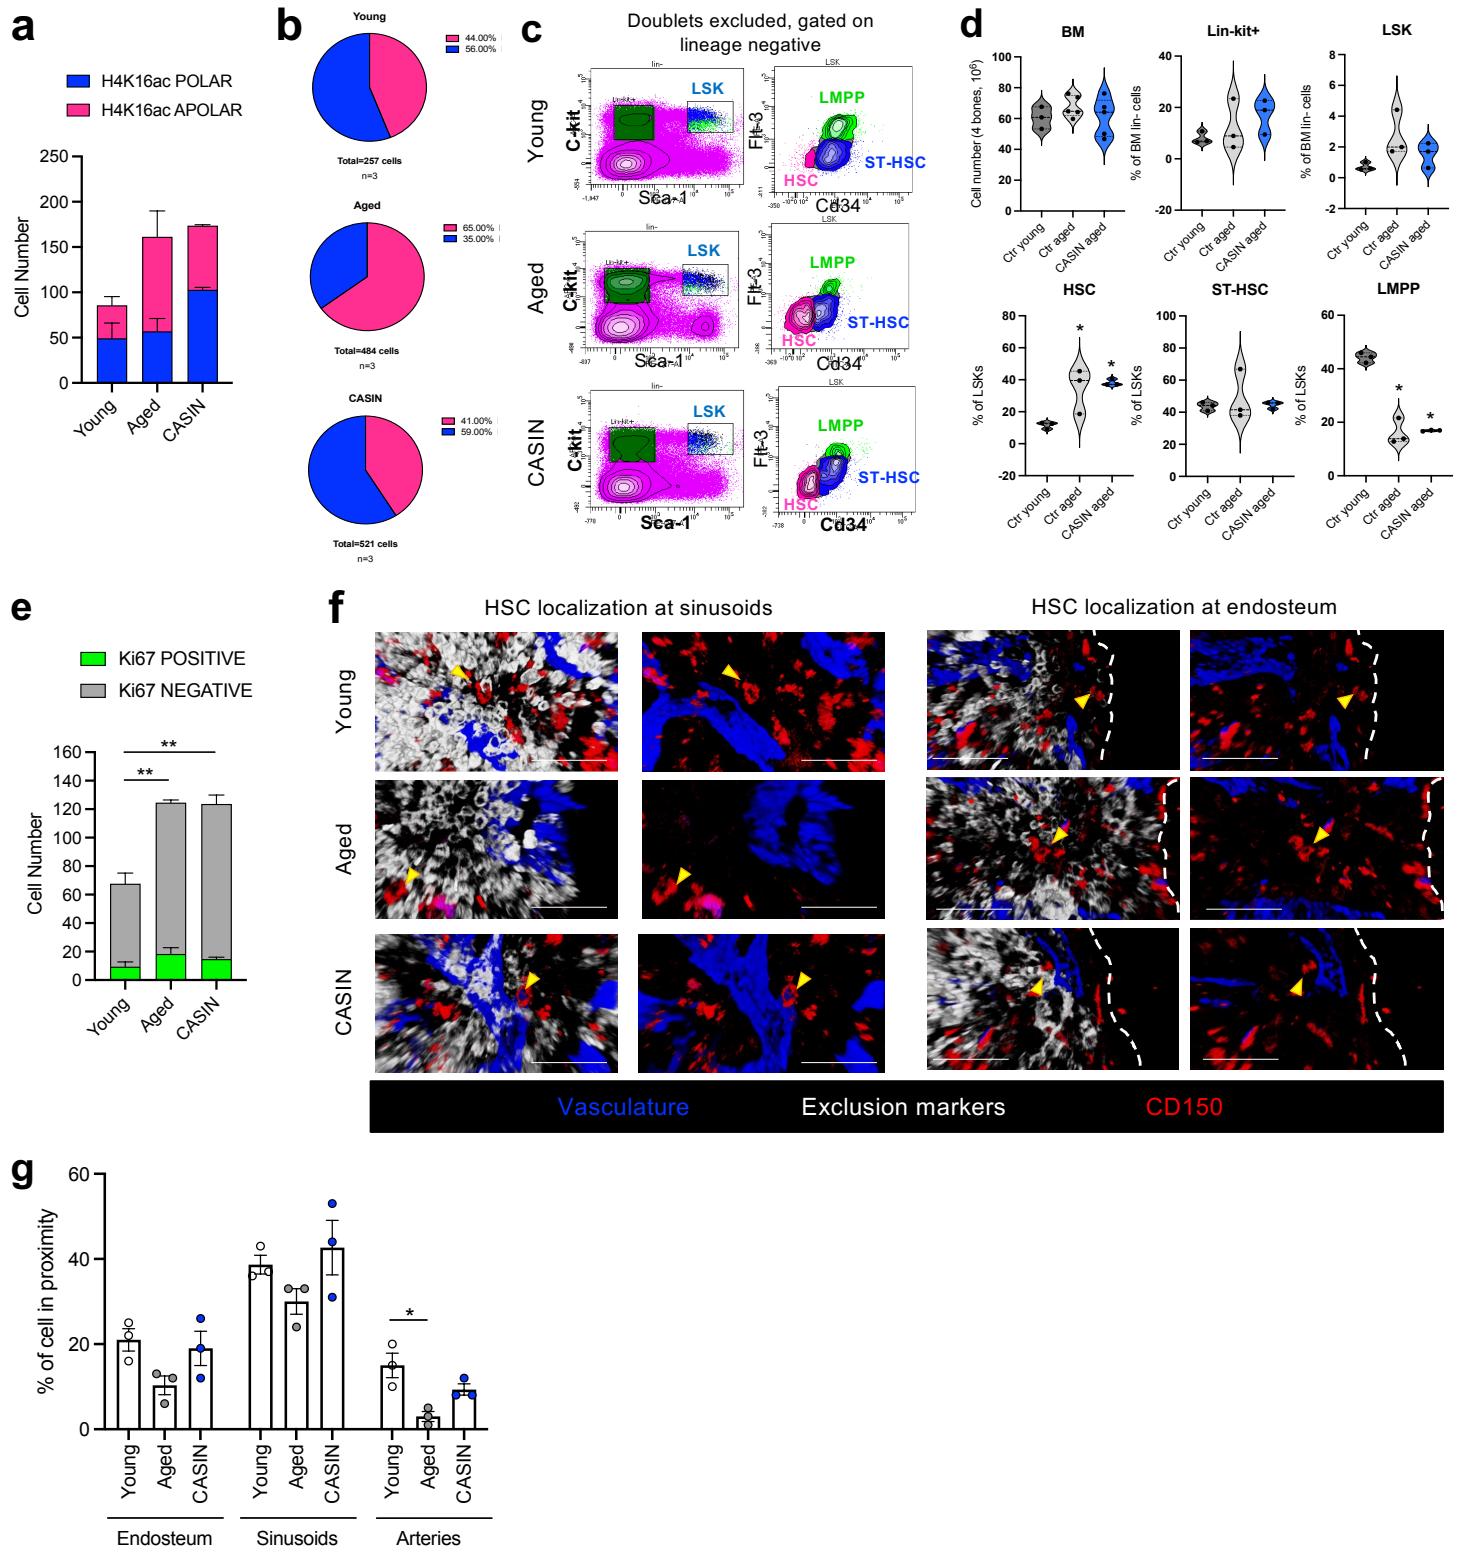

**Supplementary Figure 4. Systemic inhibition of Cdc42 activity increases hematopoietic stem cell (HSC) polarity and restores stem cell localization in BM of aged mice.** **a** Quantification of H4K16ac polar and apolar HSC cell number in young, aged and CASIN mice (n=3). **b** Pie chart representation of the percentage of H4K16ac polar and apolar HSCs in young, aged and CASIN mice (n=3). **c** Representative flow cytometry panels and gating strategy for LSKs, LMPPs, ST-HSCs and HSCs from bone marrow cell samples obtained from young, aged and CASIN mice. **d** Number of total BM cells and percentage of Lin-kit<sup>+</sup>, LSKs, LMPPs, ST-HSCs and HSCs from bone marrow cell samples obtained from young, aged and CASIN mice (n=3). **e** Quantification of Ki67 positive and negative HSC cell number in young, aged and CASIN mice (n=3). **f** HSC proximity to sinusoids and endosteum in young, aged and CASIN mice stained for CD150 (red), vasculature (CD31 and CD144) (blue) and lineage marker and CD48 (white). **g** Percentage of Ki67<sup>-</sup> HSCs in proximity to endosteum, sinusoids and arteries. Proximity was evaluated as previously described (see Methods) (n=3). Values are mean  $\pm$  SE. \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001; one-way ANOVA, multiple comparison with Tukey test. Source data are provided as a Source Data file.

## Supplementary Figure 5

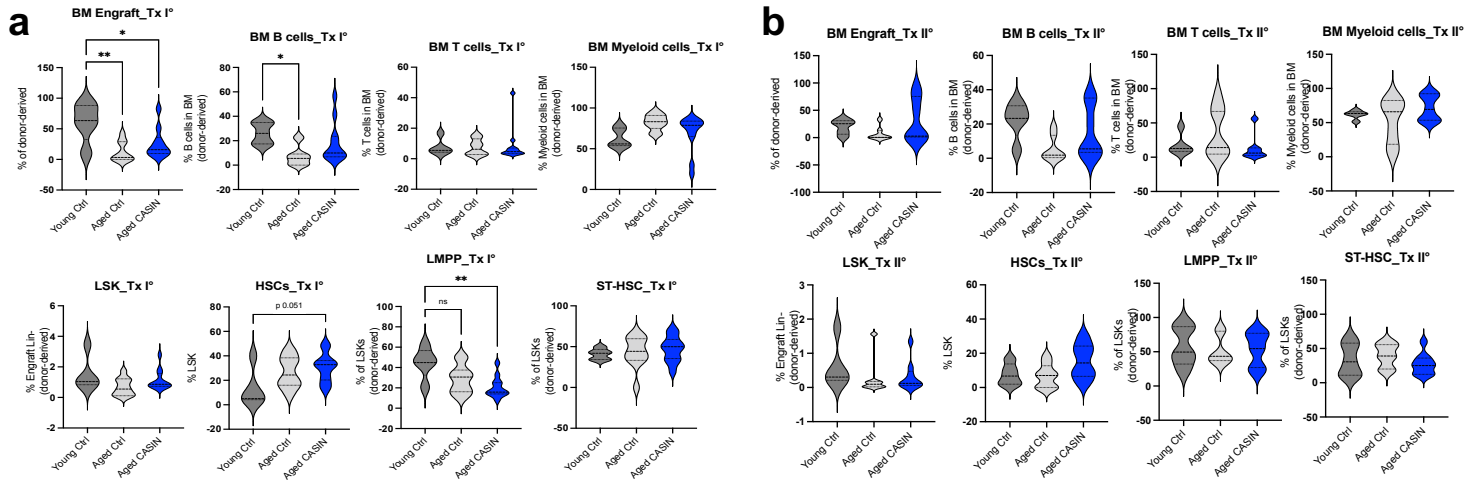

**Supplementary Figure 5. Systemic inhibition of Cdc42 activity increases the regenerative potential of aged blood stem cells.** **a, b** Flow cytometry quantification of BM profile of recipient mice in primary (Tx I°) and secondary (Tx II°) transplants. (Young, n=5/6; Aged, n=9/12; CASIN, n=7/12). \* $P < 0.05$ , \*\* $P < 0.01$ ; one-way ANOVA, multiple comparisons with Dunnett's test. Source data are provided as a Source Data file.

# Supplementary Figure 6

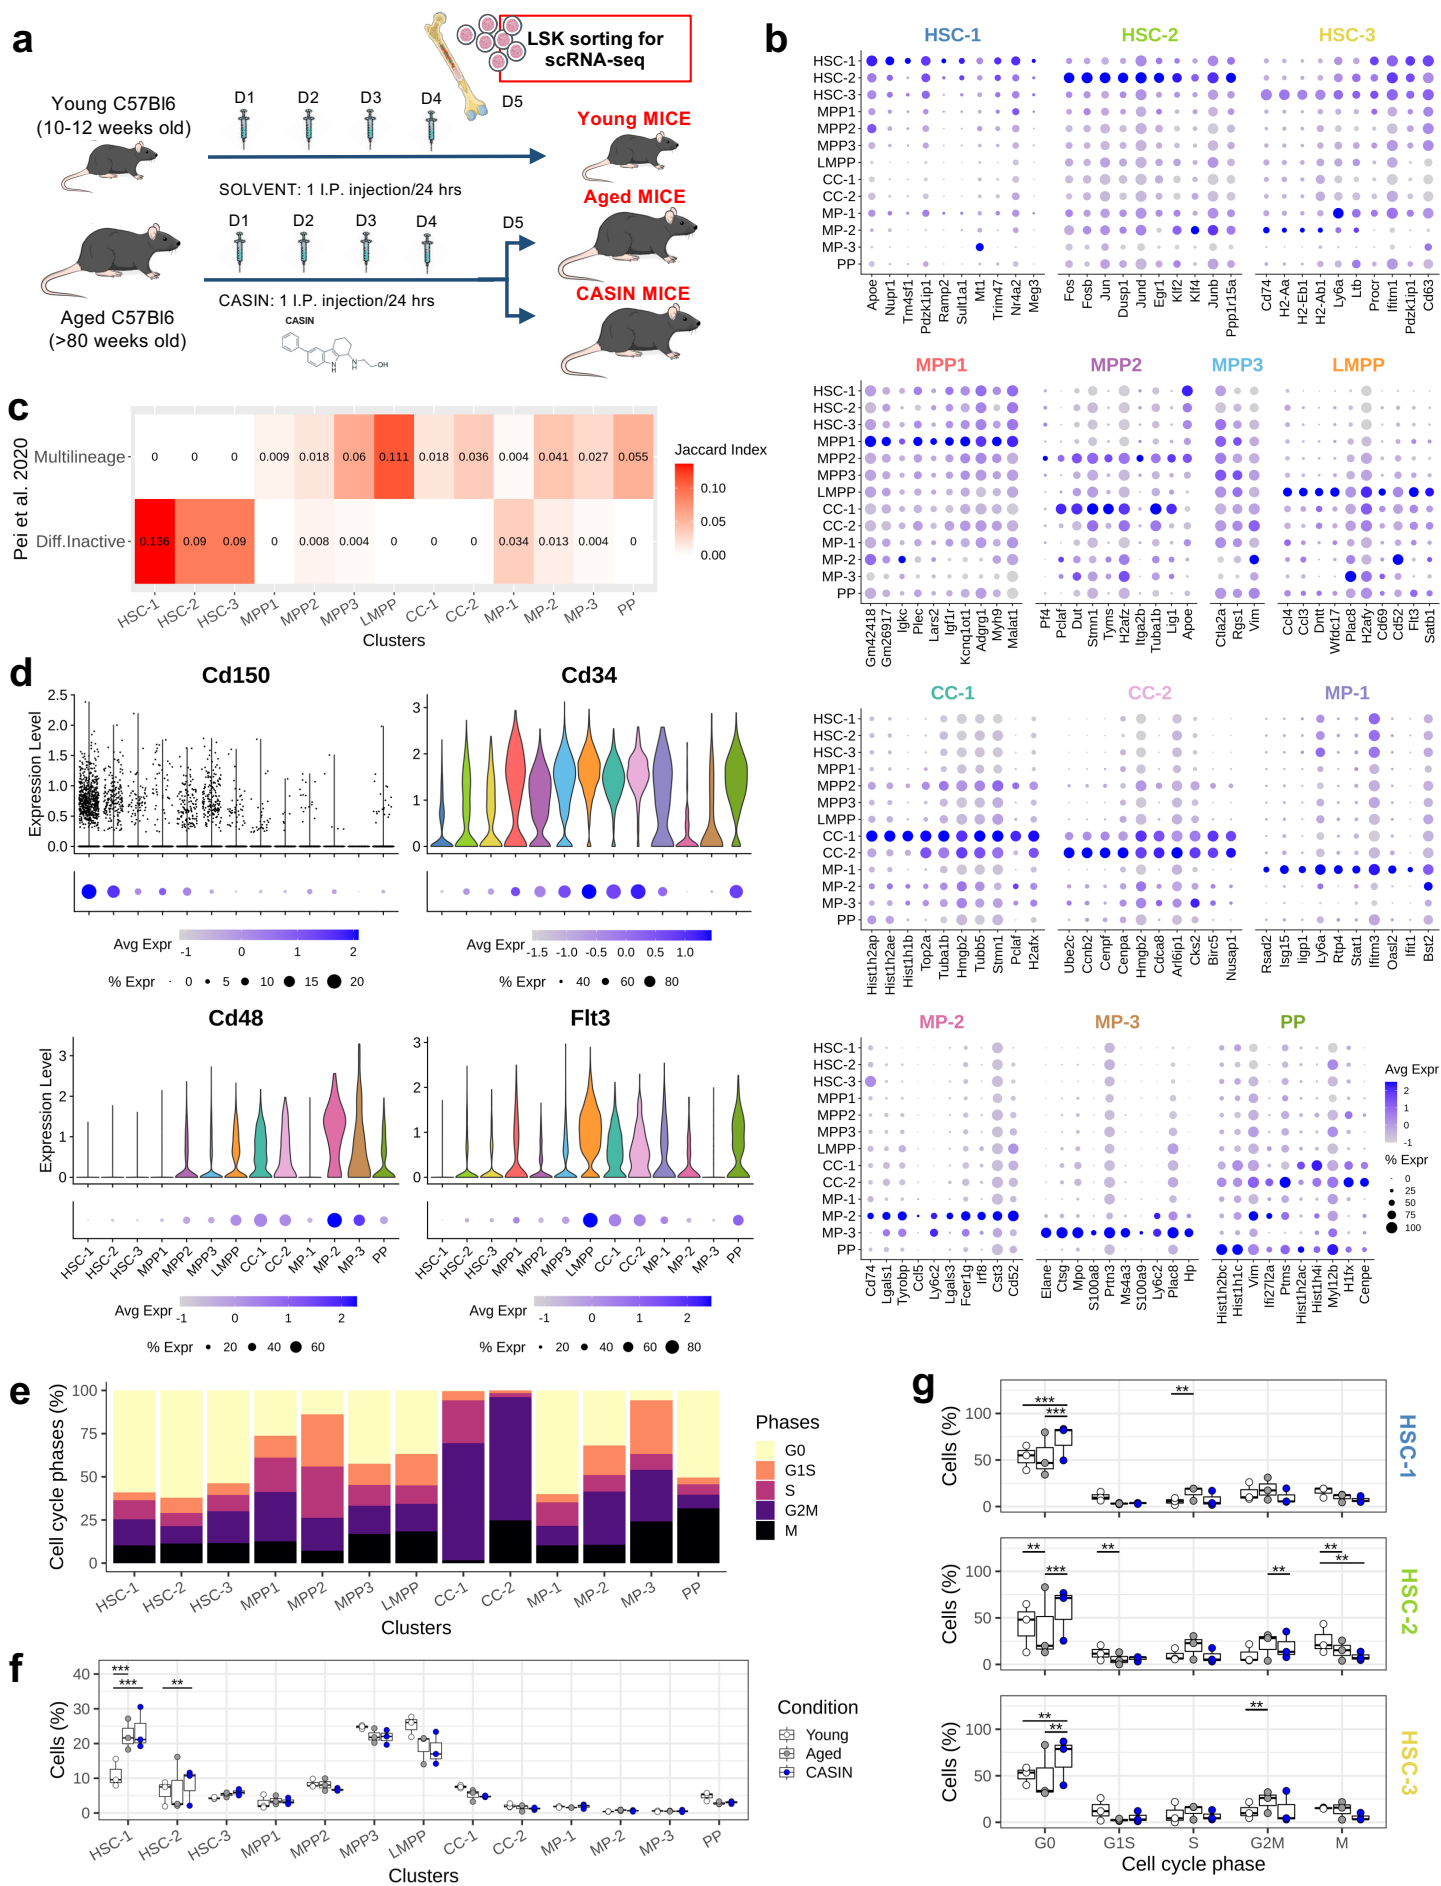

**Supplementary Figure 6. scRNAseq profiling of HSCs from young, aged and CASIN mice.** **a** Experimental design. **b** Dot plot representing the expression of the top 10 marker genes with highest log2FC for every cluster. **c** Jaccard indexes for the similarity between the gene signatures defined by Pei et al. for differentiation-inactive and multilineage HSCs and the top 200 marker genes (by log2FC) for every cluster. **d** Violin plots and dot plots for the expression levels of the genes Cd150, Cd34, Cd48 and Flt3 in each cluster. **e** Proportion of cells assigned to each cell cycle phase in every cluster. **f** Proportion of the clusters in every sample, separated by condition. Boxes show median and 25th and 75th percentiles. Statistical credibility (scCODA's effects parameter, EP): \*|EP| > 0, \*\*|EP| > 0.25, \*\*\*|EP| > 0.5. **g** Proportion of the cell cycle phases in every sample, separated by condition, for each of the HSC clusters. Boxes, statistical credibility and legend as in **f**. Data are provided in Supplementary Datasets 2-3. Mouse cartoon: CreativeBucket: [stock.adobe.com](https://www.adobe.com/stock). Bone and cells cartoon: [smart.servier.com](https://www.smart.servier.com)

# Supplementary Figure 8

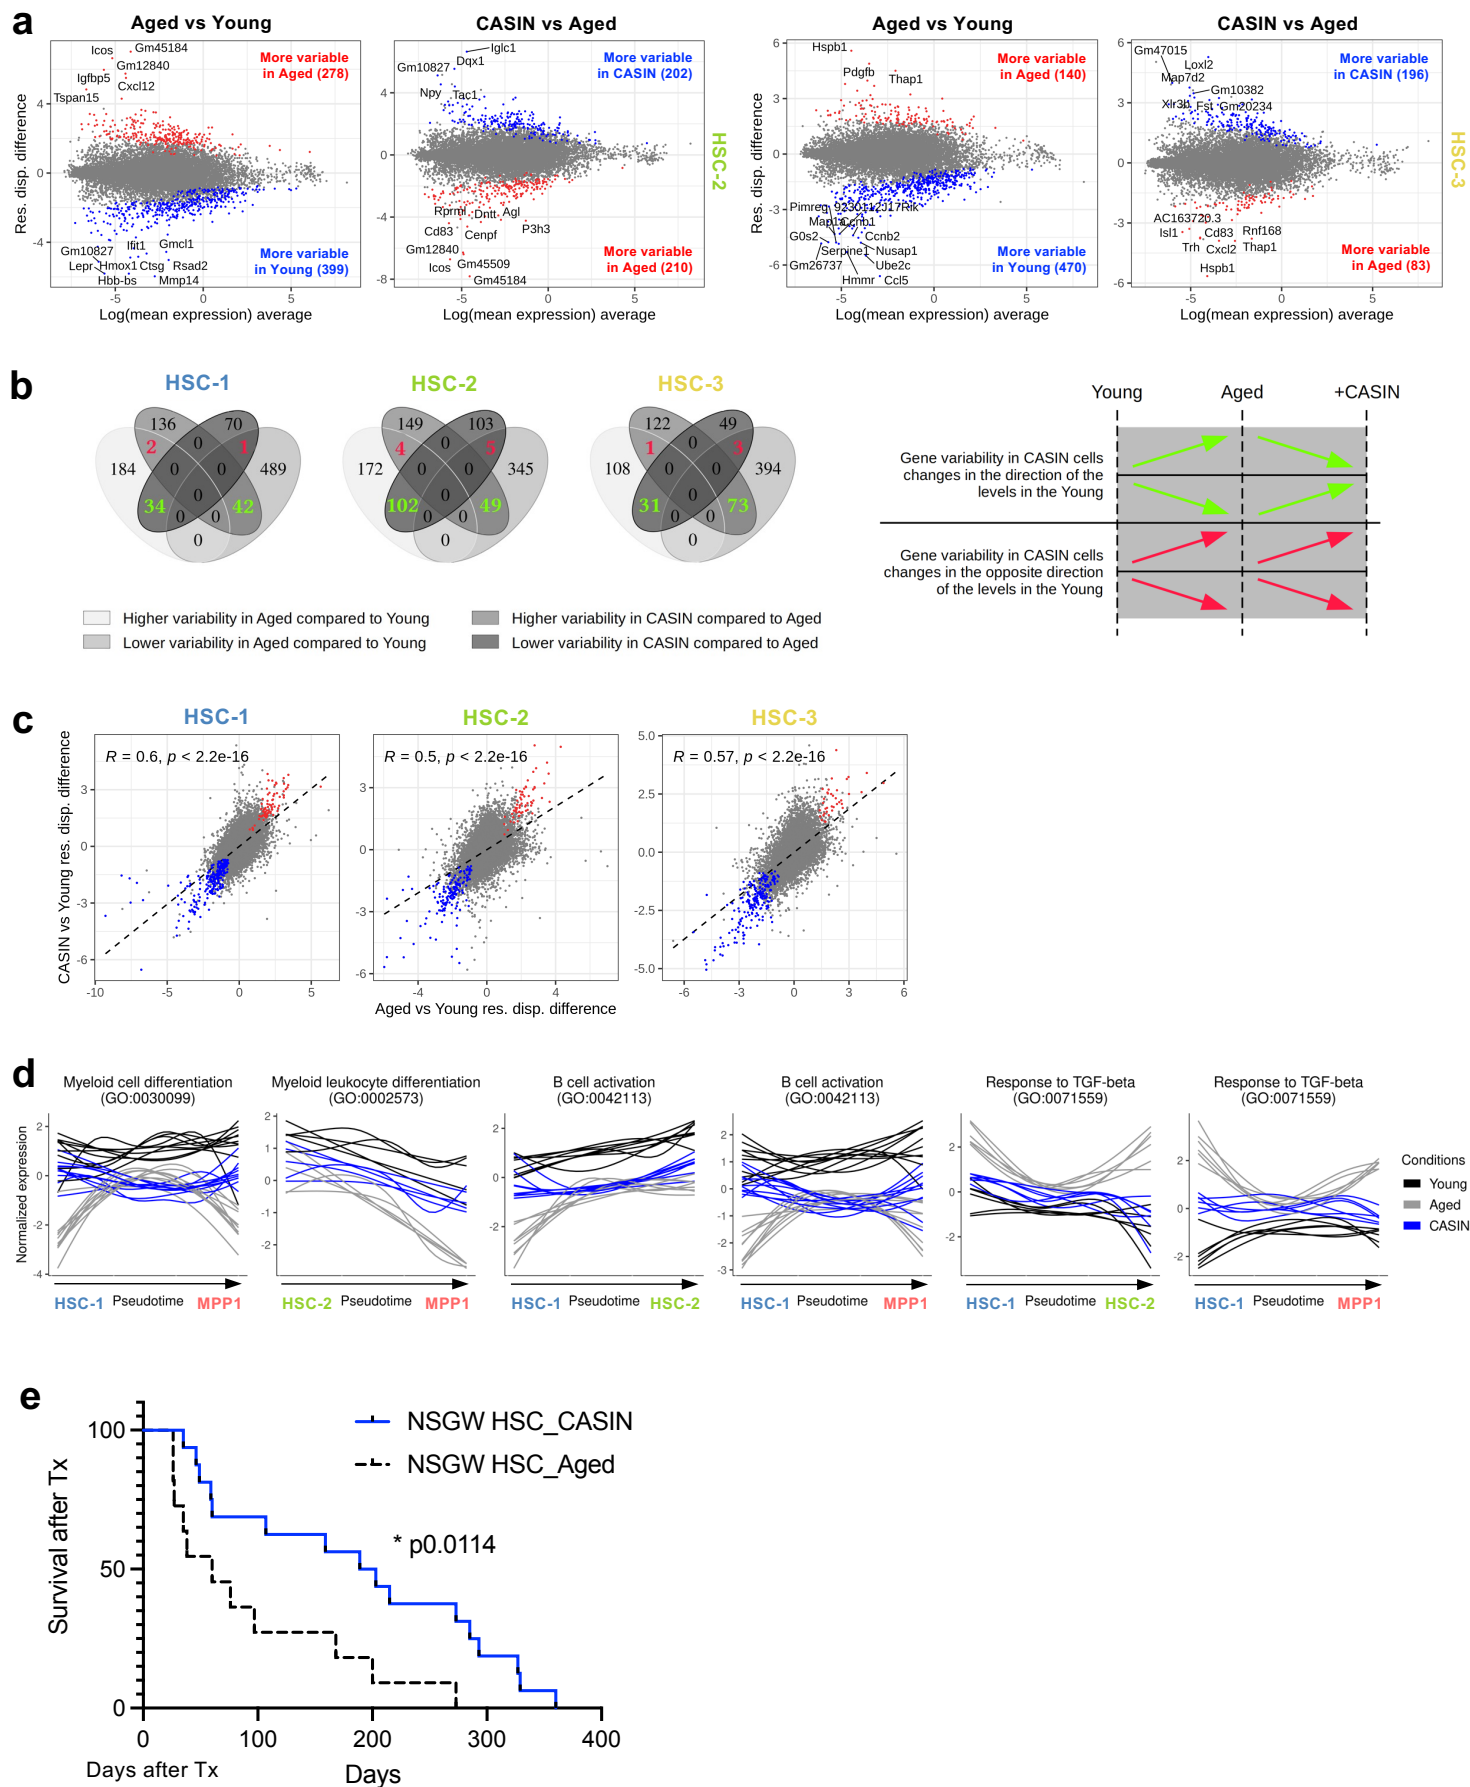

**Supplementary Figure 8. CASIN treatment restores a youthful transcriptional heterogeneity in aged HSCs and changes the pattern of expression along pseudotime of several immune related genes.**

**a** Residual dispersion difference against average logarithmic mean expression for every gene for the HSC-2 and HSC-3 clusters. 

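In HSC-3-like cells, residual variability measured per sample passed the adjusted threshold between aged and young samples for 1 gene that helped to name the HSC-like clusters and for Hmgb2, H2afx and Hist1h2ae, which fell by 1.73, 1.31 and 2.12 on the log2 scale (adjusted p = 0.00825, 0.00225 and 0.0145). In HSC-1-like cells it passed for Stmn1, which fell by 0.65 (adjusted p = 0.0206), and for 2 genes that helped to name the cluster. Between CASIN and aged HSC-1-like cells H1fx rose by 0.76 and Gm42418 fell by 1.57 (adjusted p = 0.0268 for both). All of these genes were named only after their values were seen. In HSC-2-like cells, 24 cells per sample entered and no gene passed.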

Top 15 significantly differentially variable genes shown. **b** Venn diagrams representing the common genes with higher or lower variability in aged compared to young and higher or lower variability in CASIN compared to aged for each HSC cluster. In green, the number of genes whose variability in the CASIN group changes in the direction of the levels in the young mice. In red, the number of genes whose variability in the CASIN group changes in the opposite direction of the levels in the young mice (depicted in the right panel). **c** Spearman correlation of the residual dispersion difference of aged over young and CASIN over young. The genes that are more (red) or less (blue) variable in both comparisons are highlighted. **d** Expression pattern over pseudotime of several genes (Supplementary Dataset 10) involved in the indicated GO processes. **e** Survival after Tx of aged NBGSW mice. (Aged, n=10; CASIN, n=16; Not transplanted, n=19). Survival analysis with Mantel Cox test. Data are provided in Supplementary Datasets 6-10 and as a Source Data file.

# Supplementary material for: Transplanting rejuvenated blood stem cells extends lifespan of aged immunocompromised mice
**Source:** NPJ Regen Med. 2022 Dec 29;7:78. doi: 10.1038/s41536-022-00275-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                                       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BD FACSDiva 8.0.1, Volocity v7.0, Zen v8.1, FlowJo v10, Graph Pad Prism v9.4.0                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | FASTQ to count matrices: Cell Ranger v3.1.0.<br>Main scRNA-seq analysis: R v4.0.2, Bioconductor v3.11, Seurat v4.0.2, clustree v0.4.3, ggplot2 v3.3.3, patchwork v1.1.1, ggrepel v0.9.1, VennDiagram v1.6.20, ComplexHeatmap v2.4.3.<br>GSEA: clusterProfiler v3.16.1, AnnotationDbi v1.50.3, org.Mm.eg.db v3.11.4, Revigo ( <a href="http://revigo.irb.hr/">http://revigo.irb.hr/</a> ).<br>Compositional analysis: python v3.8.10, scCODA v0.1.2.<br>Transcriptional variability analysis: R v4.1.0, Bioconductor v3.13, BASiCS v2.4.0, ggplot2 v3.3.5, ggrepel v0.9.1, patchwork v1.1.1, VennDiagram v1.6.20.<br>Cluster connectivity analysis: python v3.7.9, scanpy v1.8.0, R v4.1.0, tradeSeq v1.6.0, clusterProfiler v4.0.5, AnnotationDbi v1.54.1, org.Mm.eg.db v3.13.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data and code are deposited under the repository <https://doi.org/10.34810/data163>. scRNA-seq data are deposited at GEO (accession number GSE197070).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined according to the standard deviation of the measured parameter. We used StatMate and the statistical guide of Prism to help with sample size calculation.

Data exclusions

Data were excluded only in the case of clear technical problems in data analysis due to equipment mis-functioning or to error of the operator. In this eventuality, the error was officially reported on the laboratory notebook and the experimental dataset was excluded from the final analysis.

Replication

All the experiments were repeated in completely different experimental days at least twice, for a minimum total number of biological replicates of 3.

Randomization

Mice were randomized for sex but not for age. Operators were not blinded because aged mice require special care and attention. In the case of CASIN treatment, aged mice were randomly allocated to the control or treatment group.

Blinding

The operator was blind during data collection but not for data analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Antigen Host species Working dilution (method) Catalog number Company/Source

## Primary

anti-alpha tubulin, Clone YL1/2 rat 1:1000 (IF) ab 6160 Abcam  
 anti-MyoD C20 rabbit 1:50 (IF) sc-304 SantaCruz Biotechnology  
 anti-Pax-7 clone PAX7 mouse 1:20 (IF) Pax7-s Developmental Studies Hybridoma Bank  
 anti-Laminin rabbit 1:100 (IF) L9393-100UL Sigma Aldrich  
 anti-Cdc42 total rabbit 1:200 (IF) ab64533 Abcam  
 anti-Cdc42 total rabbit 1:200 (WB) 07-1466 Merk-Millipore  
 anti-H4K16ac Rabbit 1:200 (WMH) 07-329 Merk-Millipore  
 FITC-anti-Ki-67, Clone SolA15 Rat 1:100 (WMH) 11-5698-82 eBioscience  
 anti-CD41-Biotin Rat 1:2500 (WMH) 13-0411-82 eBioscience  
 anti-CD48-Biotin Armenina Hamster 1:100 (WMH) 13-0481-82 eBioscience  
 anti-CD11b-Biotin, Clone M1/70 Rat 1:100 (WMH) 13-0112-82 eBioscience  
 anti-B220-Biotin, Clone RA3-6B2 Rat 1:100 (WMH) 13-0452-82 eBioscience  
 anti-CD5-Biotin Clone53-7.3 Rat 1:100 (WMH) 13-0051-82 eBioscience  
 anti-Gr1-Biotin, Clone RB6-8C5 Rat 1:100 (WMH) 13-5931-82 eBioscience  
 anti-Ter119-Biotin Rat 1:100 (WMH) MA5-17819 eBioscience  
 anti-CD8a-Biotin, Clone 53-6.7 Rat 1:100 (WMH) 13-0081-82 eBioscience  
 anti-CD31-APC, Clone MEC13.3 Rat 0,8mL/g 102510 BioLegend  
 anti-CD144-AF647 Rat 0,32mL/g 138006 BioLegend

## Secondary

AF488 anti-rabbit IgG (H+L) donkey 1:500 (IF) 1:300 (WMH) 711-545-152 Jackson Immuno Research Laboratories  
 AF594 anti-mouse IgG (H+L) donkey 1:500 (IF) 715-585-151 Jackson Immuno Research Laboratories  
 Cy3 anti-mouse IgG (H+L) donkey 1:1000 (IF) 715-165-151 Jackson Immuno Research Laboratories  
 AF488 anti-rat IgG (H+L) donkey 1:500 (IF) 712-545-153 Jackson Immuno Research Laboratories  
 AF647 anti-rabbit IgG (H+L) donkey 1:200 (IF) 712-605-153 Jackson Immuno Research Laboratories  
 SA-eFluor450 1:60 (WMH) 48-4317-82 eBioscience

## FACS Antibodies

Antigen Host species Working dilution (method) Catalog number Company/Source

"Brilliant Violet 421 - CD184 (CXCR4),  
 Clone L276F12" Rat 1:50 (FACS) 146511 Biolegend  
 APC - CD29, Clone - eBioHmb1-1 (Hmb1-1) Armenian hamster 1:100 (FACS) 17-0291-80 Invitrogen  
 CD45-Biotin conjugated, Clone - 30-F11 Rat 1:100 (FACS) 103104 Biolegend  
 CD11b-Biotin conjugated, Clone M1/70 Rat 1:200 (FACS) 13-0112-85 Invitrogen  
 CD31-Biotin conjugated, Clone 390 Rat 1:50 (FACS) 102404  
 Sca-1-Biotin conjugated, Clone E13-161.7 Rat 1:1000 (FACS) 122504 Biolegend  
 Ter119-Biotin conjugated, Clone TER-119 Rat 1:200 (FACS) 13-5921-85 Invitrogen

SA - APCCY7 1:100 (FACS) 554063 BD Pharmingen  
 SA - FITC 1:100 (FACS) 11-4317-87 BD Pharmingen

## Validation

All primary antibodies were validated in previous publications and/or by the producing company according to the indications in the websites.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Young and aged C57BL/6 mice were obtained from the internal divisional stock (derived from mice obtained from both The Jackson Laboratory and Janvier), as well as from NIA/Charles River. The NBSGW mice (JAXStock No.026622) were maintained as homozygotes. Cdc42GAP mice were described previously (Wang et al., 2007). All mice were housed in the animal barrier facility under pathogen-free conditions at the University of Ulm and at the Biomedical Research Institute of Bellvitge (IDIBELL). Throughout

the manuscript, young C57BL/6 mice are between 10 and 16 weeks old and aged C57BL/6 mice are at least 80 weeks old. C57BL/6 mice were randomized for sex.

Wild animals

N/A

Reporting on sex

mice were randomized for sex and equal number of males and females mice were used across samples. sex was not analysed as independent variable.

Field-collected samples

N/A

Ethics oversight

All mouse experiments were performed in compliance with the ethical regulations according to: 1) the German Law for Welfare of Laboratory Animals and were approved by the Institutional Review Board of the Ulm University, as well as by the state government of Baden-Württemberg, Regierungspraesidium Tuebingen; 2) the Spanish Law for Animal Protection and Welfare Code and were previously approved in the project AR18008/10399 by IDIBELL's Ethical Committee for Animal Experimentation (CEEA-IDIBELL) as well as by Generalitat of Catalunya.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mononuclear BM cells were isolated by low-density centrifugation (Histopaque 1083, Sigma) and stained with a cocktail of biotinylated lineage antibodies. PB was freshly collected. Red blood cell were lysed and remaining white blood cells were stained with a cocktail of antibodies. Muscles from both hindlimbs (TA, EDL, gastrocnemius, plantaris, soleus) and/or Notexin-injured TA muscles from young, aged and CASIN-treated aged mice where indicated were harvested. Following mincing and enzymatic digestion with Skeletal Muscle Dissociation Kit mouse and rat (130-098-305, Miltenyi Biotec) and gentleMACS octo dissociator (130-095-937, Miltenyi Biotec), the digested tissue was centrifuged at 1500 RPM at 10 min. The pellet was resuspended with DMEM (high glucose, pyruvate, 41966029, Invitrogen) +10%FBS (F2442, Sigma Aldrich) and filtered through MACS Smart-strainers 70µm (130-098-462, Miltenyi Biotec) and 30µm (130-098-458, Miltenyi Biotec). The cell suspension was stained with lineage negative antibodies for 20 min at 4°C.

Instrument

BD FACS Aria III (BD Bioscience), LSRII flow cytometer (BD Biosciences)

Software

data were collected with Diva software and analysed with either Diva or FlowJo.

Cell population abundance

N/A

Gating strategy

figures provided in the manuscript.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

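LSK cells from 3 young, 3 aged and 3 CASIN samples were profiled by single-cell RNA sequencing, 1 library per sample, in 2 sequencing batches. The authors made the deposited counts with Cell Ranger, which mapped the reads to GRCm38 with the Ensembl annotation, kept the barcodes called as cells and counted UMIs per gene and barcode, and the counts were deposited without normalization. The values were checked to be whole numbers. The 9 libraries held 19237354 to 42780953 UMIs.

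Filters followed the paper's methods: barcodes with more than 10% mitochondrial UMIs, outside the paper's limits on genes and UMIs, or with a residual above 0.4 from the regression of log genes on log UMIs were left out, as were genes in fewer than 3 cells. This kept 15856 cells. Samples were integrated and clustered with Seurat 5.3.0 in R 4.3.3 at resolutions of 0.4 and 0.8, with the scores of Seurat's S and G2/M lists regressed out in place of the paper's phase scores, and clusters were named by the markers of the paper's Supplementary Dataset 2. Unlike in the paper, the anchors between samples corrected principal components in place of expression values. A cluster is called HSC-1-like, HSC-2-like and so on because its name rests on these markers alone. HSC-2-like cells come from the resolution of 0.8 and share 862 cells with the HSC-1-like cluster of 0.4. A marker that named a cluster is not reported as a result of that cluster, except within the handling-response list, which holds markers of the HSC-2-like cluster. Shares of cells were counted in a clustering without the 752 genes that differed between conditions.

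Genes were compared on UMIs summed per sample and class with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, all 9 samples, the sequencing batch as a term), with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Unadjusted p-values of genes come from the same edgeR model. Shares of cells were compared with the same model on numbers of cells. CPM were computed on the same sums. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1: the 8 lists of the paper's Supplementary Dataset 10, a handling-response list of 24 genes, and lists of lymphocyte, red cell and stromal genes for other cell types. Residual variability was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from cells thinned to 4000 UMIs, as the mean of 20 draws of equal numbers of cells, for genes with a mean of at least 0.2, and tested with limma and a batch term. Connectivity was computed with PAGA in scanpy 1.11.5 (anndata 0.12.19) with 30 neighbours and 25 principal components. Cell cycle scores used the S and G2/M lists of Seurat. Per-sample values of 3 against 3 were compared with two-sided exact permutation tests, whose smallest p is 0.1. These permuted samples across batches, and connectivity and cell cycle shares were also permuted within batches. Figures were drawn with matplotlib 3.10.9.

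Genes named in the text are the paper's Nr4a1, Nr4a2, Dnajb1, Hspa5 and Edem2, Cdc42 as the target of CASIN, and per comparison and HSC-like class up to 5 genes with the largest absolute log2 fold change among those with an adjusted p below 0.05 and the same direction in both batches. This rule, the gene lists, the tests, their covariates and 53 alternatives were set before the data were examined, and 5 alternatives were added later. For a gene with no UMI in a group, the level that 3 UMIs would give is stated as its limit.

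The alternatives were DESeq2 1.42.0 (its test, or its size factors in edgeR), no filter on low counts, no batch term, the replicate number as a block, only the 2 groups compared, doublets found by Scrublet left out, a mitochondrial limit of 5%, other residual filters, thinned cells, other clusterings, pooled HSC-like clusters, fry in place of camera, other thinning, mean and trend settings for variability, split aged samples, 15 neighbours, other principal components and graphs per condition for connectivity, and each sample left out in turn. The 5 added later were the HSC-1-like clusters of resolution 0.8, the removal of the batch difference from variability values, the same with split aged samples, the mean of within-batch differences for variability, and a per-cell Wilcoxon test within each batch with the paper's thresholds (log2 fold change of 0.25).

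The steps for genes, lists and variability were tested on simulated data, the last with 200 cells per sample only. At the depths of these samples, a log2 fold change of 1 between aged and young was recovered in 68%, 38% and 50% of genes in HSC-1-like, HSC-2-like and HSC-3-like cells, and 6.25% to 15.6% of the calls were false over the comparisons. GO gene sets, BASiCS, scCODA, tradeSeq and the paper's cell cycle lists were not at hand, so the corresponding values of the paper have other measures beside them. Experiments of the paper without deposited sequencing data were left out.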

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

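The tests of single samples in this part were chosen only after the dependence on the sequencing batch had been seen. In HSC-1-like cells, the difference of aged from young samples depended on the batch for 89 of 11517 genes (interaction term in edgeR, adjusted p below 0.05), and 1398 genes had an unadjusted p below 0.05, 12.1% of those tested. The difference of CASIN from young samples depended on it for 27 genes (1030 unadjusted, 8.94%) and that of CASIN from aged samples for 0 (600 unadjusted, 5.21%). Aged replicate 1 is the only aged sample of batch 1. If that sample alone lay behind the dependence, the difference of CASIN from aged samples would depend on the batch as well, and the 0 genes there argue against it as the whole cause. Young replicate 3, the only young sample of batch 2, may lie behind it, since the 27 genes in CASIN over young are what this explanation needs. An effect of age that differs between the animals of the 2 batches stays open as well and was not tested, because any difference between these animals is confounded with the sequencing batch. Sex-linked transcripts split along the batches too, so a difference between the sexes may be among these.

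In HSC-2-like cells, the difference of aged from young samples depended on the batch for 142 of 9893 genes (1205 unadjusted), that of CASIN from aged samples for 26 (936 unadjusted) and that of CASIN from young samples for 4 (744 unadjusted). The 26 genes are what aged replicate 1 as the source would give, and this sample may therefore lie behind the dependence in this class. The 4 genes leave young replicate 3 undecided. Between 24 and 51 HSC-2-like cells came from each sample of batch 2, against 120 to 239 in batch 1, so that a difference in depth also stays open. A difference between the animals of the batches is confounded with these and was not tested.

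In HSC-3-like cells, the counts were 22 of 8354 genes for aged over young (713 unadjusted), 7 for CASIN over aged (480 unadjusted) and 1 for CASIN over young samples (463 unadjusted). The 7 genes may point to aged replicate 1 here too, and the 1 gene leaves young replicate 3 undecided. No biological explanation can be told apart from the batch in this class.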

How the results depend on the processing

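Of the settings below, the per-cell Wilcoxon test, the removal of the batch difference from the variability values (alone or with the aged samples split), the mean of within-batch differences of the median variability and the HSC-1-like clusters of the higher resolution were added only after results had been seen. Except where a setting leaves out samples, cells, UMIs or genes, the cause of the changes reported here was not tested.

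Of 108 values for the numbers of changed genes, 54 stayed within 1.5 times the reported count, 34 were lower and 20 higher. In HSC-1-like cells, the 1016 genes between aged and young samples became 1014 with DESeq2's size factors, 789 with DESeq2's test, 903 without a filter on low counts, 993 without doublets, 786 with at most 5% mitochondrial UMIs, 1034 with the HSC-like clusters pooled, and 982 in the HSC-1-like clusters of resolution 0.8. They became 537 with only the 2 groups compared in the fit and 490 with cells thinned to 4000 UMIs. With no batch term they became 10, and with the replicate number as a block in place of the batch 18. The per-cell test gave 117. Leaving out 1 sample at a time gave 280 to 1382 genes, the lowest without aged replicate 1 and the highest without young replicate 3. In HSC-2-like cells (600 genes), DESeq2's test gave 296, no batch term 0 (586 with an unadjusted p below 0.05), the block 32, only the 2 groups 294, at most 5% mitochondrial UMIs 1555, thinning 313, pooling 1034 and the per-cell test 151. Leaving out 1 sample gave 74 to 942, again the lowest without aged replicate 1 and the highest without young replicate 3. In HSC-3-like cells (146 genes), the same settings gave 80, 0 (381 unadjusted), 1, 74, 255, 50, 1034 and 94, and no filter on low counts gave 370. Leaving out 1 sample gave 55 to 225, the lowest without young replicate 1 and the highest without young replicate 3.

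For CASIN against aged samples, the count of 0 in HSC-1-like cells (420 genes unadjusted) became 6 with the per-cell test and 0 to 9 when 1 sample was left out, with 9 without aged replicate 1. The count of 0 in HSC-2-like cells (319 unadjusted) became 35 with at most 5% mitochondrial UMIs, 13 with the per-cell test and 0 to 95 when 1 sample was left out, with 95 without aged replicate 1. The count of 1 in HSC-3-like cells became 28 without a filter on low counts, 2 without doublets, 2 with at most 5% mitochondrial UMIs, 9 with the per-cell test and 0 to 21 when 1 sample was left out, with 21 without aged replicate 1. It became 0 with DESeq2's test (116 unadjusted), 0 with no batch term (81), 0 with the block (450), 0 with only the 2 groups (309) and 0 with the clusters pooled (359).

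The replicate numbers do not pair the samples. Without removal of the batch, 7 of 9 pairs of samples with the same number had a correlation of their residuals above 0.1 in each HSC-like class (-0.720 to 0.865 in HSC-1-like cells), and with the batch removed 1 of 9 did (-0.556 to 0.183), so the values with the block stand for the batch in part.

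Of 59 values for shares of cells, 44 kept their direction and their side of the threshold. The higher share of HSC-1-like cells in aged than in young samples (log2 fold change 0.70) was no longer past the threshold in the clusters from all variable genes (0.78), with at most 5% mitochondrial UMIs (0.75) or with the block (0.64), and ran from 0.26 to 0.94 when 1 sample was left out, the lowest without aged replicate 1, and missed the threshold without young replicate 1, young replicate 2 or aged replicate 1 (adjusted p = 0.184, 0.214 and 0.173; 0.00451 to 0.214 over all alternatives). The difference of CASIN from young (0.84) was no longer past it with at most 5% mitochondrial UMIs (0.78) and ran from 0.69 to 1.04, the lowest without CASIN replicate 3, and missed it without young replicate 1, young replicate 2 or CASIN replicate 3 (adjusted p = 0.0549, 0.0736 and 0.0879; 0.000228 to 0.167 over all alternatives). The difference of CASIN from aged (0.14) ran from -0.036 to 0.57, below 0 without CASIN replicate 3 and highest without aged replicate 1, where it passed the threshold (adjusted p = 9.92e-05; 9.92e-05 to 0.999 over all alternatives). The share of HSC-2-like cells in aged against young (0.42) was -0.18 with no batch term and -0.33 with the block. That of LMPP-like cells (-0.33) ran from -0.46 to 0.072, above 0 without aged replicate 1. A clustering without the differing genes formed no HSC-3-like cluster, so that share has no value there. All 82 values for cell cycle shares and the 70 for the median residual variability kept their direction or moved by less than the spread. The 15856 cells became 15943 with residuals of the log10 regression, 15856 with only the cells below its line and 10782 with at most 5% mitochondrial UMIs. Counting cells with no UMI of any cycle gene was saturated and gave no usable value, and a trend fitted within each sample fixes the median residual by construction.

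Of the 8 lists of the study, 0 passed between CASIN and aged samples in HSC-1-like cells, against 8 with no batch term, 8 with the block and 0 to 1 when 1 sample was left out. In HSC-2-like cells 2 passed, against 0 with fry and 0 to 5 when 1 sample was left out, the highest without aged replicate 1. In HSC-3-like cells 5 passed, against 8 with no batch term, 8 with the block, 0 with fry and 0 to 6 when 1 sample was left out, the lowest without CASIN replicate 3. Between aged and young samples, the counts of 6, 1 and 8 lists ran over 3 to 7, 0 to 1 and 3 to 8 when 1 sample was left out, lowest in HSC-1-like and HSC-3-like cells without young replicate 3, and the count in HSC-2-like cells was 4 with no batch term and 7 with the block. The fall of the handling-response genes in CASIN below aged samples (-0.36, -0.31 and -0.33 in HSC-1-like, HSC-2-like and HSC-3-like cells) was 0.12, -0.25 and 0.29 both with no batch term and with the block. With fry the values stayed at -0.36, -0.31 and -0.33 without passing the threshold. When 1 sample was left out they ran from -0.58 to -0.055 in HSC-1-like and -0.55 to -0.091 in HSC-3-like cells, closest to 0 without CASIN replicate 3. Of 220 values for single lists, 175 were unchanged in direction and call, 43 lost the call and 2 reversed. Both of these are the lymphocyte differentiation list in CASIN over aged HSC-2-like cells (-0.22), which was 0.18 with no batch term and 0.18 with the block.

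Of 849 values for named genes, 764 kept their direction and call, 61 lost the call, 4 gained it and 20 reversed. With no batch term and with the block, the CASIN-over-aged changes reversed to 0.11 and 0.16 for Dnajb1 in HSC-1-like cells, 0.18 and 0.047 for Dnajb1 in HSC-3-like cells, 0.018 and 0.015 for Cdc42 in HSC-1-like cells and 0.00294 and 0.00294 for Cdc42 in HSC-2-like cells. The change of Hspa5 in aged over young HSC-2-like cells was -0.31 with at most 5% mitochondrial UMIs and -0.0061 with thinned cells, and that of Edem2 in HSC-3-like cells was -0.16 with the clusters pooled. When 1 sample was left out, Hspa5 in aged over young ran from -0.25 to 0.44, -0.31 to 0.35 and -0.27 to 0.41 in HSC-1-like, HSC-2-like and HSC-3-like cells, each below 0 without young replicate 3. Nr4a2 in CASIN over aged HSC-2-like cells ran from -0.53 to 0.30, above 0 without aged replicate 1. Cdc42 in CASIN over aged ran from -0.087 to 0.018 in HSC-1-like and -0.073 to 0.021 in HSC-2-like cells, above 0 without CASIN replicate 1.

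Of 76 counts of genes with changed variability, 49 stayed within 1.5 times the reported count. Between aged and young HSC-1-like cells, the 3 genes became 1 with no batch term, 0 with cells thinned to 2000 UMIs (81 unadjusted) and 1 to 7 when 1 sample was left out, the highest without aged replicate 1. In HSC-2-like cells, the 0 genes (159 unadjusted) became 2 with the block, 1 with 2000 UMIs and 0 to 2 when 1 sample was left out, the highest without aged replicate 3. In HSC-3-like cells, the 4 genes became 0 with no batch term (161 unadjusted), 1 with 2000 UMIs, 2 with a mean of at least 0.5 UMIs and 1 to 5 when 1 sample was left out, the lowest without aged replicate 1. From aged to CASIN HSC-1-like cells, the 2 genes became 0 with no batch term (72 unadjusted), 0 with the block (120), 1 with 2000 UMIs, 1 with a mean of at least 0.5 UMIs, 1 without doublets, 1 in the clusters without the differing genes and 0 to 4 when 1 sample was left out, the highest without aged replicate 1. In HSC-2-like cells, the 0 genes (107 unadjusted) became 1 with the block.

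The correlation between the aged-over-young and aged-over-CASIN differences in variability (0.467, 0.568 and 0.504) fell to -0.0416, -0.0386 and 0.00648 with the aged samples split, and was -0.00873, 0.0546 and 0.115 with the batch difference removed as well. It was 0.344 in HSC-1-like and 0.543 in HSC-2-like cells with the cells of a condition pooled, and 0.369 in HSC-1-like cells with the batch difference removed. Leaving out 1 sample gave 0.350 to 0.709, 0.455 to 0.750 and 0.411 to 0.652, each highest without aged replicate 1. Of 88 values for connectivity, 85 moved by less than the spread between samples. With the principal components of each sample alone, the difference of aged from young between HSC-1-like and HSC-3-like cells (-0.274) was -0.0185 and the difference of CASIN from aged in the mean of all pairs (0.0328) was -0.0209. With all cells of a condition in 1 graph, the former was -0.499. With that condition's own principal components as well, HSC-1-like and HSC-3-like cells had 1 in both young and aged samples.

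The depth limits the HSC-2-like values most. In simulated counts of these depths, a log2 fold change of 1 between aged and young was recovered in 38% of genes in HSC-2-like, 50% in HSC-3-like and 68% in HSC-1-like cells, and between CASIN and aged in 19%, 52% and 64%. For a change of 0.5, the shares were 1%, 5% and 18% between aged and young and 0%, 2% and 11% between CASIN and aged.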

Differences from the paper's values

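Among the alternatives named here, the per-cell Wilcoxon test and the removal of the batch difference from the variability values were chosen only after the values had been seen. A gap in a number of genes, a share or a connectivity counts as closed within 1.5 times the paper's value. In at least 1 cluster, 1300 genes changed between aged and young samples against the paper's 648, 15 between CASIN and aged samples against the paper's 210, and 1927 between CASIN and young samples against the paper's 622. No alternative set before the data were examined was run on these totals. A Wilcoxon test on the cells of each batch with the thresholds of the paper's methods, chosen after seeing the values, gave 719, 218 and 682.

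In HSC-1-like cells, 1016 genes changed between aged and young samples against the paper's 103 for HSC-1, and 0 between CASIN and aged samples (420 at an unadjusted p below 0.05) against the paper's 5. None of the alternatives set before the data were examined closed these gaps, and the per-cell test, chosen after seeing the values, gave 117 and 6. In HSC-2-like cells, 600 genes changed between aged and young samples against the paper's 184. Leaving out young replicate 1 gave 239 and leaving out young replicate 2 gave 260, which closed the gap, while the other alternatives set before the data were examined did not. After CASIN, 0 genes (319 unadjusted) changed from aged samples against the paper's 13, and none of the alternatives set before the data were examined closed the gap. The per-cell test, chosen after seeing the values, gave 151 and 13. In HSC-3-like cells, 146 genes changed between aged and young samples against the paper's 84. DESeq2's test gave 80, only the 2 groups compared 74, leaving out young replicate 2 87 and leaving out aged replicate 1 60, which closed the gap, while the other alternatives set before the data were examined did not. After CASIN, 1 gene changed from aged samples against the paper's 8, and none of those alternatives closed the gap. The per-cell test, chosen after seeing the values, gave 94 and 9. It called 94 of the paper's 103, 118 of its 184 and 66 of its 84 genes between aged and young in HSC-1, HSC-2 and HSC-3, and 4 of its 5, 6 of its 13 and 6 of its 8 genes between CASIN and aged.

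Genes with changed variability in at least 1 HSC cluster numbered 6 between aged and young against the paper's 1659, and 2 between CASIN and aged against the paper's 903, and no alternative was run on these totals. Of the paper's genes between aged and young, 238 of 752 in HSC-1, 259 of 677 in HSC-2 and 268 of 610 in HSC-3 were in reach here. The 0.5 used below is on the log2 scale of the measure used here and without a test, unlike the paper's threshold. Among genes whose variability changed by more than 0.5, the share that was lower in aged was 34.8% in HSC-1-like cells against the paper's 70.7%, 26.9% in HSC-2-like cells against the paper's 58.9% and 31.9% in HSC-3-like cells against the paper's 77%. With a trend fitted within each sample, the shares were 47.8%, 46.0% and 54.8%, within 1.5 times the paper's values, but this setting centers the values of every sample and so moves the shares toward 50% by construction. In HSC-2-like cells, leaving out young replicate 1 (42.5%), young replicate 2 (45.2%) or aged replicate 3 (43.2%) also came within 1.5 times, while most of the genes were more variable in aged, against the paper's direction, and the other alternatives set before the data were examined did not. The removal of the batch difference, chosen after seeing the values, gave 50.0% in HSC-1-like and 53.2% in HSC-2-like cells, within the same bounds.

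A gap in a correlation counts as closed within a limit set per class by the spread of the groups simulated without change. This limit is widest in HSC-1-like and narrowest in HSC-2-like cells. The Spearman correlation of aged over young with aged over CASIN was 0.507 in HSC-1-like cells against the paper's 0.42. It was 0.413 with the cells of a condition pooled, 0.416 without young replicate 1, 0.403 without young replicate 2 and 0.450 without CASIN replicate 2, which closed the gap. In HSC-2-like cells it was 0.547 against the paper's 0.46, and 0.445 without young replicate 2, 0.476 without CASIN replicate 1 and 0.474 without CASIN replicate 2, which closed the gap. The other alternatives set before the data were examined closed neither of these gaps. In HSC-3-like cells it was 0.513 against the paper's 0.41, and none of the alternatives set before the data were examined closed the gap. The closest there was 0.440 without CASIN replicate 2, outside the limit of that class. The Spearman correlation of aged over young with CASIN over young was 0.558 against the paper's 0.6, 0.471 against the paper's 0.5 and 0.507 against the paper's 0.57. In HSC-1-like cells, a trend within each sample (0.590), leaving out aged replicate 3 (0.573) and leaving out CASIN replicate 1 (0.574) closed the gap. In HSC-2-like cells, thinning to 2000 UMIs (0.480), a trend within each sample (0.484), clusters without the differing genes (0.478) and the cells of a condition pooled (0.498) did. In HSC-3-like cells, pooling (0.556) did. The other alternatives set before the data were examined closed none of these gaps. With the batch difference removed, chosen after seeing the values, the correlation was 0.634 in HSC-1-like and 0.503 in HSC-2-like cells, within the same bounds.

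From aged to CASIN, the connectivity of HSC-1-like and HSC-2-like cells rose by 21.6% against the paper's 14%, which became 19.0% without doublets and 18.5% with all cells of a condition in 1 graph, which closed the gap, while the other alternatives set before the data were examined did not. The rise of 21.6% ended at 0.997, close to 1, which no connectivity exceeded, so saturation limits it. The connectivity of HSC-2-like and HSC-3-like cells rose by 84.5% against the paper's 45%, and by 52.7% with the principal components of each sample alone, 56.4% without aged replicate 2, 61.8% without aged replicate 3, 57.8% without CASIN replicate 1 and 61.0% without CASIN replicate 2. These settings closed the gap, and the other alternatives set before the data were examined did not. That of HSC-1-like and MPP1-like cells rose by 42.0% against the paper's 115%, and none of those alternatives closed the gap. The connectivity of HSC-1-like and HSC-3-like cells was 0.726 in aged samples against the paper's 0.382868 and 0.818 in CASIN samples against the paper's 0.451388. With all cells of a condition in 1 graph it was 0.501 and 0.573, which closed the gaps, and the other alternatives set before the data were examined did not. That of HSC-1-like and MPP2-like cells was 0.503 in CASIN samples against the paper's 0.252642, and 0.363 with the principal components of each sample alone and 0.279 with 1 graph per condition, which closed the gap, while the other alternatives set before the data were examined did not.

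The paper states that Nr4a1 and Nr4a2 are lower after CASIN in several clusters, all HSC clusters among them, and Dnajb1, Hspa5 and Edem2 in HSC-2 and HSC-3; of the HSC clusters, its Supplementary Dataset 4 lists Nr4a2 in HSC-3 alone. Here, all 5 were lower with an adjusted p over all genes of 0.815 or more in HSC-3-like cells, and none passed in any HSC-like class. Without a filter on low counts, Nr4a1 (-0.92), Nr4a2 (-0.66) and Hspa5 (-0.57) passed in HSC-3-like cells, and under no other alternative set before the data were examined did any of the 5 pass in an HSC-like class. The per-cell test, chosen after seeing the values, called Nr4a1 in all 3 classes, Dnajb1 in HSC-2-like cells and Nr4a2 and Hspa5 in HSC-3-like cells, among the genes that the paper lists there. The paper states an increase of G0 cells after CASIN in every HSC cluster, whereas the share of cells without a phase score differed by -0.894 percentage points in HSC-3-like cells (-4.51 within batch 1 and 3.66 within batch 2), a direction that is not settled. It was above 0 with cells thinned to 2000 UMIs (0.770), without aged replicate 1 (0.00152) and without CASIN replicate 1 (2.02), and not with the other alternatives set before the data were examined. A loss of G1/S cells with age is placed by the paper in HSC-2 alone, whereas the share of cells in S, a class that cannot be matched to its own, differed by -12.2 percentage points in HSC-1-like and -13.9 in HSC-3-like cells besides -9.11 in HSC-2-like cells. In the exact permutation test these had p = 0.2, 0.1 and 0.3, and with labels permuted within batches 0.111, 0.333 and 0.556. Within batch 1 they were -15.3, -16.5 and -20.9, and within batch 2 -1.36, -5.02 and 2.92. The paper describes lower heterogeneity in aged HSCs, whereas the median residual variability was higher in aged than in young samples by 0.0268, 0.0321 and 0.0283 in the HSC-like classes. Each had p = 0.3 in the exact permutation test. The means of the within-batch differences were smaller, 0.00664, 0.0204 and 0.0126, so the direction is not settled. The paper reports higher myeloid differentiation in aged HSC clusters from GO sets, which were not run here. Its myeloid differentiation list of HSC-1 and MPP1 was chosen for patterns along that transition and does not test this result. That list had a mean log2 fold change of -0.22 in aged over young HSC-1-like cells and -0.18 in HSC-3-like cells. Its direction is not settled in HSC-2-like cells: this list had 0.071, with 6.62 log2 CPM in the aged sample of batch 1 against 6.91 and 6.77 in the young, and 5.33 and 5.14 in the aged samples of batch 2 against 4.80 in the young. Its list of HSC-1 and HSC-2 had -0.15, 0.38 and -0.24 in HSC-1-like, HSC-2-like and HSC-3-like cells, the second with 6.15 against 6.43 and 6.41 in batch 1 and 5.24 and 4.91 against 4.02 in batch 2. With no batch term, as with the block, the 2 lists had -0.44 and -0.18 in HSC-2-like cells, and without aged replicate 1 they had 0.24 and 0.82, where the second passed the threshold.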

Other observations

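The tests of the gene lists over other splits of the samples, of the barcodes over the mitochondrial limit, of the per-cell rule under relabeling and of the split that follows the batch were set down before their results were seen, as were the lists of lymphocyte, red cell and stromal genes and the correlation with separate aged samples or beside simulated groups, the separate aged samples being used to weigh an explanation only later, and the other tests in this part were chosen only after the result was seen.

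Xist had 2357 to 2794 CPM in the 4 samples of sequencing batch 2 and at most 0.163 CPM in the 5 samples of batch 1. The Y genes Ddx3y, Eif2s3y, Kdm5d and Uty had at least 11.1 CPM in every sample of batch 1 and at most 0.0565 CPM, from 1 UMI, in any sample of batch 2. The 0.163 CPM of Xist argue against animals of both sexes pooled in each sample. In each sample of batch 2, Xist was found in at least 99.4% of the cells, and in each sample of batch 1 in at most 0.192%. These values are what male animals in batch 1 and female animals in batch 2 would give, as is the 0.0565 CPM of the Y genes. The article states equal numbers of male and female mice in each group and gives no sex per library, and each difference between the batches may hold a difference between the sexes.

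The 6 samples of 2 groups can be split into 3 and 3 in 10 ways, so that no share of splits can fall below 0.1. For genes changed between aged and young samples, 1 of 10 splits gave as many as the real one in HSC-1-like, 1 in HSC-2-like and 1 in HSC-3-like cells, the real one counted. With young replicates 1 and 2 and aged replicate 3 against the others, 5, 374 and 18 genes passed, and with aged replicate 2 in place of aged replicate 3, 0, 84 and 2, against 1016, 600 and 146 in the real split. For genes changed between CASIN and aged samples, 10, 10 and 6 of the 10 splits did. For genes with changed variability, 1, 10 and 1 splits did between aged and young samples, and 2, 10 and 10 between CASIN and aged samples. For the lists of the study, 2, 7 and 1 splits did between aged and young samples, and 10, 4 and 1 between CASIN and aged samples. Wherever all 10 splits did, the real count was 0, so that the outcome was fixed and says nothing.

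The split of the aged and CASIN samples that follows the batch, with aged replicate 1 and CASIN replicates 1 and 2 against the others, gave 65, 20 and 3 changed genes in HSC-1-like, HSC-2-like and HSC-3-like cells, against 0, 0 and 1 in the real split (420, 319 and 356 unadjusted). For genes with changed variability it gave 2, 3 and 0, against 2, 0 and 0. With the batch as a term in the model, the split of aged and young samples that follows the batch gave 0 genes in each class. The difference of old samples, aged and CASIN together, from young ones depended on the batch for 48 genes in HSC-1-like cells, 16 in HSC-2-like and 2 in HSC-3-like cells. With the batch in the model, the split of old samples that follows the batch is estimated against the batch difference of the young samples, so the 48 genes restate the 65 and test no explanation of them. A batch effect that differs between old and young mice and a young sample out of place cannot be told apart here.

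More genes changed between CASIN and young samples (1715, 913 and 237 in HSC-1-like, HSC-2-like and HSC-3-like cells) than between aged and young samples (1016, 600 and 146). The CASIN samples lie in the batches as the young samples do and the aged samples do not, which could raise the first count. In 4 fits that left out 1 aged and 1 CASIN sample so that both groups had the same layout, the counts for aged were 600 to 964 and for CASIN 1072 to 1185 in HSC-1-like cells, with a lowest ratio of 1.12, which argues against the layout as the whole cause. In HSC-2-like cells the counts were 466 to 697 and 456 to 543, with a highest ratio of 0.979, as the layout as the cause would give. In HSC-3-like cells they were 106 to 196 and 136 to 197, with a lowest ratio of 1.01, and this leaves the layout undecided.

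The 24 handling-response genes were higher in aged than in young samples in the HSC-like classes. In the 9 other classes, the median change was 0.82 (0.57 to 1.48), so that a response of all cells of a sample during handling may lie behind it. In 8 of 10 classes with values in both batches, the change was above 0 in both, which argues against the sequencing batch as the whole cause. An effect of age on these genes in all LSK cells stays open, since handling and age cannot be separated in these samples. HSC-2-like cells, which such genes name, made up 7.90% to 15.3% of the cells in the samples of batch 1 and 2.00% to 2.53% in those of batch 2. The median change of batch 2 over batch 1 in the same genes was -1.17 over the classes other than HSC-2-like, and batch 2 was lower in 12 of 12 classes, HSC-2-like (-0.16) included. A lower handling response in all cells of batch 2 is a candidate explanation for the smaller share of this cluster. From aged to CASIN samples, the change over the classes was -0.43 to 0.10 in batch 1 and -1.05 to -0.49 in batch 2, and this difference between batches was not tested.

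The aged-over-young and aged-over-CASIN differences in variability were correlated across genes. With separate aged samples in the 2 differences, the highest mean correlation of the 3 HSC-like classes was 0.00648, and 0.115 with the batch difference removed as well, so that the shared aged samples may account for most of the correlation. The observed 0.568 of HSC-2-like cells lay above the central 95% of groups simulated without change (0.470 to 0.536), while 82 of 100 relabelings within batches reached a value as high. The median residual variability was higher in aged than in young HSC-1-like cells by 0.0268, and the mean of the within-batch differences was 0.00664, so that the batch is a candidate explanation for most of this difference. Of the genes that the paper lists as changed in variability between aged and young samples, 238, 259 and 268 were in reach here in HSC-1-like, HSC-2-like and HSC-3-like cells, and 58.8%, 70.3% and 66.4% of them changed in the same direction.

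Lists of genes of other cell types were tested for RNA or cells from outside the LSK population. The lymphocyte list (3 of 6 genes tested) had a mean log2 fold change of 0.39 in aged over young and 0.52 in CASIN over aged HSC-1-like cells, 0.33 and -0.04 in HSC-2-like and -0.09 and 0.69 in HSC-3-like cells. The last had a camera adjusted p of 0.0333 and a fry adjusted p of 0.299, with 2 of 3 genes higher. B cell genes such as Igkc, which held the highest single count in every library, are on this list, and 1 of its genes, Cd79b, is also on a list of the study. The red cell list (2 of 4 genes tested) had 0.19 and -0.00271 in HSC-1-like cells. The stromal list (4 of 14 genes tested) had 0.11 and 0.78 there. In MPP1-like cells, 4 cells with at least 4 stromal genes each held 88.4% of the 701 stromal UMIs of the class, and 0% of them had a UMI of Ptprc against 78.3% of the other cells, while 75% had a UMI of Kit against 78.1%. The median of these 4 cells was 3728.5 UMIs against 5938 in the other cells. The 11.6% of the stromal UMIs in the other cells argue against free RNA of stromal cells as the main source, while stromal cells within the class and LSK cells joined to stromal ones cannot be told apart from 4 cells. In HSC-1-like cells, 4 such cells held 47.7% of 1774 stromal UMIs, 75% of them had a UMI of Ptprc and 75% one of Kit, and their median was 14566 UMIs against 9774 in the other cells. No biological explanation was tested for these lists.

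In 9 of 9 samples, HSC marker genes were higher in the barcodes over the mitochondrial limit than in the cells kept, by 0.17 to 1.09 on the log2 scale. HSC-like cells that exceed the limit more often than other LSK cells are a candidate explanation for what the limit removes, and the 9 samples are the value this explanation needs.

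Genes higher in aged than in young samples were on the median lower in CASIN than in aged samples in HSC-2-like and HSC-3-like cells. Chosen in 1 batch and followed in the other, so that no aged sample entered both differences, their lower median was -0.059 in HSC-2-like cells, at the 0.8 percentile of random lists of genes, while the other was 0.45, at the 100 percentile. These go both ways and leave open whether the shared aged samples account for the fall. In HSC-3-like cells the lower median was -0.027, at the 31.1 percentile, and the other was 0.19, a rise at the 100 percentile. The shared samples may account for the fall there.

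By the per-cell rule, 719 genes in at least 1 cluster passed between aged and young samples. In the 9 relabelings of the samples within batches, the real one counted, the others gave 252 to 624, with a median of 392. In HSC-1-like, HSC-2-like and HSC-3-like cells 117, 151 and 94 genes passed, and the others gave 5 to 61, 22 to 96 and 9 to 48, with medians of 11.5, 27.5 and 13.5. Differences between samples could account for a part of the real counts, and a smaller one in the HSC-like classes than over all clusters. Some of these relabelings keep most aged samples together, so that age may enter their counts too, and how many of the 719 genes go with age stays open. In CASIN against aged samples 218 genes passed, and the other relabelings gave 256 to 456. In the HSC-like classes 6, 13 and 9 genes passed, and the others gave 1 to 9, 2 to 28 and 7 to 37. Since the lowest of them, 256, is above the real count, differences between samples may account for the genes that the per-cell rule calls between CASIN and aged samples.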
